# Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium

**DOI:** 10.1371/journal.pgen.1008724

**Published:** 2020-04-23

**Authors:** Oliver Leicht, Muriel C. F. van Teeseling, Gaël Panis, Celine Reif, Heiko Wendt, Patrick H. Viollier, Martin Thanbichler

## Abstract

The *Alphaproteobacteria* show a remarkable diversity of cell cycle-dependent developmental patterns, which are governed by the conserved CtrA pathway. Its central component CtrA is a DNA-binding response regulator that is controlled by a complex two-component signaling network, mediating distinct transcriptional programs in the two offspring. The CtrA pathway has been studied intensively and was shown to consist of an upstream part that reads out the developmental state of the cell and a downstream part that integrates the upstream signals and mediates CtrA phosphorylation. However, the role of this circuitry in bacterial diversification remains incompletely understood. We have therefore investigated CtrA regulation in the morphologically complex stalked budding alphaproteobacterium *Hyphomonas neptunium*. Compared to relatives dividing by binary fission, *H*. *neptunium* shows distinct changes in the role and regulation of various pathway components. Most notably, the response regulator DivK, which normally links the upstream and downstream parts of the CtrA pathway, is dispensable, while downstream components such as the pseudokinase DivL, the histidine kinase CckA, the phosphotransferase ChpT and CtrA are essential. Moreover, CckA is compartmentalized to the nascent bud without forming distinct polar complexes and CtrA is not regulated at the level of protein abundance. We show that the downstream pathway controls critical functions such as replication initiation, cell division and motility. Quantification of the signal flow through different nodes of the regulatory cascade revealed that the CtrA pathway is a leaky pipeline and must involve thus-far unidentified factors. Collectively, the quantitative system-level analysis of CtrA regulation in *H*. *neptunium* points to a considerable evolutionary plasticity of cell cycle regulation in alphaproteobacteria and leads to hypotheses that may also hold in well-established model organisms such as *Caulobacter crescentus*.

## Author summary

Bacteria show a variety of morphologies and life cycles. This is especially true for members of the *Alphaproteobacteria*, a bacterial class of considerable ecological, medical, and biotechnological importance. The alphaproteobacterial cell cycle is regulated by a conserved regulatory pathway mediated by CtrA, a DNA-binding response regulator that acts as a transcriptional regulator and repressor of replication initiation. CtrA controls the expression of many genes with critical roles in cell growth, division, and differentiation. The contribution of changes in the CtrA regulatory network to the diversification of alphaproteobacterial species is still incompletely understood. Therefore, we comprehensively studied CtrA regulation in the stalked budding bacterium *Hyphomonas neptunium*, a morphologically complex species that multiplies by forming buds at the end of a stalk-like cellular extension. Our results show that this distinct mode of growth is accompanied by marked differences in the importance and subcellular localization of several CtrA pathway components. Moreover, quantitative analysis of the signal flow through the pathway indicates that its different nodes are less tightly connected than previously thought, suggesting the existence of so-far unidentified factors. Our results indicate a considerable plasticity of the CtrA regulatory network and reveal novel features that may also apply to other alphaproteobacterial species.

## Introduction

The ability to initiate processes such as DNA replication at the right moment in the cell cycle is crucial for the fitness of all cells. To ensure the correct timing of events, cells need to sense multiple input signals and integrate these signals in order to determine whether or not to start a certain process. A common strategy in both eukaryotes and prokaryotes is to use protein phosphorylation as a switching mechanism in this cellular information switchboard [1–3]. The integration of different signals often involves complex phosphorylation cascades, in which the reception of a signal leads to the phosphorylation of proteins, which then in turn phosphorylate downstream targets. These systems are called phosphorelays, or two component systems (TCSs) when the context is limited to a sensory histidine kinase and a downstream response regulator [4, 5]. Phosphorelays and TCSs play an important role in the regulation of cellular development of bacteria, controlling processes such as sporulation [6, 7] and cell cycle regulation [8, 9].

Many bacteria grow and divide without major changes in their overall morphology. However, there are also various species, including members of the *Alphaproteobacteria*, that undergo dramatic morphological changes when they proceed through their (asymmetric) cell cycle [10, 11]. In the alphaproteobacterial model organism *Caulobacter crescentus*, the two daughter cells have different shapes and fates: the stalked cell is sessile and can produce offspring, whereas the swarmer cell is motile and non-reproductive [9, 12]. This asymmetry is mainly dictated by the differential activation of the DNA-binding response regulator CtrA, whose phosphorylated form (CtrA~P) specifically accumulates in the swarmer but not in the stalked sibling [13, 14]. CtrA~P regulates, both positively and negatively, global gene expression by interacting with ~100 different promoter regions [15]. Apart from that, it binds to sites at the chromosomal origin of replication, thereby preventing the transition of cells into S phase [16]. In concert with other global regulators, such as the replication initiator/transcription factor DnaA [17–19] and the σ^70^ cofactor GcrA [20, 21], CtrA thus ensures the ordered progression of cells through their developmental program, licensing processes such as motility and cell division at the right moment in the cell cycle.

CtrA itself is regulated at the level of activity and abundance, and both of these parameters are affected by phosphorylation. The activation of CtrA proceeds via a phosphorelay including the histidine kinase CckA and the phosphotransferase ChpT [22, 23]. The different fates of the daughter cells result from the differential control of CckA activity at the two cell poles by the pseudokinase DivL and the single-domain response regulator DivK. At the flagellated pole, DivL interacts with CckA and stimulates its kinase activity, thereby mediating CtrA phosphorylation. At the stalked pole, by contrast, DivL is sequestered by DivK~P, which facilitates the transition of CckA to the phosphatase mode and the dephosphorylation of CtrA by reversion of the CckA-ChpT pathway [24, 25] (**Fig 1**). At the early predivisional stage, this cellular asymmetry is further enhanced by the preferential accumulation of CckA at the new cell pole [26, 27].

**Fig 1:**
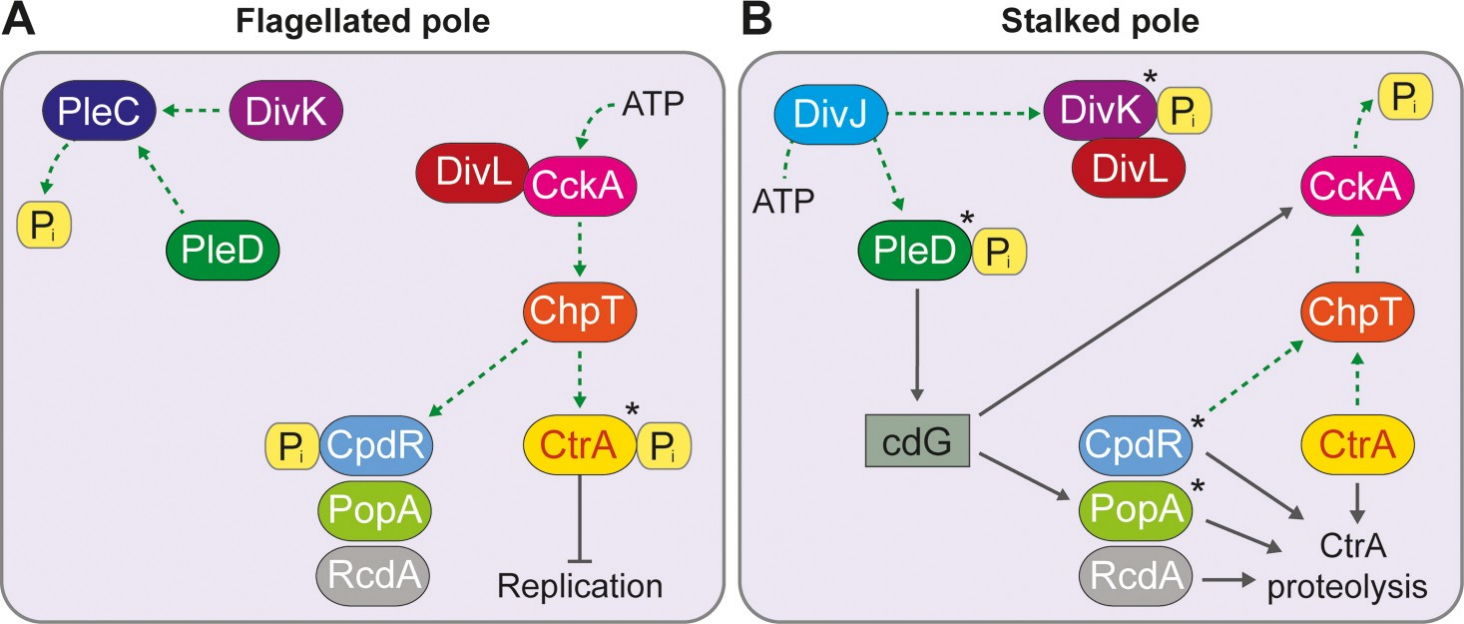
Model of the cell-cycle dependent activation and stabilization of CtrA in *C*. *crescentus*. **(A)** At the flagellated pole, PleC dephosphorylates PleD and DivK. DivL activates the kinase activity of CckA, which leads to the phosphorylation of CtrA via ChpT and, thus, to the activation of CtrA. ChpT also phosphorylates and thereby inactivates CpdR. **(B)** DivJ localizes to the stalked pole where it phosphorylates PleD and DivK. DivK~P sequesters DivL and thereby prevents DivL from activating the kinase activity of CckA. PleD~P synthesizes cyclic-di-GMP (cdG), which activates the phosphatase activity of CckA. As consequence, CckA dephosphorylates CtrA and CpdR. CpdR, together with PopA (activated by cdG made by PleD~P) and RcdA, stimulates the degradation of CtrA by ClpXP. The active forms of some of the proteins are marked with an asterisk (*).

Phosphotransfer also plays an important role in the upstream pathway, which modulates the activity state of DivK. At the stalked pole, the localization factor SpmX [28, 29] recruits the histidine kinase DivJ [30], which in turn phosphorylates DivK and thereby enables the transition of CckA to the phosphatase mode [24, 25]. In parallel, DivJ phosphorylates the guanylate cyclase PleD, which then synthesizes the second messenger cyclic-di-GMP (c-di-GMP) [31] and, in this way, further stimulates the phosphatase activity of CckA [32]. At the flagellated pole, by contrast, the localization factor PodJ recruits the histidine kinase/phosphatase PleC [29, 33, 34], which dephosphorylates both DivK and PleD, thus triggering transition of CckA to the kinase state [24, 25]. Apart from that, PodJ is also involved in the positioning of DivK, DivL and CckA to the flagellated pole in predivisional cells [12].

In addition to its inactivation by dephosphorylation, *C*. *crescentus* CtrA is also subject to targeted proteolysis by the ClpXP protease complex [35, 36]. This process is activated by two convergent pathways that are both initiated by the histidine kinase DivJ. On the one hand, the reversal of the CckA-ChpT pathway induced by the phosphorylation of DivK not only dephosphorylates CtrA but also the adapter protein CpdR, which then primes ClpXP for CtrA degradation [37, 38] (**Fig 1**). On the other hand, c-di-GMP formed upon phosphorylation of PleD binds and activates a second adapter protein, PopA, which then recruits CtrA to the primed ClpXP protease, triggering its degradation [39, 40].

Apart from *C*. *crescentus*, the *Alphaproteobacteria* include various other species with intriguing cell biological features [11]. The extensive body of knowledge on CtrA-dependent cell cycle regulation in *C*. *crescentus* has therefore sparked investigations into the conservation of this central pathway, with the aim to understand how its architecture evolved to adapt to different growth modes. These studies have shown that the CtrA pathway is essential in the polarly growing *Rhizobiales* [41–44], but dispensable in related species that divide by symmetric binary fission, such as *Rhodobacter capsulatus* and *Sphingomonas melonis* [45–48]. However, the CtrA pathway is still uninvestigated in the stalked budding alphaproteobacteria, a group of organisms that also includes the newly established model organism *Hyphomonas neptunium* [49, 50]. *H*. *neptunium* is closely related to *C*. *crescentus* [51] and shows a biphasic life cycle in which a motile swarmer cells sheds its flagellum, establishes a stalk and finally produces a daughter cell at the end of this stalk by expansion of the terminal stalk segment (stalk-terminal budding) [10, 52, 53] (**Fig 2**). It is currently unknown how the cell cycle regulatory circuitry has changed during evolution to give rise to this unusual mode of proliferation. Clarification of this issue may identify conserved features that have so far been neglected in well-studied model organisms such as *C*. *crescentus*, because they have become redundant in these species. Additionally, it may shed light on the plasticity of cell cycle regulatory networks and its role in the striking morphological diversification that alphaproteobacteria underwent during their adaptation to distinct environmental niches.

**Fig 2:**
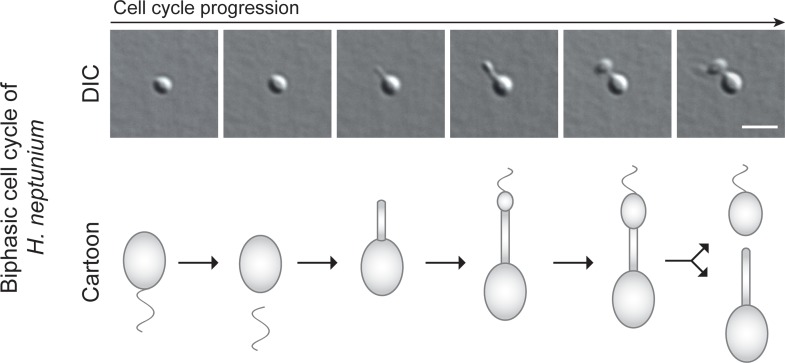
Biphasic life cycle of *H*. *neptunium*. Shown are a timelapse series (DIC) and a cartoon of a single *H*. *neptunium* cell that progresses through its cell cycle. The swarmer cell sheds its flagellum and differentiates into a stalked cell, which then produces a bud at the end of its stalk, thereby ultimately giving rise to a new swarmer cell. The stalked mother cell elongates its stalk and then immediately starts the next division cycle, whereas the swarmer cell first needs to differentiate into a stalked cell to proliferate. Scale bar: 3 μm.

In this study, we show that the entire cell cycle regulatory pathway of *C*. *crescentus*, starting from the polarity-determining factors DivJ and PleC down to CtrA, is conserved in *H*. *neptunium*. Its downstream part, consisting of DivL, CckA, ChpT and CtrA, is essential and controls various critical functions, including DNA replication, cell division and flagellar synthesis. Strikingly, the upstream part of this pathway appears largely redundant, as DivK has no apparent effect on cell cycle progression and its interactors DivJ and PleC only make minor contributions. A quantification of the information flow through the entire CtrA pathway, using a novel approach that compares the regulons of the different nodes, suggests the existence of multiple so-far unidentified factors. These may include additional histidine kinases that are responsible for almost half of the input into the CtrA pathway as well as a response regulator that acts in parallel to DivK and that feeds signals from DivJ and PleC into a later part of the CtrA pathway. Localization studies reveal that CckA is distributed throughout the nascent daughter cell instead of forming a polar focus, which could have implications for the mechanism that CtrA uses to ensure asymmetry in the fate of the mother and daughter cell. Finally, we show that CtrA is not regulated at the level of protein abundance in *H*. *neptunium*. These results provide insight in the differential evolution of the cell cycle regulatory circuitry in *C*. *crescentus*, which divides by asymmetric binary fission, and *H*. *neptunium*, which divides by stalk-terminal budding. Furthermore, they set the stage for the identification of new factors that play a major role the regulation of the *H*. *neptunium* cell cycle and may also contribute to cell cycle progression and cellular differentiation in other alphaproteobacteria.

## Results

### The upper part of the CtrA pathway is functionally redundant, while the lower part is essential

The *H*. *neptunium* genome encodes homologs of all proteins directly involved in the CtrA pathway of *C*. *crescentus* (**Table 1**). DivJ, PleC, DivK, DivL and CckA from *H*. *neptunium* could (partially) complement temperature-sensitive mutations in the corresponding factors in *C*. *crescentus* (**S1A Fig**), verifying that they are indeed *bona fide* homologs. Induction of CtrA from *H*. *neptunium* in either wild-type or *ctrA*^ts^ strains of *C*. *crescentus* led to cell elongation and eventually to lysis, even at the permissive temperature (**S1B–S1D Fig**), suggesting that the CtrA homologs of these two organisms have functionally diverged, or respond differently to regulation. To test the importance of DivJ, PleC, DivK, PleD, CckA, ChpT and CtrA in *H*. *neptunium*, we set out to generate in-frame deletions in the respective genes. Notably, mutants were obtained for all genes belonging to the upstream part of the pathway (*divJ*, *pleC*, *divK* and *pleD*). An analysis of these strains for potential cell cycle-related phenotypes showed that most of them exhibited wild-type morphologies and grow rates (**Fig 3A and 3B**). The Δ*divJ* mutant, by contrast, grew slightly more slowly, and the majority of the stalked cells displayed an aberrant morphology, as reflected by elongated stalks and/or swollen cell bodies (**Fig 3A and 3B**). Apart from that, the Δ*divJ* and Δ*pleC* strains had clear motility defects, whereas the Δ*divK* and Δ*pleD* mutants still showed wild-type swimming behavior (**Fig 3C**). The motility defects of the Δ*divJ* and Δ*pleC* strains and the growth and morphology defects of the Δ*divJ* strain could be complemented by expression of the respective genes from an inducible promoter (**Fig 3C and S2 Fig**). Collectively, these results show that the DivJ/PleC-DivK module only has a minor effect on cell cycle regulation in *H*. *neptunium*. This finding is in stark contrast to the situation in *C*. *crescentus*, where DivK is essential [54] and DivJ [29, 55] as well as PleC [29, 56] play prominent roles in the control of cellular asymmetry and development.

**Fig 3:**
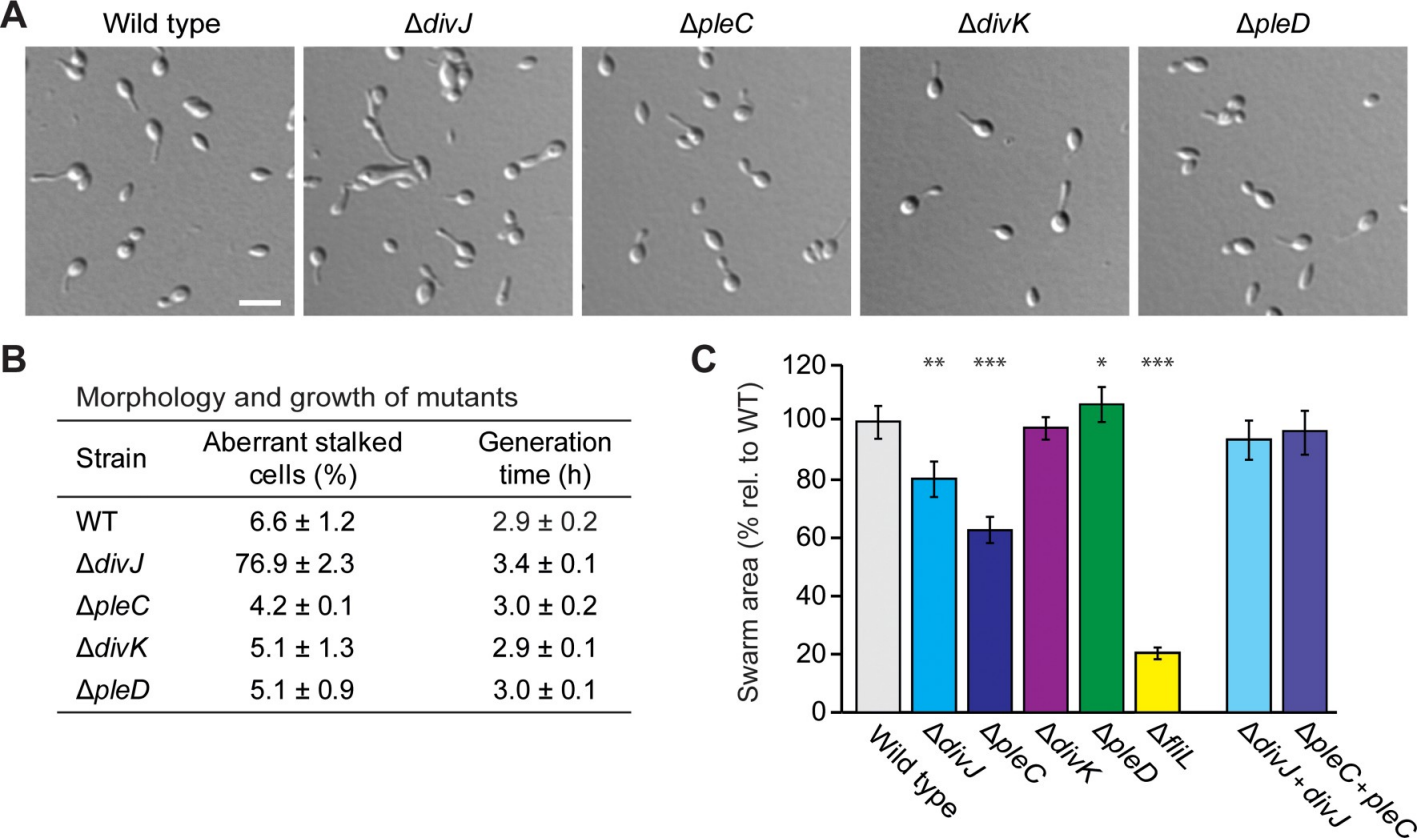
DivJ, PleC, DivK and PleD have minor effects on *H*. *neptunium* morphology and motility. **(A)** DIC images of the *H*. *neptunium* wild type and mutants lacking DivJ (OL94), PleC (OL20), DivK (OL95) and PleD (OL21). The scaling of all images is identical. Scale bar: 3 μm. **(B)** Quantification of the morphological defects and the generation times of the strains described in (A). The number of cells analyzed to determine the percentage of aberrant stalk cells is 454 (wt), 438 (Δ*divJ*), 430 (Δ*pleC*), 437 (Δ*divK*), and 439 (Δ*pleD*). The generation times given represent the mean values from at least four replicate growth curves. **(C)** Motility of *H*. *neptunium* cells lacking DivJ, PleC, DivK or PleD. A mutant lacking the flagellar protein FliL (HW2) was used as a negative control. Strains complemented for DivJ (OL123) and PleC (OL23) were analyzed to verify that the motility defects of the mutant strains are caused by the lack of DivJ or PleC, respectively. To quantify motility, the indicated strains were spotted on soft agar and incubated for 6 days prior to imaging and quantification of the area of growth. In case of the DivJ and PleC complementation strains, inducer (300 μM CuSO_4_) was added to the medium. The swarm areas given are normalized to the value obained for the wild-type strain and represent the mean of at least fourteen replicates. Asterisks indicate statistically significant differences between the wild type and the respective mutant strain (one-sided Mann Whitney U-test): * p-value <0.05, ** p-value <0.01 and *** p-value <0.001.

**Table 1:** *H*. *neptunium* homologs of cell cycle-related genes from *C*. *crescentus*. The table summarizes the query coverage, e-value and degree of identity for the best hits in *H*. *neptunium* obtained in BLAST searches with the respective proteins from *C*. *crescentus* as a query. The e-values of the respective second-best hits are given for comparison. The information in the column ‘Best reciprocal hit?’ indicates whether the indicated *C*. *crescentus* protein is the best hit in a BLAST search performed with the respective *H*. *neptunium* homolog as a query. NA indicates that no further hits were detected.

Gene	Locus tag *C*. *crescentus*	Locus tag *H*. *neptunium*	Query coverage (%) homolog	e-Value homolog	Identity (%) homolog	Best reciprocal hit?	e-Value alternative hit
*cckA*	CCNA_01132	HNE_0507	74	5x10^-143^	47	yes	1x10^-56^
*chpT*	CCNA_03584	HNE_0638	82	1x10^-23^	26	yes	NA
*clpP*	CCNA_02041	HNE_2087	98	7x10^-113^	72	yes	2x10^-42^
*clpX*	CCNA_02039	HNE_2086	98	0.0	82	yes	1x10^-24^
*cpdR*	CCNA_00781	HNE_0229	100	1x10^-50^	66	yes	2x10^-19^
*ctrA*	CCNA_03130	HNE_0944	96	6x10^-132^	76	yes	1x10^-41^
*divJ*	CCNA_01116	HNE_0746*	40	2x10^-43^	43	no**	1x10^-60^
*divK*	CCNA_02547	HNE_2285	99	2x10^-57^	60	yes	1x10^-19^
*divL*	CCNA_03598	HNE_0399	84	2x10^-162^	41	yes	2x10^-26^
*pleC*	CCNA_02567	HNE_2910	68	5x10^-125^	42	yes	2x10^-40^
*pleD*	CCNA_02546	HNE_2284	100	2x10^-143^	50	yes	5x10^-40^
*podJ*	CCNA_02125	HNE_0666	73	3x10^-36^	38	yes	NA
*popA*	CCNA_01918	HNE_1984	80	8x10^-14^	25	yes	0.49
*rcdA*	CCNA_03404	HNE_0013	88	1x10^-39^	48	yes	7.6
*spmX*	CCNA_02255	HNE_1271	52	8x10^-45^	44	yes	1.9

* The homolog of *divJ* was predicted based on gene synteny.

** HNE_0746 is not the best hit for CCNA_01116, but CCNA_01116 is the best hit for HNE_0746.

Unlike for the upstream part of the CtrA pathway, it was impossible to obtain *H*. *neptunium* deletion mutants lacking components of the downstream pathway, including DivL, CckA, ChpT and CtrA. To verify the essentiality of these proteins, we aimed to express their genes under the control of an inducible promoter and then study the effects of their depletion. This approach failed in the case of CtrA, possibly due to the high expression level of *ctrA* and the limited strength of the inducible promoters established for *H*. *neptunium* [49]. However, we did succeed in constructing conditional *divL*, *cckA*, and *chpT* mutants. Under restrictive conditions, all three strains showed a highly aberrant, heterogeneous morphology, with a high incidence of severely enlarged cell bodies and elongated and/or ectopic stalks (**Fig 4A**). At the same time, they showed a considerable reduction in the growth rate, although the effect was less pronounced for DivL-depleted cells, possibly due to leaky expression of the *divL* gene (**Fig 4B**). Flow cytometric analysis revealed that these defects correlated with a considerable increase in the DNA content, with many cells accumulating far more than two chromosome equivalents (**Fig 4C**). Interestingly, despite their aberrant shapes, the mutant cells were still able to segregate DNA to the nascent daughter cell compartments (**S3 Fig**), suggesting that their elevated DNA content is caused by overreplication of the chromosome in the absence of cell division. Collectively, these results demonstrate that the downstream part of the CtrA pathway, including DivL, CckA, ChpT as well as CtrA, has an essential role in *H*. *neptunium* cell cycle regulation, whereas the upstream part is, in large part, dispensable.

**Fig 4:**
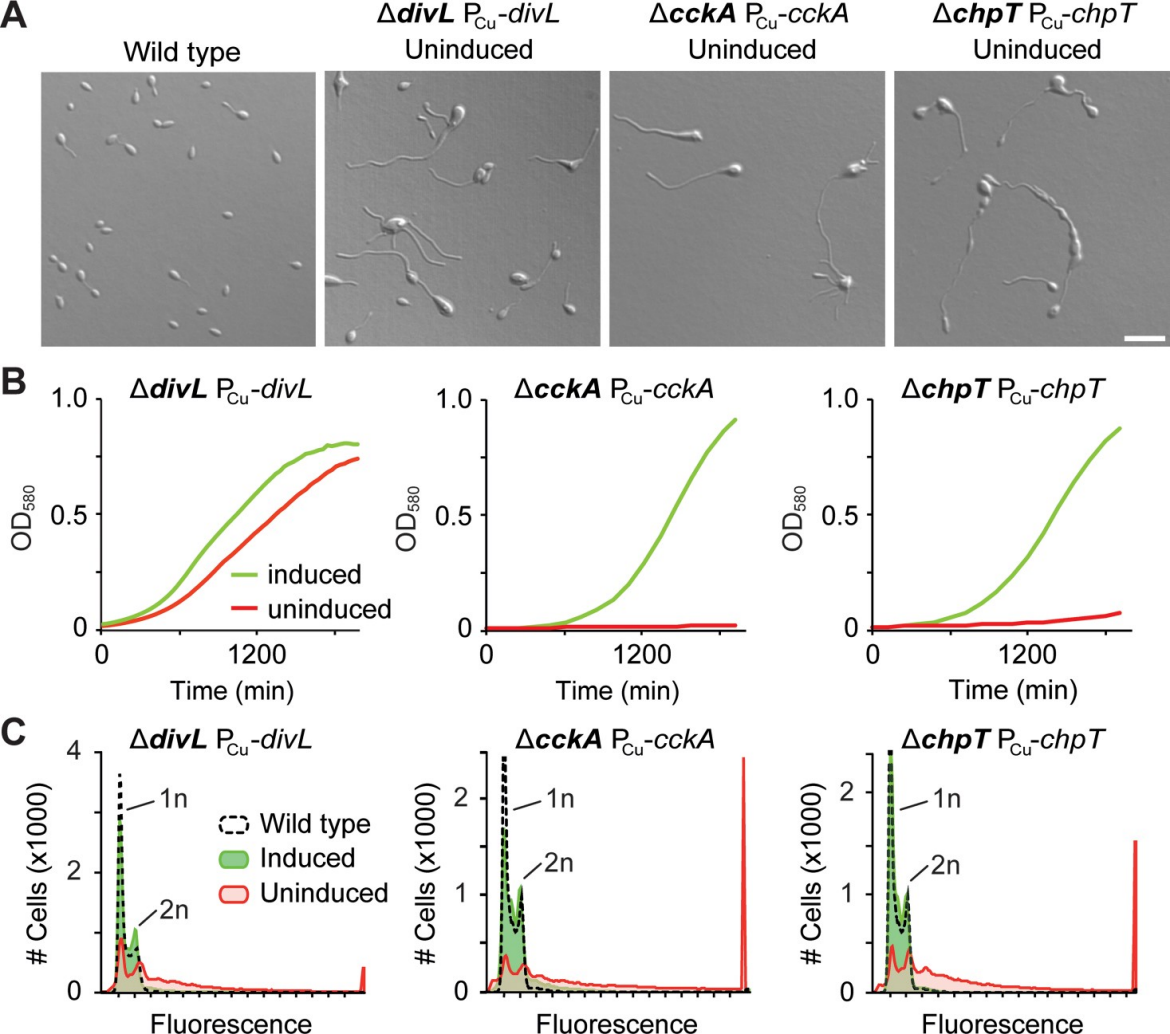
The essential proteins DivL, CckA and ChpT affect cell morphology and chromosome content. **(A)** DIC images of the *H*. *neptunium* wild type and conditional mutants depleted of DivL (OL177), CckA (OL161) and ChpT (OL152). Protein depletion was achieved by cultivation of the strains for at least 24 h in the absence of inducer (300 μM CuSO_4_). The scaling of all images is identical. Scale bar: 5 μm. **(B)** Growth of conditional *divL* (OL177), *cckA* (OL161) and *chpT* (OL152) mutants under inducing (300 μM CuSO_4_) and non-inducing conditions. The curves shown represent the mean of three independent experiments. **(C)** Flow cytometric analysis showing the DNA content of the indicated conditional mutants under inducing and non-inducing conditions (n = 30,000 cells per conditions). Data obtained for the wild-type strain are shown for comparison. The fluorescence intensities corresponding to one (1n) or two (2n) chromosome equivalents are indicated.

### DivJ and PleC mark opposite poles, whereas CckA dynamically localizes to entire cell compartments

To further study the functional conservation of the CtrA pathway in *H*. *neptunium*, we decided to determine the localization patterns of DivJ, PleC and CckA. To this end, the corresponding endogenous genes were replaced with alleles encoding fluorescent protein fusions. Time-lapse analysis revealed that DivJ is absent in most swarmer cells but then localizes to the old pole of early stalked cells, retaining this position until the end of the division cycle (**Fig 5A and 5E**). PleC, by contrast, is initially positioned at the old pole of the swarmer cell and then relocates to the tip of the growing stalk, so that it finally ends up at flagellated pole of the bud compartment (**Fig 5B and 5E**). Similar to their *C*. *crescentus* homologs, the two proteins thus mark opposite ends of the predivisional cell. Further analyses showed that DivJ and PleC frequently colocalize with the *H*. *neptunium* SpmX and PodJ homologs, respectively (**Fig 5C–5E**), and depend on their corresponding partner protein for proper localization (**S4 Fig**). Interestingly, in the absence of PodJ, most cells not only lacked a PleC focus but also became misshapen once they entered the stalked stage (**S4 Fig and S5 Fig**). As this effect was not observed for a Δ*pleC* mutant, PodJ may have important additional functions that go beyond its interaction with PleC. Unlike in the case of DivJ and PleC, the localization pattern of CckA clearly differed between *H*. *neptunium* and *C*. *crescentus*. The *H*. *neptunium* homolog, a membrane protein containing two predicted transmembrane domains (like its homolog in *C*. *crescentus*), showed an even distribution in swarmer cells, assumed an irregular, patchy pattern in stalked cells, and finally accumulated in the nascent bud without forming a noticeable polar focus (**Fig 5F and 5G**). Importantly, cells producing fluorescently tagged CckA do not show any morphological or growth defect (**Fig 5 and S6 Fig**). Thus, CckA appears to exert its function without accumulating at the pole in *H*. *neptunium*. Together, our results suggest that DivJ and PleC are involved in establishing cell polarity in *H*. *neptunium*, whereas CckA aids in the asymmetric activation of CtrA.

**Fig 5:**
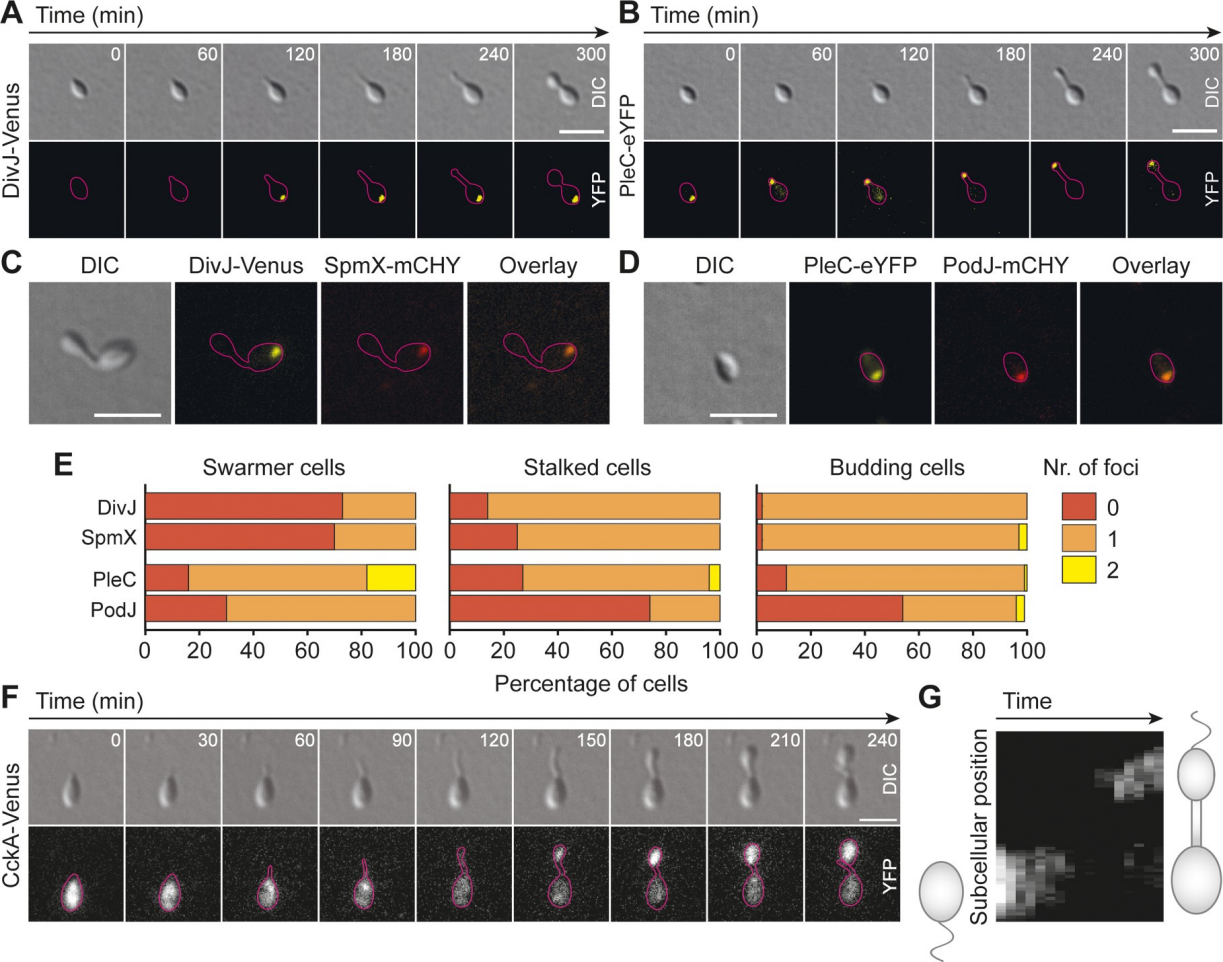
DivJ and PleC mark opposite poles and CckA accumulates in the nascent bud. **(A)** and **(B)** Timelapse experiments following *H*. *neptunium* cells producing (A) DivJ-Venus (OL146) or (B) PleC-eYFP (OL151) from their respective native promotors. **(C)** Colocalization of DivJ-Venus (expressed from its native promotor) and SpmX-mCherry (induced by addition of 300 μM CuSO_4_) (OL32). **(D)** Colocalization of PleC-eYFP (expressed from its native promotor) and PodJ-mCherry (induced by addition of 300 μM CuSO_4_) (OL33). **(E)** Quantification of the number of fluorescent foci in cells imaged as described in panels (C) and (D). For each strain, 100 cells were analyzed per developmental stage. Note that the intensity of the PodJ-mCherry signal was close to the detection limit. Therefore, the counts given for this fusion protein may be an underestimation, explaining the discrepancy in the number of PodJ-mCherry and PleC-eYFP foci. **(F)** Timelapse experiment following a representative *H*. *neptunium* cell expressing CckA-Venus from its native promotor (OL2). **(G)** Kymograph of the fluorescence signal in the cell depicted in (F). Shown is the maximum signal on a line connecting the two poles and spanning the entire width of the cell. Scale bars: 2 μm.

### The connectivity of the components constituting the CtrA pathway is conserved in *H*. *neptunium*

In *C*. *crescentus*, the localization of DivJ and PleC to opposite cell poles leads to the differential phosphorylation of their common target DivK and, thus, to the asymmetric activation of DivL and the downstream CckA-ChpT-CtrA phosphorelay in the two daughter cells [22, 23–25, 29, 30]. To clarify whether these interactions are conserved in *H*. *neptunium*, we aimed to analyze the connectivity of the different proteins using *in vivo* and *in vitro* approaches. In doing so, we first focused on the upstream part of the CtrA pathway (**Fig 6A**). Bacterial two-hybrid analysis confirmed that both DivJ and PleC interact with DivK and that DivK interacts with DivL (**Fig 6B**). Furthermore, PleC and DivL showed a strong self-interaction, as has been suggested for PleC and shown for DivL in *C*. *crescentus* [57, 58]. Since both DivJ and PleC are also able to phosphorylate DivK *in vitro* (**Fig 6C–6E**), we conclude that the protein-protein interactions within the upstream part of the CtrA pathway are conserved. Next, we aimed to confirm the functionality of the CckA-ChpT-CtrA phosphorelay (**Fig 7A**). Since it was not possible to achieve autophosphorylation of *H*. *neptunium* CckA *in vitro*, we resorted to its functionally equivalent *C*. *crescentus* homolog (CckA_CC_) (see **S1A Fig**) as a phosphoryl donor. Our *in vitro* assays show that ChpT can be phosphorylated by CckA_CC_ and subsequently transfer a phosphoryl group to CtrA (**Fig 7B and 7C**). Moreover, they confirm that the response regulator domain of *H*. *neptunium* CckA can phosphorylate ChpT after it has received a phosphoryl group from the autophosphorylated kinase domain of CckA_CC_ (**Fig 7D and 7E and S7 Fig**). These results suggest that the signaling cascade involved in the activation of CtrA is conserved in *H*. *neptunium*, although *H*. *neptunium* CckA may need a specific trigger to switch to its kinase state.

**Fig 6:**
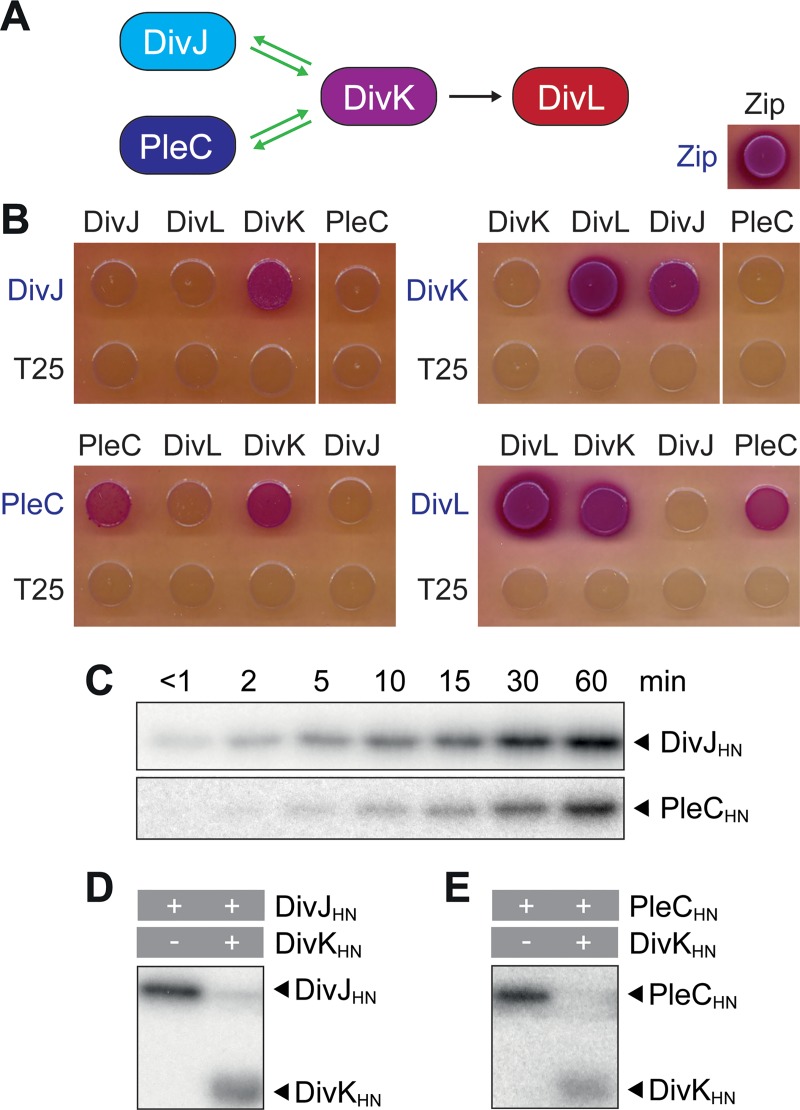
The connectivity within the DivJ/PleC-DivK module is conserved in *H*. *neptunium*. **(A)** Scheme of the interactions within the DivJ/PleC-DivK-DivL module, as demonstrated in this study. Green arrows indicate phosphotransfer. The black arrow indicates a regulatory protein-protein interaction. **(B)** Bacterial two-hybrid assay testing for interactions between the proteins in the DivJ/PleC-DivK-DivL. The indicated proteins were fused to the T18 (black) or T25 (blue) subunit of adenylate cyclase from *Bordetella pertussis*, respectively. The fusions were produced in the reporter strain *E*. *coli* BTH101, and their interaction was analyzed by spotting of the cells on MacConkey agar. Interactions are indicated by a purple coloration of the colonies. The GCN4 leucin-zipper-region from yeast (Zip) was used as positive control, and empty vectors encoding only the T25 subunit as negative controls. **(C)** Autophosphorylation of DivJ_HN_ and PleC_HN_ upon incubation with [γ^32^P]-ATP. Samples were taken at the indicated time points and analyzed by SDS-PAGE. Radioactivity was detected by phosphor imaging. **(D)** and **(E)** *In vitro* phosphotransfer from (D) DivJ_HN_ and (E) PleC_HN_ to DivK_HN_. After autophosphorylation of DivJ_HN_ for 30 min and of PleC_HN_ for 45 min, the indicated proteins (marked with pluses) were incubated for 90 sec. After addition of SDS sample buffer to stop the reactions, the mixtures were separated by SDS-PAGE, and radioactivity was detected by phosphor imaging.

**Fig 7:**
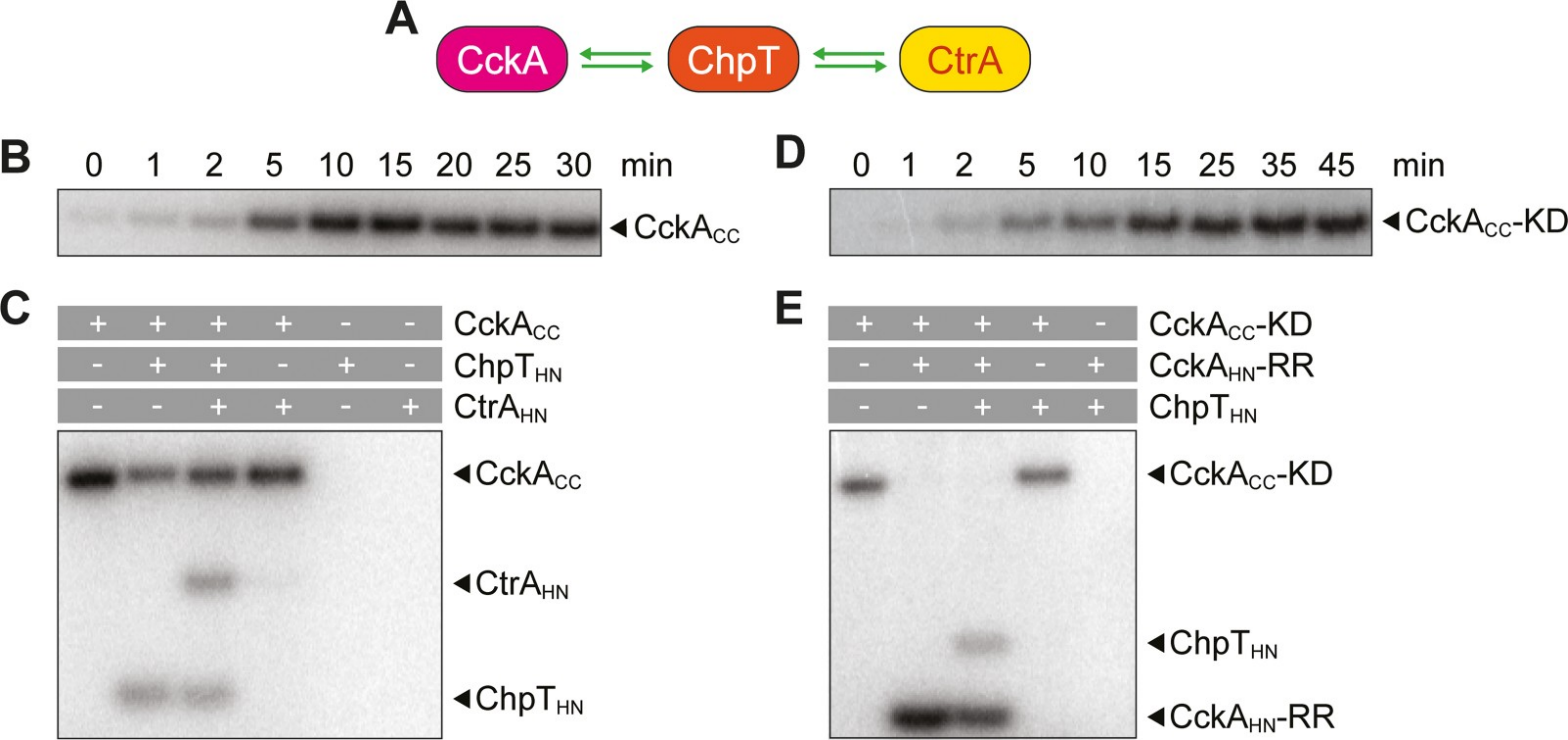
The connectivity within the CckA-ChpT-CckA phosphorelay is conserved in *H*. *neptunium*. **(A)** Scheme of the CckA-ChpT-CtrA phosphorelay. Green arrows indicate phosphotransfer. **(B)** Autophosphorylation of CckA_CC_ upon incubation with [γ^32^P]-ATP. Samples were taken at the indicated time points after the start of the reaction and analyzed by SDS-PAGE prior to detection of radioactivity by phosphor imaging. **(C)** *In vitro* phosphotransfer from ChpT_HN_ to CtrA_HN_ with CckA_CC_ as a phosphoryl donor. After autophosphorylation of CckA_CC_ for 30 min, the indicated proteins (marked with pluses) were mixed and incubated for 5 min. After termination of the reactions by addition of SDS sample buffer, the mixtures were separated by SDS-PAGE and radioactivity was detected by phosphor imaging. **(D)** Autophosphorylation of CckA-KD_CC_ upon incubation with [γ^32^P]-ATP. Samples were taken at the indicated time points and analyzed by SDS-PAGE prior to detection of radioactivity by phosphor imaging. **(E)** *In vitro* phosphotransfer from CckA-RR_HN_ to ChpT_HN_ with CckA-KD_CC_ as a phosphoryl donor. After autophosphorylation of CckA-KD_CC_ for 45 min, the indicated proteins (marked with pluses) were mixed and incubated for 5 min. The reaction was terminated by addition of SDS sample buffer, and the mixtures were separated by SDS-PAGE prior to detection of radioactivity by phosphor imaging.

### Global analyses indicate a central role of CtrA in the regulation of cell cycle-related processes

Having shown the conservation of the pathway mediating CtrA activation, we set out to identify the regulatory targets of CtrA in *H*. *neptunium*. For this purpose, we depleted cells of CckA or ChpT to inhibit CtrA phosphorylation (and induce its partial depletion; see **S8A Fig and S8B Fig**) and then performed global transcriptomic analyses to identify genes that were differentially regulated in these conditions. The expression profiles obtained for CckA- and ChpT-depleted cells were highly similar (**Fig 8A**), verifying that both proteins act in the same pathway. In total, 381 genes were significantly (at least 2.5-fold; p<0.05) up- or down-regulated in the absence of CckA and/or ChpT (**Fig 8A, S9A Fig and S1 Data**). We define these 381 genes as the global CtrA regulon, although it cannot be excluded that some of them are controlled by other regulators than CtrA. To pinpoint the genes that are directly regulated by CtrA, we determined the chromosomal binding sites of CtrA by chromatin immunoprecipitation and subsequent high-throughput sequencing of isolated DNA fragments (ChIP-seq) (**Fig 8B and S2–S5 Data**). 

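The ChIP-seq data comprised 4 libraries from exponentially growing wild-type cells: 1 ChIP library and 1 total input library for CtrA, and 1 of each for GcrA, a global cell cycle regulator of alphaproteobacteria. GcrA was precipitated with an antibody raised against the *C. crescentus* protein. Cultures at an OD580 of 0.5 were crosslinked with 1% paraformaldehyde in sodium phosphate buffer, which is given as 10 mM in the methods and as 10 µM in the sample labels. The reads were 50 bp long, from a single end. The paper's S2 Data report 16296463 mapped reads (98.21%) for the CtrA ChIP, 25370796 (99.61%) for its total input, 11903265 (94%) for the GcrA ChIP and 7119438 (97.72%) for its total input. The authors aligned the reads to the *H. neptunium* chromosome with Bowtie and called peaks with MACS2 on each ChIP library against its own input, at a q-value under 0.05. Each deposited peak carries its start, end and summit, the height of the read pileup at the summit, the fold enrichment over the local background, −log10 p and q, and the sequence from 75 bp before to 75 bp after the summit. All of these are the authors' values. Fold enrichment is used here to filter, rank and compare peaks, and does not show which of the proteins bound a site more. From there, 913 CtrA peaks and 2960 GcrA peaks were analysed. Fold enrichment reached 36.0 for CtrA and 23.4 for GcrA, and was 2 or less in 693 of the CtrA peaks and in 1903 of the GcrA peaks. Peaks with a fold enrichment above 2, the authors' threshold, were retained, and genes were taken from the assignments in the paper's S6 Data. With 1 library per protein, no peak has a replicate check, so the tests on peaks describe these libraries and peaks are not replicates.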

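CtrA occupied 220 sites with a fold enrichment above 2, spread around the chromosome of 3705021 bp, and S6 Data assign a gene to most of them. The highest peak was centred at position 242473, in the motility island, between HNE_0252, a SPOA family protein, and HNE_0251, annotated as the motor protein MotB. Its fold enrichment was 36.0. The next were peaks at HNE_1199, a hypothetical protein (34.4 at 1218418), at HNE_0250, the flagellar hook protein FlgE (34.1 at 241496), and at HNE_1192 and HNE_1193, of which the former is a predicted L-lactate dehydrogenase (31.3 at 1209922). HNE_1479, a protein with the GGDEF and EAL domains of c-di-GMP enzymes (29.8 at 1507912), HNE_0909, a putative transcriptional regulator (28.7 at 925325), and HNE_0666, the putative localization factor PodJ (25.6 at 671421), followed. The 10 highest peaks also included HNE_1181 (22.2), a site between HNE_0868 and HNE_0869, of which the latter encodes the alpha subunit of ribonucleoside-diphosphate reductase (21.2), and HNE_2434 (20.6). S6 Data assign at least 1 gene to 209 of the 220 peaks (95.0%, Wilson 95% interval 91.3 to 97.2%) and 283 genes in all, since 76 peaks lie between 2 genes that they could both affect. Of the 11 peaks with no assigned gene, 7 lie within or across coding sequences and 4 between 2 genes. Their fold enrichment was 3.32 at most, and that of the 7 peaks in coding sequences had a median of 2.34, against 4.67 for the peaks with an assigned gene. The widest of them covered 6279 bp from HNE_2654 to HNE_2659. The median peak was 371 bp long. The lowest −log10 q among the 220 peaks was 74.8. Whether summits lie in coding sequences was not analysed here for the list as a whole.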

Out of the 222 sites identified in this analysis, 211 were located in intergenic regions, potentially affecting the expression of 285 genes (**S6 Data**). 

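The 80 CtrA peaks of highest fold enrichment were searched for TTAA and TTAAC separated by 7 bp, within 75 bp on each side of the summit and on both strands. With at most 1 mismatch in the 9 fixed bases, 42 of the 80 sequences (52.5%, Wilson 95% interval 41.7 to 63.1%) held a match. The paper derived the motif from its own 80 most enriched peaks. These are the same or nearly the same peaks, as 2 lines of the list were not analysed here, so their share is no independent test of the motif. The share was 10.7% among the other 140 retained peaks, from which the motif was not derived, and 2.16% among the 693 peaks with a fold enrichment of 2 or less (p = 1.9e-05 for the 140 against the latter, Fisher's exact test, two-sided). At GcrA peaks above 2 it was 3.97%. A match without mismatch was present in 8 of the top 80 peaks, and a match with at most 2 mismatches in 66. At spacings of 6 and 8 bp instead of 7 bp, 15 and 11 of the top 80 sequences held a match, and at the remaining spacings from 0 to 15 bp between 1 and 9 did, while shuffles that keep each sequence's dinucleotides gave a mean of 1.70 sequences at 7 bp. Among the other 140 peaks, 15 sequences held a match at 7 bp and between 3 and 8 at each of the other spacings. The centre of the match lay a median of 7.0 bp from the summit (quartiles 4.5 and 16.5 bp), compared to 34.5 bp in the shuffled sequences and 9.5 bp in the other 140 peaks. Among 6-mers, GGTTAA was present in 45.0% of the top 80 sequences and in 4.18% of those with a fold enrichment of 2 or less. The gene for SciP (HNE_1390) and that for the pseudokinase DivL (HNE_0399) had sites without mismatch, centred 11.5 and 9.5 bp from the summits at 1419547 and 393709. The sites at PodJ and at FlgE each had 1 mismatch, whereas the peak at HNE_1479 had no match with fewer than 4.

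**Figure D1:**
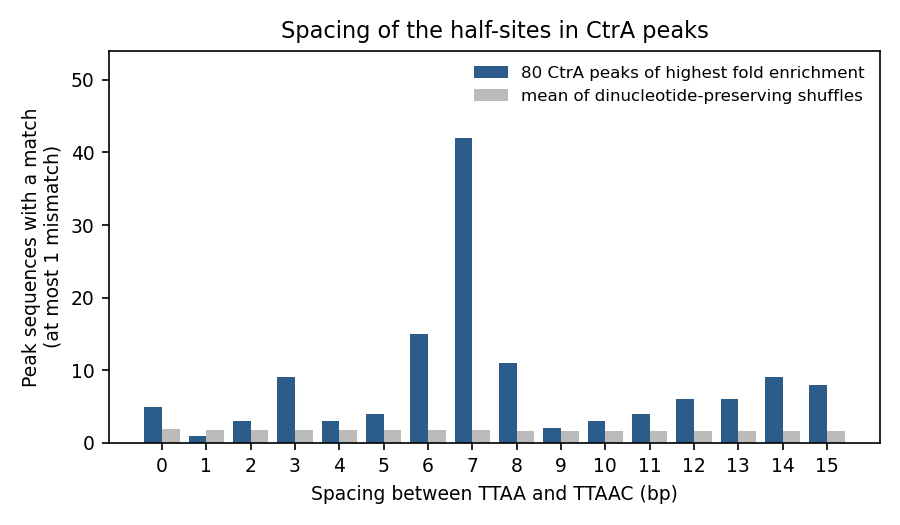
Number of the 80 CtrA peak sequences of highest fold enrichment that hold TTAA and TTAAC with at most 1 mismatch (blue bars) for each spacing between the half-sites in bp, and the mean number in 1000 sets of dinucleotide-preserving shuffles (grey bars). The bar at 7 bp reaches 42 sequences, and the next highest, at 6 bp, reaches 15.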

A comparison of the sequences bound by CtrA identified the consensus motif TTAA-N_7_-TTAAC (**Fig 8C**). Very similar motifs have been reported for CtrA homologs from other species [14, 15, 41, 42, 46, 59–61], which confirms the specificity of the ChIP-seq approach. Based on the ChIP-seq data, we then selected genes that carried a CtrA binding site in their coding or promoter region and showed differential regulation upon CckA/ChpT depletion (55 genes) or genes that were part of a putative operon that fulfilled these criteria (39 genes). 

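Of the 283 genes assigned to a retained CtrA peak, 66 (23.3%) belonged to the paper's global regulon of 381 genes, of which they made up 17.3%. Of the 94 genes of the direct regulon in S7 Data, 54 had a peak of their own and 40 had none. S7 Data mark 55 genes as bound and 39 as not bound. The gene marked as bound without an assigned peak here is HNE_0271, for the flagellar protein FliE, which by locus tag comes after the bound gene HNE_0269 and after HNE_0270, which has no peak of its own. Fold enrichment at the 54 genes ranged from 2.05 to 36.0, with a median of 8.05. A further 12 bound genes of the global regulon are not listed in the direct regulon, among them *cckA* (HNE_0507), which encodes the hybrid histidine kinase at the head of the phosphorelay and had a fold enrichment of 16.6. Its peak is also assigned to a neighbouring gene. The paper defined the global regulon by depleting CckA or ChpT, so the listing of *cckA* there does not show regulation by CtrA. With the highest locus tag number, 3568, taken as the number of genes, 30.2 shared genes are expected for 2 unrelated lists (odds ratio 2.87, p = 1.4e-10, Fisher's exact test, two-sided). This test was chosen after the overlap was seen, counts locus tags in place of annotated genes, and uses the paper's pairs of peaks and genes.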

The resulting 94 genes were defined as the direct CtrA regulon (**Fig 8D and 8E, S9C Fig and S7 Data**). Notably, several genes that are tightly bound by CtrA (**S6 Data**) are not part of the CtrA regulon. It is possible that the high-affinity binding sites in their promoters recruit non-phosphorylated CtrA or residual CtrA~P that is left after depletion of CckA or ChpT, leading to a lack of significant changes in expression under the experimental conditions used. 

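Peaks at genes of the direct regulon were higher than the other CtrA peaks, but most peaks, and 7 of the 10 highest, were not at such genes. The 51 peaks that S6 Data mark as at direct-regulon genes had a median fold enrichment of 8.02 (quartiles 3.63 and 12.0), compared to 3.85 (2.69 and 7.19) for the 168 other peaks. The peak at *ctrA* itself was left out. The medians differed by 1.06 on the log2 scale (p = 1e-05, the smallest that 100000 permutations can give, two-sided permutation test). However, peaks without such a mark, 168 of those compared, still made up 7 of the 10 highest peaks. They were also 22 of the 38 peaks with a fold enrichment above 10, with *ctrA* among both the 22 and the 38. Above 10, the share of unmarked peaks was smaller than among all peaks. By the gene list of S7 Data, the counts of 7 and 22 become 8 and 23, since *flgE* (HNE_0250) is marked in S6 Data but is not listed in S7 Data. The difference of medians by that list was 1.03 (p = 5e-05, permutation test). Examples are HNE_1199, the lactate dehydrogenase gene HNE_1192, HNE_1479, HNE_0909 and *podJ*, which in *C. crescentus* encodes a polar organizer of the swarmer cell. Lower peaks were found at 4 further genes of the regulatory pathway that are not in the direct regulon. Fold enrichment was 8.29 at *divL* (HNE_0399), 7.71 at *pleC* (HNE_2910), 5.08 at *divJ* (HNE_0746) and 4.20 at *divK* (HNE_2285), whereas no peak was assigned to *chpT*, *pleD* or *spmX*. The peaks at *podJ*, *divL*, *divJ* and *divK* are each also assigned to a neighbouring gene. The motif with at most 1 mismatch was found at 29.4% of the direct-regulon peaks and at 25.0% of the others (p = 0.59, Fisher's exact test, two-sided). Among peaks with a fold enrichment above 3 the difference of medians was 0.61 (p = 0.0028, permutation test), and the difference of means over all of them was 0.57 (p = 0.00043).

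**Figure D2:**
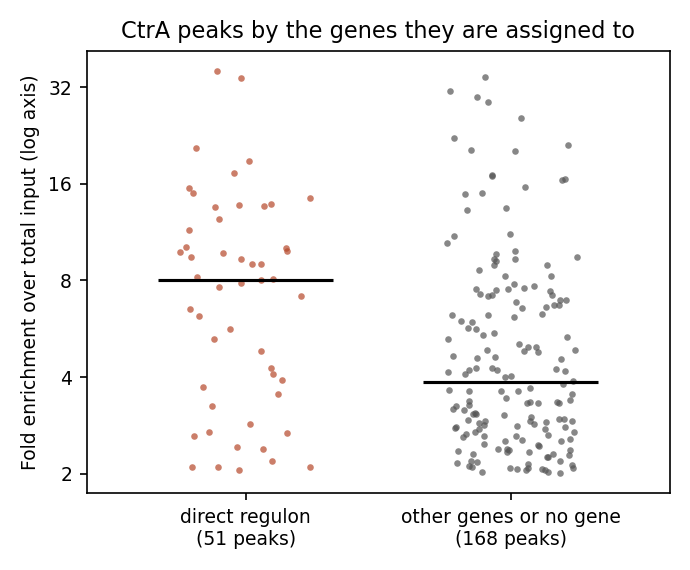
Fold enrichment over total input (log axis) of each retained CtrA peak, for the 51 peaks marked in S6 Data as at genes of the direct regulon and the 168 other peaks. Each point is 1 peak, points are spread sideways for legibility, and the black lines are the medians, 8.02 and 3.85.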

Alternatively, since we analyzed mixed cultures, some CtrA-regulated genes may not be included in the global regulon because their mean expression levels (averaged over the cell cycle) were not significantly different from the levels obtained after CckA or ChpT depletion. Notably, the finding that many CtrA-bound genes are not differentially expressed upon inactivation of CtrA is not unique to *H*. *neptunium*, as a similar phenomenon has been previously observed for *C*. *crescentus* [15].

**Fig 8:**
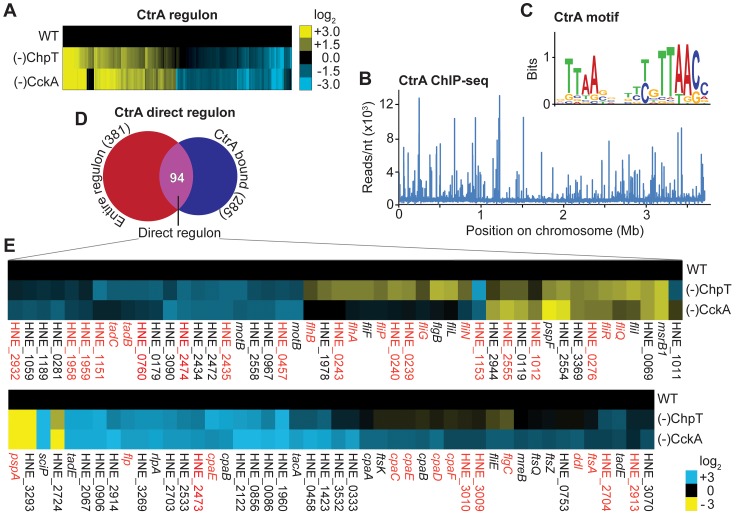
The direct CtrA regulon contains 94 genes. **(A)** Transcriptional profiles of cells depleted of CckA and ChpT for 24 h. Shown are the log_2_-fold changes in the expression levels of all 381 genes that were differentially regulated upon disruption of the CckA-ChpT-CtrA phosphorelay (as compared to the wild-type strain). **(B)** Distribution of CtrA binding sites on the *H*. *neptunium* chromosome as identified by ChIP-seq analysis. The graph reveals a total of 222 CtrA binding sites, 211 of which are in intergenic regions. **(C)** CtrA consensus binding motif obtained by a comparison of the 80 chromosomal regions that were most enriched in the ChIP-seq data shown in (B). **(D)** Venn diagram showing the number of genes (single or in an operon) bound by CtrA (in blue) and the number of genes present in the entire CtrA regulon (in red). The intersection of these two gene sets defines the direct CtrA regulon and comprises 94 genes. **(E)** Direct CtrA regulon. Shown are the 94 genes contained in the direct CtrA regulon and the log_2_-fold changes in their expression compared to the wild type after depletion (24 h) of ChpT or CckA. Only genes with an RPKM value of >25, a p-value of <0.05 and a log_2_-fold difference of >2 were taken in account.

A functional categorization of the genes bound and/or regulated by CtrA revealed that many of them have no predicted function (37% of the direct regulon) or a putative role in 'cellular processes and signaling' (43% of the direct regulon) (**S9 Fig**). Specific functions that are extensively regulated by CtrA are flagellar motility (15 genes; 16% of the direct regulon) and pili-mediated adhesion (14 genes; 15% of the direct regulon) (**S7 Data and S8 Data**). 

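Among the 15 genes that S8 Data class as flagella-related, 6 had a CtrA peak of their own, and these shared 4 peaks. The strongest were the site at *motB* (HNE_0251) and the site between *fliL* (HNE_0241) and *fliF* (HNE_0242), which encodes the M-ring of the basal body, with a fold enrichment of 15.6 at 232045. The peak between *fliI* (HNE_0268) and *flgB* (HNE_0269) had 8.02, and a second gene annotated as *motB*, HNE_0894, had 4.08. The other 9, such as *fliN*, *fliP*, *fliG* and *flhA*, had no peak of their own. S8 Data class 16 genes of the direct regulon as pilus-related, and 5 of them had a peak. The site between *cpaA* (HNE_3016) and *cpaB* (HNE_3015), which encode the prepilin peptidase and an assembly protein, had a fold enrichment of 13.6 at 3186248 and carried the motif with 1 mismatch. Peaks of 9.00 and 5.26 were found at the *tadE*-like genes HNE_3019 and HNE_0759, and 1 of 4.28 at HNE_1149, a second *cpaB* gene. The remaining 11 included *cpaC*, *cpaD*, *cpaE* and *cpaF* at HNE_3011 to HNE_3014 and the pilin gene HNE_3020. Both lists were chosen in the paper on these libraries and are no independent evidence of binding. The paper's statement on flagellar motility and pili-mediated adhesion rests on the number and share of direct-regulon genes in each class of its functional categorization.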

Consistent with this result, a large majority of the genes and operons in the motility island of *H*. *neptunium* are preceded by a CtrA binding site (**Fig 9**). 

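In the motility island, 6 CtrA peaks with a median fold enrichment of 11.8 were found, at 232045, 241496, 242473, 251474, 252288 and 256873. The peaks at 241496 and 242473, at *flgE* and *motB*, were the third and the first highest of the whole chromosome. The peak at 251474 was assigned to HNE_0261, a hook-length control protein, and HNE_0262 (3.63), and that at 252288 to the flagellin gene *laf1* (HNE_0264, with 5.68). S6 Data assign 10 genes to these peaks, 5 of which are in the direct regulon, and S7 Data list 18 of the 38 genes from HNE_0239 to HNE_0276. All 6 summits had a match to the CtrA motif with at most 2 mismatches within 75 bp, and 4 had one with at most 1. Circular shifts of all CtrA summits placed a mean of 1.99 peaks in the region, and 97.3% of 10000 shifts placed fewer than 6 (p = 0.027, one-sided permutation test by circular shifts). GcrA had 10 retained peaks in the same region, compared to a mean of 9.43 after shifts (p = 0.45, same permutation test). The region was taken from 230341 to 263400, where the sheet of S4 Data on the island ends. The first 1996 of its 3691 rows were used here, and the end was counted from the number of rows left out.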

As in *C*. *crescentus* [62], pili genes are generally up-regulated by CtrA in *H*. *neptunium*. For flagellar genes, by contrast, the mode of regulation varies, suggesting a more complex regulatory mechanism. CtrA also appears to affect morphogenesis and cell division by directly controlling the expression of *mreB* and the cell division genes *ftsAKQZ* and *ftsB* (HNE_1978), respectively (**Fig 8E**). Moreover, it may influence cell cycle progression by modulating the levels of the universal second messenger c-di-GMP, as it regulates eight genes that are predicted to be involved in c-di-GMP synthesis or degradation in both a direct (HNE_0906, HNE_1423, HNE_1960, HNE_2067, HNE_2435, HNE_2558) and indirect (HNE_0279, HNE_3504) fashion (**S7 Data and S8 Data**). 

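CtrA peaks of similar height were found at *mreB*, which encodes the actin-like protein that guides cell wall growth, and at 4 of the 5 division genes. The peak at *mreB* (HNE_2937) spanned 3096487 to 3097074 and had a fold enrichment of 7.14. At *ftsB* (HNE_1978) it was 9.88, at *ftsK* (HNE_3541), for the DNA translocase of the division septum, 9.84, and at *ftsZ* (HNE_0390), for the tubulin-like protein of the division ring, 9.30. The peak at *ftsQ* (HNE_0392) had 6.95. No peak was assigned to *ftsA* (HNE_0391), which lies between *ftsZ* and *ftsQ* by its locus tag. The peak at *ftsZ*, centred at 385051, had the motif with 1 mismatch at 4.5 bp from its summit. The best matches at *mreB*, *ftsK* and *ftsQ* had 2 mismatches and that at *ftsB* had 3. GcrA peaks lay across those at *mreB* (6.33), *ftsB* (4.27), *ftsZ* (2.94) and *ftsK* (2.19), and none overlapped the peak at *ftsQ*. Weak peaks stood at 2 further division genes outside the direct regulon, with 3.37 at HNE_3031, a putative *ftsL*, and 2.06 at HNE_3033, a putative *mraZ*; these were chosen after their values were seen.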

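Of the 6 c-di-GMP genes listed as direct targets, 5 had a CtrA peak. The highest was at HNE_0906 (fold enrichment 13.7 at 923677), followed by HNE_2558 (11.5 at 2712105), HNE_1423 (9.50 at 1452588), HNE_1960 (4.81 at 2030317) and HNE_2067 (3.73 at 2140067). HNE_2435 had none of its own, but the peak at its neighbour HNE_2434 was the 10th highest on the chromosome. The sites at HNE_1960 and HNE_2558 had the CtrA motif with 1 mismatch, while those at HNE_0906, HNE_1423 and HNE_2067 had at least 3. Neither HNE_0279 nor HNE_3504 had an assigned peak. In total, 11 retained peaks were assigned to genes whose S6 Data annotation names a GGDEF or EAL domain or a diguanylate cyclase. They include HNE_1479, HNE_0068 (15.6 at 54868) and HNE_2358 (15.0 at 2458860), which are not part of the direct regulon. The latter 2 were chosen after their values were seen.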

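CtrA and GcrA peaked next to each other in front of *ctrA* (HNE_0944). The CtrA peak spanned 958804 to 959620 with its summit at 959233 and a fold enrichment of 12.1, the 32nd highest of the list. The GcrA peak spanned 959080 to 959589 with its summit at 959262 and a fold enrichment of 11.0, the 17th highest of its list. Both summits fall into the 130 bp between *motR* (HNE_0943), which ends at 959170, and *ctrA*, which starts at 959301, and they are 29 bp apart. The CtrA summit is 68 bp and the GcrA summit 39 bp upstream of the start. The best match to the CtrA motif had 2 mismatches and was centred 11.5 bp from the CtrA summit. Within 75 bp of the GcrA summit, GANTC, the site methylated by the cell cycle-regulated enzyme CcrM, occurred 2 times. The region was rich in A and T, with a G+C content of 42.4% around the CtrA summit. Fold enrichment is relative to a separate input for each protein and does not show which of them occupied the promoter more.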

Interestingly, as in *C*. *crescentus* [21, 63], CtrA also interacts with the promoter region of its own gene (which additionally contains a binding site for the global regulator GcrA), suggesting the existence of an autoregulatory feedback loop (**Fig 9B**). Moreover, it controls the gene for the CtrA co-regulator SciP, which in *C*. *crescentus* represses the transcription of *ctrA* and other CtrA targets [64, 65]. 

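A CtrA peak of 744 bp from 1418956 to 1419699 was assigned to *sciP* (HNE_1390), with a fold enrichment of 8.19, the 57th highest. Its best site was an exact match to the CtrA motif, 1 of only 8 among all retained peaks. A GcrA peak with a fold enrichment of 3.19 overlapped it. S7 Data list *sciP* in the direct regulon, whereas *ctrA* is not listed there.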

CtrA may thus also regulate its own transcription in an indirect fashion (**S7 Data and S8 Data**). However, while affecting its accumulation at the transcriptional level, CtrA does not regulate genes for factors known to mediate CtrA proteolysis in *C*. *crescentus*, such as CpdR, RcdA, PopA and ClpXP (**S7 Data**). 

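Although the genes of these proteolysis factors are not in the direct or global regulon, 4 of the 5 had a CtrA peak. Fold enrichment was 7.20 at *clpX* (HNE_2086; summit 2160357), which encodes the unfoldase subunit of the protease, 4.55 at *rcdA* (HNE_0013; 9028), 2.99 at *popA* (HNE_1984; 2057110) and 2.76 at *cpdR* (HNE_0229; 220916). RcdA, PopA and CpdR help to deliver CtrA to ClpXP in *C. crescentus*. No peak was assigned to *clpP* (HNE_2087). The peaks at *popA* and *cpdR* are each also assigned to a neighbouring gene. The *popA* site had the CtrA motif with 1 mismatch, 8.5 bp from the summit, and the other 3 had it with 2. At a threshold of 3 instead of 2, the peaks at *popA* and *cpdR* are lost. GcrA peaks overlapped all 4, with 5.25 at *cpdR* and 4.89 at *clpX*, and with 2.03 at *popA* and 1.86 at *rcdA*.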

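A CtrA peak with its summit at position 102 spanned 5 to 328 and had a fold enrichment of 9.91, the 39th highest. It lies in the region between *hemE* (HNE_3568) and HNE_0001, which starts at about 251 in S4 Data, and on that scale the origin falls where the chromosome's numbering begins. The CtrA motif with 1 mismatch was centred 8.5 bp from the summit. GANTC occurred 6 times within 75 bp of the summit. A second, lower CtrA peak (3.40) with its summit at 3704925 lay on the other side of the origin. It spanned 3704539 to 3705021, from *hemE*, which ends at 3704940 in S4 Data, to the last base of the chromosome sequence. Since the sequence is linear in the peak list, a single site that spans its ends would be listed as 2 peaks. Its best match to the motif had 3 mismatches.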

Notably, CtrA does not only regulate a functionally diverse set of genes but it also binds to a site next to the chromosomal origin of replication (as identified in [66]) (**Fig 9C**), suggesting that it could contribute to the control of DNA replication.

**Fig 9:**
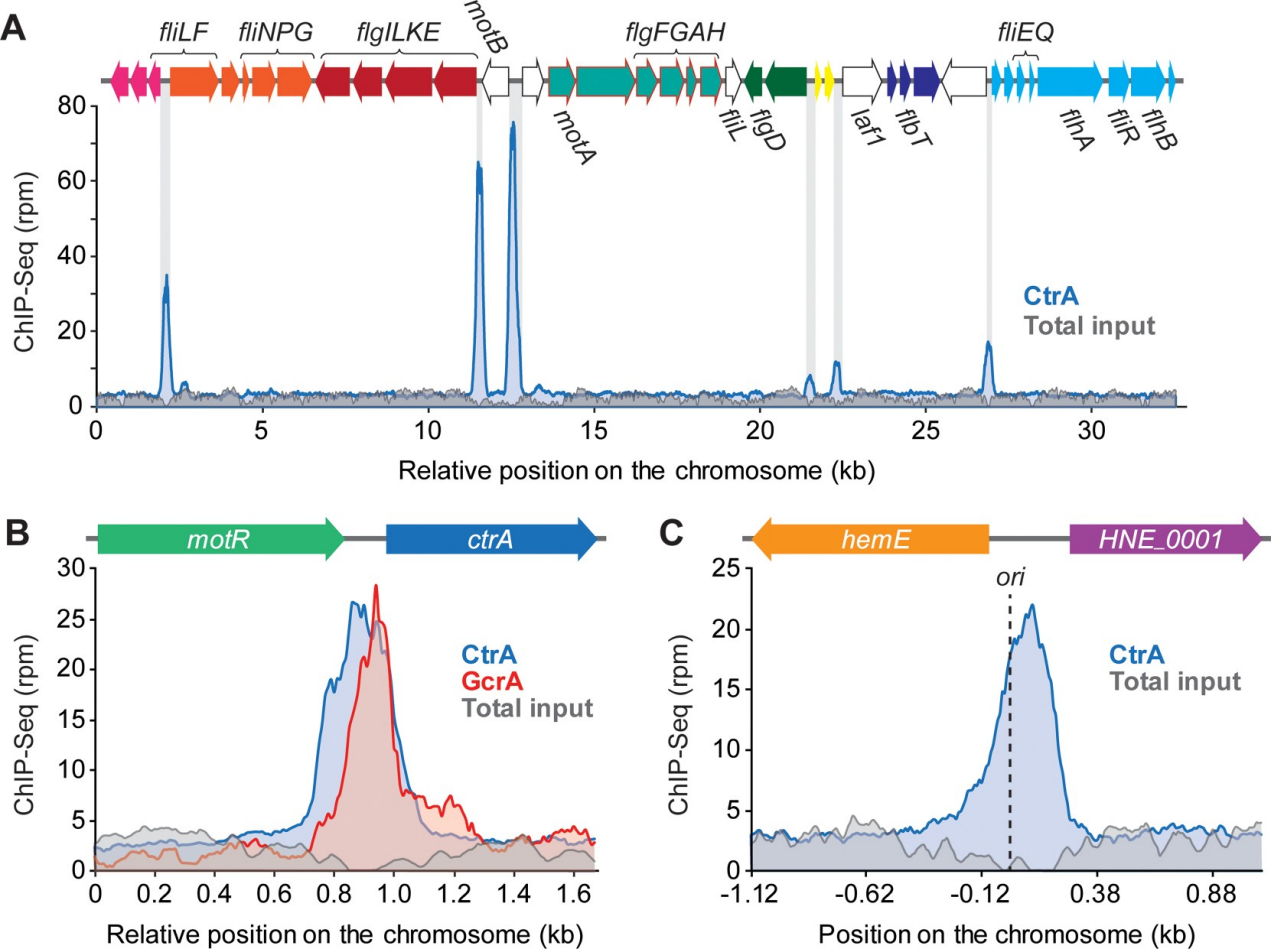
CtrA binds near the replication origin, in its own promotor region and in the motility island. **(A)** Distribution of CtrA binding sites in the motility island of *H*. *neptunium* (HNE_0239-HNE_0276). The graph shows the number of sequenced fragments per nucleotide in rpm (reads per million) for a ChIP-seq experiment performed with CtrA as a bait (blue). Sequencing results obtained for total input DNA (in grey) are presented as a negative control. The scheme on top provides an overview of the motility island. Genes predicted to be in the same operon are shown in the same color, orphan genes are indicated by white arrows. Genes or operons not preceded by a CtrA binding site are indicated by a red frame. **(B)** CtrA binding in the promoter region of the *ctrA*_*HN*_ gene. Shown are the normalized number of sequenced fragments (rpm) obtained in ChIP-seq experiments with CtrA (blue) and GcrA (red). Sequencing results obtained for total input DNA (grey) are shown as a negative control. **(C)** CtrA binding at the chromosomal origin of replication (*ori*). Colors as in (A).

### The DivJ/PleC-DivK module only has a minor effect on the activity of the CckA-ChpT-CtrA phosphorelay

Detailed knowledge of the CtrA targets does not only reveal the regulatory potential of this central cell cycle regulator in *H*. *neptunium*, but it also facilitates a quantitative assessment of the signal flow within the CtrA pathway. In particular, it offers the possibility to clarify the contribution of the non-essential DivJ/PleC-DivK module to the activity of the essential CckA-ChpT-CtrA phosphorelay. To this end, we determined the transcriptional profiles of the Δ*divJ*, Δ*pleC* and Δ*divK* mutants and compared them to those of the CckA and ChpT depletion strains (**Fig 10A and S9 Data**). In general, the three mutants showed considerably smaller changes in global gene expression than the two depletion strains, supporting the notion that the upstream part of the CtrA pathway has a smaller effect on the activity of CtrA than its downstream part. To enable a meaningful comparison of the data, we applied less stringent criteria to define the regulons of DivJ, PleC and DivK, using a p-value of <0.25 and a log_2_-fold difference of >0.5 as thresholds (instead of <0.05 and >1.3, respectively, as used for CckA and ChpT). These lower thresholds could potentially lead to the inclusion of some false positives in the respective regulons. Nevertheless, the DivJ, PleC and DivK regulons identified in this manner comprised only 61, 114 and 40 genes, respectively (**S10–S12 Data**), and were thus considerably smaller than the CtrA regulon (381 genes). Surprisingly, the DivK regulon shows only little overlap with the DivJ (8%) or PleC (25%) regulons (**Fig 10B**), indicating that the roles of DivJ and PleC may go beyond the regulation of DivK activity.

**Fig 10:**
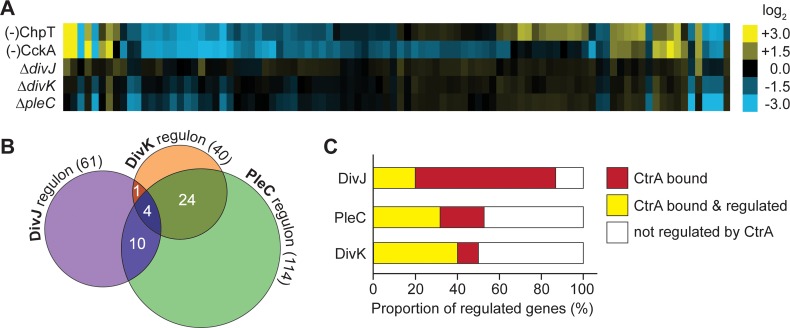
DivJ, PleC and DivK only have a minor effect on the CckA-ChpT-CtrA pathway. **(A)** Comparison of the transcriptional changes observed for genes in the direct CtrA regulon in the indicated depletion (-) or deletion (Δ) backgrounds. Shown are the log_2_-fold changes in transcript levels in the mutant strains as compared to the wild type. **(B)** Venn diagram depicting the overlap between the regulons of DivJ, PleC and DivK. The number of genes in the respective regulons is given in parentheses. Only genes with an RPKM value of >25, a p-value of <0.25 and a log_2_-fold difference of >0.5 were taken into account. **(C)** Proportion of genes in the regulons of DivJ, PleC and DivK that are regulated by CtrA. Genes present in the direct CtrA regulon are shown in yellow. Genes that are not included in the direct CtrA regulon but have a CtrA binding site or are in an operon and coregulated with a gene that has a CtrA binding site are shown in red. Genes not regulated by CtrA are shown in white. The same thresholds were applied as in (B) to define the DivJ, PleC and DivK regulons.

While many of the genes regulated by DivJ, PleC and DivK are of unknown function, some are predicted to be involved in known, cell cycle-regulated processes. Consistent with the motility defect of the corresponding mutants (**Fig 3C**), DivJ and PleC affect the expression of genes related to flagellar assembly and rotation. Moreover, the DivJ and DivK regulons contain genes involved in c-di-GMP metabolism, and all three regulons contain various pili-related genes (**S10–S12 Data**). The major functions regulated by DivJ, PleC and DivK are thus similar to those regulated by CtrA. Nevertheless, there is only a partial overlap between the respective regulons (**Fig 10C, S9 Data and S13 Data**), with only 87% of the genes in the DivJ regulon and ~ 50% of the genes in the DivK and PleC regulons controlled and/or bound by CtrA (**Fig 10A and S10–S12 Data**). These results suggest that the regulatory effects of DivJ, PleC and DivK are not only mediated through CtrA but, directly or indirectly, also through one or more additional transcription factors. In addition, they show that the CtrA pathway as described here is a leaky pipeline, in which only part of the signal is transmitted to the next protein of the CtrA signaling network, suggesting the existence of additional regulatory components (e.g. response regulators or other transcription factors).

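CtrA peaks were assigned to 41 of the 61 genes of the DivJ regulon (67.2%, Wilson 95% interval 54.7 to 77.7%), to 43 of the 114 genes of the PleC regulon (37.7%, 29.4 to 46.9%) and to 13 of the 40 genes of the DivK regulon (32.5%, 20.1 to 48.0%). With the genes that the paper's S10 to S12 Data mark as bound through their operon, these became 53 (86.9%), 59 (51.8%) and 21 (52.5%). DivJ and PleC are the kinase and the bifunctional kinase and phosphatase of the response regulator DivK. The strongest peaks in the DivJ regulon were at HNE_1479 and HNE_0909, those in the PleC regulon at HNE_0251, HNE_2434 and HNE_3260 (20.2), and those in the DivK regulon at HNE_2434, HNE_0906 and HNE_2497 (11.2). HNE_3260 and HNE_2497 were chosen after their values were seen. The bound genes had median fold enrichments of 7.26, 6.71 and 6.51. S7 Data list 13 genes of the DivJ regulon, 35 of the PleC regulon and 16 of the DivK regulon in the direct CtrA regulon. With a fold enrichment above 5, the shares with an assigned peak were 42.6%, 23.7% and 20.0%. The regulon genes are the paper's, and no test was run on the shares.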

### CtrA is not regulated at the level of proteolysis

In *C*. *crescentus* and other species investigated, the activity of CtrA is tightly controlled in time and space to ensure proper cell cycle progression, based on a multi-layered regulatory network that acts at the levels of transcription, phosphorylation and protein degradation [9, 13, 63]. Having verified the transcriptional autoregulation (**Fig 9B**) and CckA-dependent phosphorylation (**Fig 7C**) of CtrA in *H*. *neptunium*, we aimed to determine if this central regulator shows cell cycle-dependent changes in protein abundance. For this purpose, we first tested whether our synchronization protocol for *H*. *neptunium* permits the detection of fluctuations in protein levels over the course of the cell cycle, using flagellin as a marker. Previous work has shown that the flagellum of *H*. *neptunium* is shed at the onset of stalk formation and then re-synthesized in the nascent bud compartment [50]. Consistent with this observation, the cellular levels of flagellin decreased markedly during the swarmer-to-stalked cell transition and then increased again towards the end of the cell cycle (**Fig 11A and 11B**), confirming the validity of our analytical approach. In contrast, the levels of CtrA did not show any appreciable cell cycle-dependent changes (**Fig 11A and 11B**) under the conditions used, suggesting that it may not be subject to extensive targeted proteolysis. To further test this hypothesis, we followed the amount of CtrA in the population after inhibiting protein translation (**Fig 11E and 11F**). We indeed observed only a moderate (12±4%) decrease in CtrA levels within a period of 7 h (2.5 generation times), which was very different from the rapid degradation of CtrA_CC_ in *C*. *crescentus* (t_½_ = 20 min, i.e. ~0.2 generation times) (**S10 Fig**). To further investigate the apparent lack of CtrA proteolysis, we next focused on the role of RcdA and CpdR, two adapter proteins required to target CtrA to the ClpXP protease in *C*. *crescentus* [35–38] and other alphaproteobacteria [67, 68]. A mutant lacking CpdR, which is involved in the degradation of multiple ClpXP substrates [38], displayed mild morphological defects, including enlarged cell bodies and stalks. Inactivation of the CtrA-specific adapter RcdA, by contrast, did not have any obvious phenotypic consequences (**Fig 11C**), supporting the notion that CtrA degradation is not relevant for proper cell cycle progression in *H*. *neptunium*. Importantly, neither the Δ*cpdR* nor Δ*rcdA* mutant showed any increase in the average CtrA level (**Fig 11D**). Moreover, we did not observe any obvious change in the stability of CtrA in the two mutant backgrounds after the inhibition of protein synthesis (**Fig 11E and 11F**). Collectively, these results strongly suggest that unlike in *C*. *crescentus* [35, 36] and *S*. *meliloti* [67], the activity of CtrA is not regulated at the level of protein abundance in *H*. *neptunium*.

**Fig 11:**
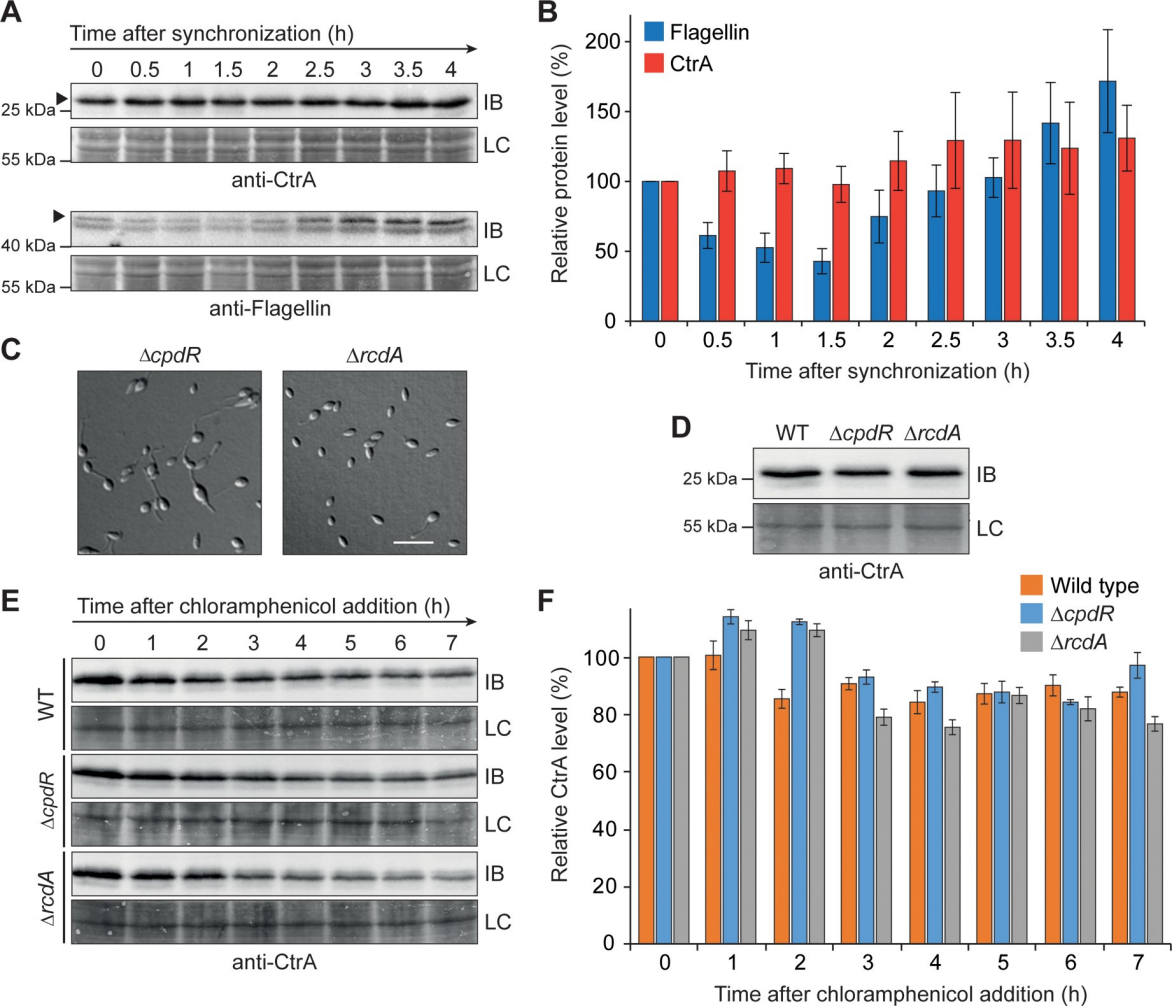
CtrA levels are stable throughout the cell cycle. **(A)** Immunoblot analysis showing the levels of CtrA_HN_ over the course of the *H*. *neptunium* cell cycle. After synchronization, wild-type swarmer cells were transferred into pre-warmed medium and cultivated for 4 h. At the indicated time points, samples were taken and probed with an anti-CtrA_HN_ antibody. To assess the synchrony of the cells, the same samples were additionally analyzed with an anti-flaggelin antibody. Shown are representative immunoblots (IB) and sections of the corresponding membranes stained with Amido black as loading controls (LC). The bands representing the proteins of interest are indicated by arrowheads. **(B)** Levels of CtrA and flagellin at different stages of the cell cycle. Samples were taken from a synchronized culture and analyzed by immunoblotting with anti-CtrA_HN_ and anti-flagellin antibodies, as described in (A). Specific immunosignals were quantified and normalized to the total protein content of the respective lane, as detected by staining with Amido black. Values represent the mean of 7 (CtrA_HN_) or 8 (flagellin) replicates. Error bars indicate the standard deviation. **(C)** DIC images of exponentially growing *H*. *neptunium* Δ*rcdA* (OL44) and Δ*cdpR* (OL28) cells. Scale bar: 5 μm. **(D)** Comparison of the levels of CtrA in *H*. *neptunium* wild type (WT), Δ*rcdA* and Δ*cdpR* cells. Cells from an exponentially growing culture were probed with anti-CtrA_HN_ antibody. Shown is a representative immunoblot (IB) and a band on the corresponding membrane stained with Amido black as a loading control (LC). **(E)** Immunoblot analysis showing the stability of CtrA in the wild-type (WT), Δ*rcdA* and Δ*cdpR* backgrounds. After growth of the cells to exponential phase, translation was inhibited by addition of chloramphenicol. Samples were taken at the indicated timepoints, adjusted to the same OD_580_ and probed with anti-CtrA_HN_ antiserum. Shown are representative immunoblots (IB) and sections of the corresponding membranes stained with Amido black as a loading control (LC). **(F)** Levels of CtrA after translation inhibition in the wild-type (WT), Δ*rcdA* and Δ*cdpR* backgrounds. Shown are the mean intensities of the CtrA immunosignals obtained in three independent experiments of the type described in (E), corrected for cell growth after the addition of chloramphenicol. Error bars indicate the standard deviation.

## Discussion

The members of most bacterial lineages divide by binary fission without prominent morphological or physiological differences between the daughter cells. Alphaproteobacteria, by contrast, have developed a variety of complex, bi- or multiphasic life cycles and thus offer the unique opportunity to study how a conserved cell cycle regulatory network has been rewired during the course of evolution to bring about fundamentally different outputs. Some of the most intricate life cycles within this order are observed in the genera *Hyphomonas* and *Hyphomicrobium*, which both divide by stalk-terminal budding. In this study, we established that the CtrA signaling cascade is essential for proper cell cycle regulation in *H*. *neptunium* and controls multiple central processes such as cell shape, motility, cell division and replication. Unlike in the closely related, but morphologically distinct species *C*. *crescentus*, the upstream part of the cascade (DivJ/PleC-DivK) has only a minor impact on CtrA activity. Moreover, there are characteristic differences in subcellular location of essential CtrA pathway components in *H*. *neptunium*, as CckA does not condense into polar foci but spreads throughout entire cell compartments. Finally, the activity of *H*. *neptunium* CtrA does not appear to be regulated at the level of protein abundance.

Interestingly, although the direct CtrA regulons of *C*. *crescentus* and *H*. *neptunium* cover similar functions, such as motility, cell division, and c-di-GMP metabolism, their precise composition differs considerably. Only slightly more than half of the genes in the direct regulon of CtrA_HN_ have a homolog in *C*. *crescentus*, and only seven of these homologs are part of the direct regulon of CtrA_CC_ (**S8 Data**). This striking evolutionary plasticity in the target spectrum is in line with previous results showing that CtrA, for instance, affects cell division by controlling *minCD* in *Sinorhizobium meliloti* [67] but *mipZ*, *ftsZ* and, potentially, *ftsQA* in *C*. *crescentus* [15]. In *H*. *neptunium*, by contrast, CtrA regulates the cell division genes *ftsAKQZ* but none of the known Z-ring placement factors, such as the *H*. *neptunium mipZ* homolog (**S8 Data**).

The CtrA pathway also shows plasticity with respect to the importance of its components, in particular in its upstream part. In *S*. *meliloti*, PleC and DivK are essential, and DivJ cannot be deleted in the absence of the histidine kinase CbrA [69, 70]. In *C*. *crescentus*, by contrast, only DivK is essential [54], although mutants lacking DivJ or PleC show major cell polarity defects [29]. Our results now demonstrate that DivJ, PleC and DivK are all non-essential in *H*. *neptunium*. The observations that DivK is dispensable and its lack has no obvious phenotypic consequences is surprising. Since its interaction partner DivL is essential and critical for proper cell morphology and development, we propose the existence of one or multiple so-far unidentified factors that act in parallel to DivK to control DivL activity. The mild phenotypes of the Δ*divJ* and, even more so, the Δ*pleC* mutant raise the question of how cell polarity is ultimately determined in *H*. *neptunium*. A factor that may be involved is the second messenger c-di-GMP. In *C*. *crescentus*, the levels of c-di-GMP vary in a cell cycle-dependent manner, mostly due to changes in the activity of the hybrid guanylate cyclase/response regulator PleD, thereby critically contributing to the differential regulation of CckA activity in the two daughter cells [31, 32]. However, we found that the inactivation of PleD does not have any obvious effect in *H*. *neptunium*. It thus remains to be determined if c-di-GMP in fact has a role in *H*. *neptunium* cell cycle regulation and, if so, what protein takes over the role of PleD in coupling cell polarity to CckA stimulation. Alternatively, additional histidine kinases, similar to CbrA in *S*. *meliloti* [70], could be involved in marking the two opposite cell poles to control cellular asymmetry.

Interestingly, a comparison of the transcriptional profiles obtained in this study showed that the DivJ/PleC-DivK module only provides part of the signal feeding into CtrA. To obtain an integrated and quantitative view of the CtrA pathway, we devised a novel way to characterize the flow of information in signaling pathways. To gain insight into the connectivity between the different nodes, we compared all regulons described in this study and determined the number of genes that are shared between pairs of regulons as a measure of the signal that is transferred between nodes. This approach only provides a partial picture of the signal flow through the different nodes, as it does not take into account the amplitude of the transmitted signal (i.e. the difference in gene expression between regulons). Moreover, there is some uncertainty in the connectivity values, because the regulon of DivL is still unknown and the number and nature of the genes contained in the different regulons depends on the thresholds used in the analysis. The results obtained can, nonetheless, provide unprecedented insight into the CtrA regulatory pathway and predict missing factors at specific positions in the signaling cascade. For instance, this quantitative analysis verified that there must be a thus-far unknown factor next to DivK that feeds more signal into the lower part of the CtrA pathway than DivK itself (**S13 Data**). In addition, there should be a minimum of three additional factors that together provide more than half of the input into the CtrA pathway (**Fig 12**, brown ovals). These missing components may not only account for the small sizes of the DivJ, PleC and DivK regulons but also explain the low amplitudes of the transcriptional changes within these regulons. Moreover, they may be the reason why a considerable number of genes bound by CtrA were not differentially regulated upon depletion of CckA or ChpT. It will be interesting to perform similar quantitative analyses in other species and test for the completeness of the established CtrA regulatory pathways. As a first attempt, we made use of published microarray data [15, 22, 71, 72] to investigate the signal flow in the CtrA regulatory pathway of *C*. *crescentus* (**S14 Data**). Previous work has shown that DivK is essential in *C*. *crescentus* and *S*. *meliloti*, suggesting that the putative factor acting in parallel to DivK in *H*. *neptunium* is either absent or functionally less important in these species. However, in line with our findings and our preliminary quantitative analysis (**S14 Data**), there may be additional histidine kinases acting in parallel to DivJ and PleC in *C*. *crescentus*. Indeed, previous work has shown that a *C*. *crescentus* mutant lacking both *pleC* and *divJ* [29] has a milder phenotype than cells depleted of DivK [54]. Moreover, DivK is still partially phosphorylated in the absence of functional DivJ and PleC [29], suggesting that DivK_CC_ receives signals from at least one other, so-far unknown kinase. Further studies will be required to identify the predicted additional components of the CtrA regulatory pathway in *H*. *neptunium* and to determine whether these or similar factors are present in other alphaproteobacteria as well.

**Fig 12:**
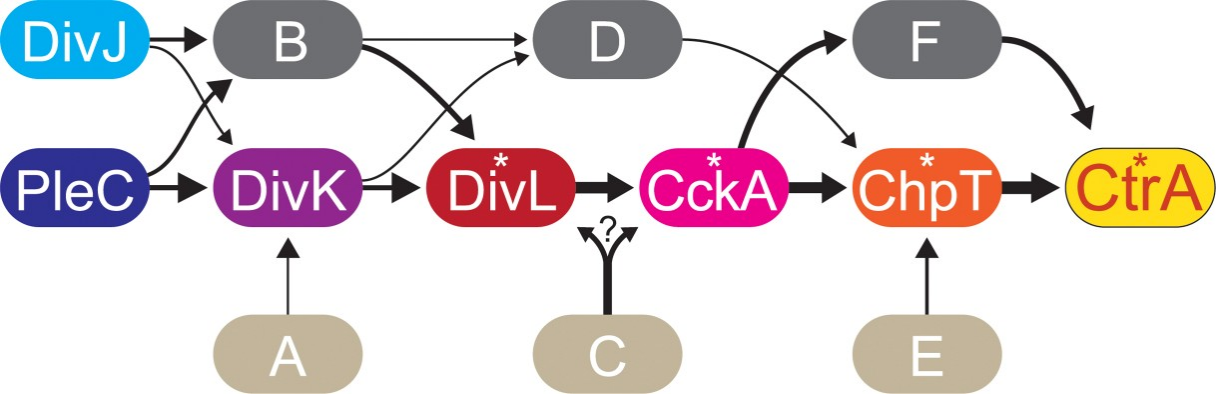
Model of the cell cycle regulatory cascade controlling CtrA activity in *H*. *neptunium*. DivJ, PleC and a thus-far unidentified factor (oval A; 1%) control the phosphorylation state of DivK. The role of DivK is subordinate to that of an additional regulator (oval B; ≥23%), which receives input from DivJ and PleC and potentially other proteins. DivK and the unidentified regulator transfer the majority of the signal to DivL, from where it is passed on via CckA and ChpT to CtrA. Additional unidentified factors feed into DivL and/or CckA (oval C; 44%) and ChpT (oval E; 10%), although some of the signal from DivK could also bypass DivL and CckA via an additional pathway (oval D; 2%). Finally, there may be a pathway that acts in parallel to ChpT to transfer signals from CckA to CtrA (oval F, 29%). The thickness of the lines is proportional to the fraction of the total signal reaching CtrA that is transferred via the corresponding connection (as indicated by the percentages above). Note that the sum of the input signals amounts to more than 100%, because some genes are present in the regulons of multiple input proteins. Essential proteins are marked with asterisks.

The results obtained in this and previous [49] work provide comprehensive insight into the spatiotemporal organization of the CtrA regulatory pathway in *H*. *neptunium*. Similar to the situation in *C*. *crescentus*, DivJ and PleC localize to opposite poles once the cell has left the swarmer stage (**Fig 13**). PleD, by contrast, differs from its *C*. *crescentus* homolog [73] by localizing to the new pole of the nascent daughter cell [49], and the amount of PleD that accumulates at the pole, as opposed to the diffuse population in the cytoplasm, appears to be higher in *H*. *neptunium*. The significance of this difference in PleD localization remains unclear, as the deletion of *pleD*_*HN*_ does not produce any noticeable phenotype, while PleD_*CC*_ function is important for motility and stalk formation in *C*. *crescentus* [74, 75]. CckA generally localizes to similar subcellular regions in *H*. *neptunium* and *C*. *crescentus*, as it is initially distributed within the swarmer cell envelope and later condenses in the nascent swarmer cell [26, 27]. However, in *H*. *neptunium*, CckA does not form distinct polar foci but rather spreads throughout the respective compartments. It remains to be determined how CckA can be specifically enriched in the nascent bud without being tethered to the cell pole, especially since PodJ [12], which in *C*. *crescentus* helps to recruit CckA to the nascent swarmer pole via MopJ [76] and possibly DivL [25], is still polarly localized in *H*. *neptunium*. The involvement of PodJ in the positioning of multiple factors may explain why cells lacking PodJ have a more severe phenotype than those lacking PleC (compare **S5 Fig** to **Fig 3**). Notably, the role of PodJ_HN_ seems to go beyond that of its *C*. *crescentus* homolog, because a *C*. *crescentus* Δ*podJ* mutant has only a comparatively mild cell cycle defect [12].

**Fig 13:**
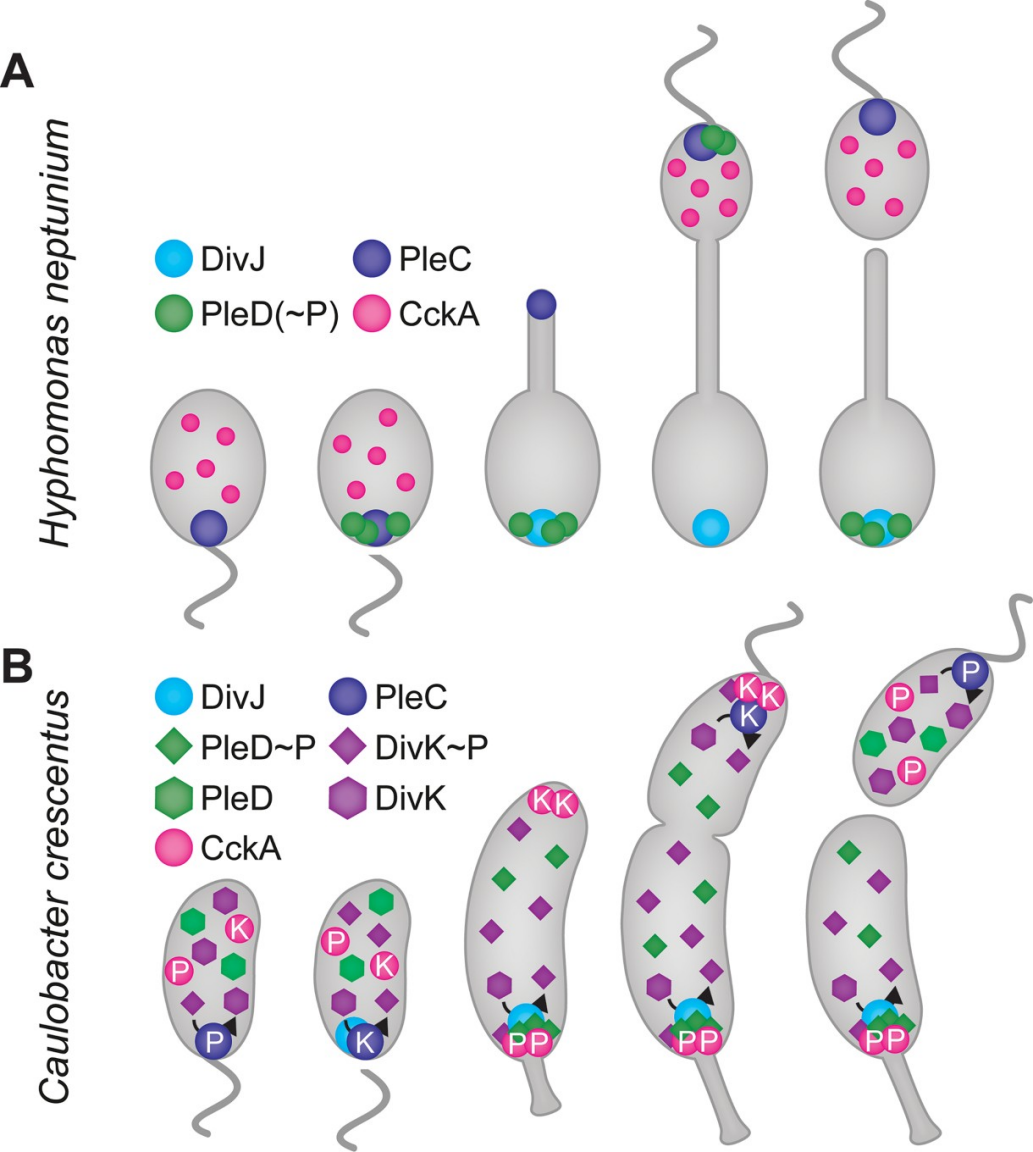
Localization patterns of cell cycle regulatory proteins in *H*. *neptunium* and *C*. *crescentus*. **(A)** Localization patterns in *H*. *neptunium*. Similar to its *C*. *crescentus* homolog, the *H*. *neptunium* histidine kinase/phosphatase PleC localizes to the flagellated pole of the swarmer cell and then relocates to the new pole once stalk formation initiates. Concomitant with the relocation of PleC, the histidine kinase DivJ localizes to the old (previously flagellated) pole, where it remains until cell division takes place. The predicted hybrid guanylate cycle/response regulator PleD first colocalizes with PleC at the flagellated pole and then relocates to the nascent bud to colocalize with DivJ. The histidine kinase CckA, by contrast, is initially dispersed throughout the swarmer cell membrane. As the cell cycle progresses, it condenses in the bud compartment but, unlike its *C*. *crescentus* homolog, never forms a distinct polar focus. **(B)** Localization patterns in *C*. *crescentus*. PleC localizes to the flagellated pole of the swarmer cell, acting as a phosphatase (P) that dephosphorylates DivK. Once the cell sheds the flagellum and starts to progress through its cell cycle, it switches from the phosphatase to the kinase (K) mode and relocates to the newly flagellated pole. DivJ, by contrast, localizes to the stalked pole, where it cooperates with PleC to maintain DivK in the phosphorylated state. CckA forms clusters that are randomly distributed throughout the swarmer cell envelope. At later stages of the cell cycle, it localizes to the stalked and flagellated poles, where it acts as a phosphatase (P) and kinase (K), respectively.

Another interesting question is why *H*. *neptunium* cells can tolerate a more diffuse CckA localization. In *C*. *crescentus*, two hypotheses have been put forward to explain the condensation of CckA into a polar focus. First, CckA was shown to require a high enough local concentration to self-interact efficiently and become active as a kinase [26, 27, 77, 78]. In addition, its accumulation at the flagellated pole may help to establish a gradient of CtrA~P with a maximum close to the pole-proximal replication origin, thereby blocking replication initiation in the (nascent) swarmer cell [77, 79, 80]. The absence of a polar CckA focus in the bud compartment of *H*. *neptunium* may suggest that CckA activity is not regulated at the level of protein concentration in this species, unless its activity is triggered at considerably lower threshold levels. However, there may be other mechanisms to still establish a CtrA~P gradient in *H*. *neptunium*. For instance, the narrow lumen of the stalk [10] may be sufficient to slow down the diffusion of CtrA(~P) from the mother cell to the bud compartments. Another aspect that may contribute to gradient formation could be the specific and/or non-specific DNA-binding activity of CtrA(~P). A recent study in *C*. *crescentus* revealed that CtrA shows constrained diffusion, likely because of its interaction with the nucleoid [77]. Previous work showed that its affinity for specific DNA binding sites increases by two orders of magnitude upon phosphorylation [81–83], and it is conceivable that phosphorylation also increases, at least to some extent, its affinity for non-specific DNA. Importantly, in *H*. *neptunium*, the presence of the stalk leads to an almost complete spatial separation of the two sister chromosomes at all stages of the cell cycle. Unlike in *C*. *crescentus*, where the two sister nucleoids form a continuum, the majority of CtrA~P molecules generated by CckA in the nascent bud may thus be trapped on the local nucleoid in the bud compartment. In contrast, dephosphorylated CtrA that is generated in the mother cell may be preferentially retained on the mother cell nucleoid, or equilibrate rapidly within the cell in case its DNA binding affinity is too low to affect its diffusional behavior. The enrichment of CtrA~P in the nascent bud may obviate the need to degrade CtrA in the mother cell to re-initiate the next cell cycle once cell division has occurred. Indeed, the observation that *H*. *neptunium* CtrA is not degraded in a cell cycle-dependent manner represents a striking difference between this species and other alphaproteobacteria that have been studied so far [22, 37, 67]. Its unusual morphology thus renders *H*. *neptunium* an excellent model system to develop and study new hypotheses on the mechanisms that underlie the control of cell differentiation by CtrA and to clarify how gradients of DNA-binding proteins such as CtrA(~P) could be established within bacterial cells.

Collectively, the comparison of *H*. *neptunium* and *C*. *crescentus* reveals significant differences in the CtrA pathway with respect to (i) the precise nature of the genes that it regulates, (ii) the importance of the individual proteins involved the pathway and, thus, the degree of redundancy at the nodes in the pathway and (iii) the localization pattern of the major polarity determinant CckA. These findings indicate a striking plasticity in the connectivity and output of the pathway among even closely related alphaproteobacterial species that likely results from their adaptation to distinct lifestyles and cell morphologies. The comprehensive and quantitative analysis of the CtrA regulatory network presented and the hypotheses developed in this work can inspire research in more well-studied model organisms and thereby contribute to a deeper understanding of the regulatory pathways mediating bacterial cell cycle regulation.

## Material and methods

### Growth conditions

The *H*. *neptunium* wild type LE670 (ATCC 15444) [50] and its derivatives were cultivated at 28°C in Difco Marine Broth 2216 (BD Biosciences), supplemented with kanamycin (100/200) or triclosan (0.25/0.25) when required (μg ml^-1^ in liquid/solid medium). The expression of genes placed under the control of the copper-responsive promoter P_Cu_ [49] was induced with 300 μM CuSO_4_. The *C*. *crescentus* wild type (NA1000) [84] and its derivatives were grown in peptone yeast extract (PYE) medium at 28°C. When appropriate, media were supplemented with kanamycin (30/50). Gene expression from the xylose-inducible P_xyl_ promoter [85] was induced with 0.3% xylose. *E*. *coli* strains were cultivated in LB at 37°C, supplemented with the following antibiotics where appropriate (μg ml^-1^ in liquid/solid medium): ampicillin (200/200), kanamycin (30/50), triclosan (10/20) and chloramphenicol (30/20). *E*. *coli* strain WM3064 was grown in the presence of 300 μM 2,6-diaminopimelic acid (DAP). To induce the expression of genes from the T7 promoter, media were supplemented with 0.5 mM isopropyl-β-D-thiogalactopyranoside (IPTG). All strains were cultivated aerobically while shaking at 210 rpm.

### Construction of plasmids and strains

The strains, plasmids and oligonucleotides used in this study are listed in **S1–S6 Tables**. All plasmids were verified by DNA sequencing. *E*. *coli* TOP10 (Invitrogen) and XL1-Blue (Agilent Technologies) were used for cloning purposes. The heterologous overproduction of proteins was achieved in Rosetta 2(DE3)pLysS (Merck), whereas bacterial two-hybrid experiments were performed in *E*. *coli* BTH101 (EuroMedex). *H*. *neptunium* cells were transformed by conjugation with *E*. *coli* WM3064 as described previously [49]. Genomic *in-frame* deletions in *H*. *neptunium* were generated by double-homologous recombination using the counter-selectable *sacB* marker [10, 86]. Briefly, *H*. *neptunium* cells were transformed with a non-replicating plasmid harbouring 600 bp long up- and downstream flanking regions and the first and last 18 bp of the genomic region to be deleted. Correct integration of the plasmid was confirmed by colony PCR and transformants were grown to stationary phase in non-selective media, after which they were plated (dilution 1:200) on MB agar plates supplemented with 3% sucrose. After 5–8 days of incubation at 28°C, single colonies were re-streaked in parallel on plates containing either sucrose or the antibiotic, whose corresponding antibiotic cassette was carried on the plasmid used for construction. Individual clones growing in the presence of sucrose were subsequently tested for successful deletions by colony PCR with oligonucleotides priming outside the flanking regions used for recombination. For the construction of conditional *cckA* and *chpT* mutants, a copy of the respective gene was placed under control of P_Cu_ on a non-replicating plasmid and integrated at the P_Cu_ locus as previously described [49]. The native copy of the gene was then deleted as described above while expression of the ectopic copy was induced. *C*. *crescentus* cells were transformed by electroporation as previously described [87].

### Growth curves

Cells were grown to mid-exponential growth phase and diluted to an optical density at 580 nm (OD_580_) of 0.05. Measurements were performed in a volume of 1 ml in 24-well polystyrene microtiter plates (BD Bioscience), using an Epoch2 microplate reader (BioTek). Growth was monitored over a period of 30 h at 28°C or 30°C with double-orbital shaking, with data points acquired at 30 min intervals. To follow growth after inhibition of translation, media were supplemented with 5 μg/ml chloramphenicol. The division time of each strain was calculated by fitting at least four replicate growth curves to a suitable growth model [88].

### Microscopy

Exponentially growing cells were immobilized on pads consisting of 1% agar and imaged with an Axio Observer.Z1 microscope (Zeiss, Germany) equipped with a Zeiss Plan-Apochromat 100x/1.46 Oil DIC objective (Zeiss, Germany). An X-Cite 120PC metal halide light source (EXFO, Canada) and ET-CFP, ET-YFP or ET-TexasRed filter cubes (Chroma, USA) were used for fluorescence detection. Images were acquired with a pco.edge sCMOS camera (PCO, Germany), recorded using VisiView (Visitron Systems, Germany) and processed using Metamorph 7.7.5 (Molecular Devices, USA) and Adobe Illustrator CS5 (Adobe Systems, USA). To stain chromosomal DNA, exponentially growing cells were mixed with 4′,6-diamidino-2-phenylindole (DAPI) at a final concentration of 4 mg/ml and then incubated for 20 min at 28°C in the dark prior to analysis. Phenotypes were assessed by manually determining the fraction of aberrantly shaped cells in a representative population of stalked cells. Cell shape was classified as aberrant if the stalk was unusually wide or reached more than twice the normal length, if a cell had more than one stalk or if the area of the mother cell or bud exceeded the normal value by more than 1.5-fold.

### Motility assays

Exponential *H*. *neptunium* cultures were diluted to an OD_580_ of 0.2 and dropped onto soft-agar plates consisting of 0.25% agar in 30% MB medium. The area of growth covered by each strain was measured after 6 days of incubation at 28°C using ImageJ v1.47 [89] and compared to that obtained for the wild type and a non-motile Δ*fliL* mutant. The data shown represent the mean of at least fourteen replicates. A one-sided Mann-Whitney U-test was performed to test for significant differences in the motility of wild-type and mutant cells. Raw data are shown in **S15 Data**.

### Flow cytometry

Cells from an exponential culture were mixed with 10 μM Vybrant^®^ DyeCycle^™^ Orange Stain (Molecular Probes) and incubated for 45 min at 28°C in the dark. Samples were analysed with a LSRFortessa analyzer (BD Biosciences). Fluorescence was excited using an Argon-green laser (514 nm) at 100 mW in combination with a 542/27 bandpass filter. Cell size was assessed based on the forward scatter, using a laser (488 nm) at 100 mW. Each strain was analyzed at least in duplicate (n = 30,000 cells per run). Cytometry data was acquired using FACSDiva^™^ Software 8.0 (BD Biosciences) and analyzed using FlowJo 5.4+ (FlowJo LLC, USA).

### Bacterial two-hybrid assays

The genes under study were cloned into the vectors pUT18(-C) and pK(N)T25, which carried genes encoding the T18 and T25 fragments of *Bordetella pertussis* adenylate cyclase (obtained as part of the BACTH kit from EuroMedex). After transfer of the resulting plasmids into reporter strain *E*. *coli* BTH101, transformants were plated on MacConkey agar (Carl Roth) containing 1% maltose. Cells from single colonies were inoculated into LB medium, grown to stationary phase, and dropped onto MacConkey agar containing 1% maltose. Interactions were indicated by a red to purple coloration of the colonies after 48 h of growth at 37°C. A strain producing fusions of the yeast GCN4 leucin zipper regions (Zip) to the T18 and T25 fragments were included as a positive control in all assays [90]. Furthermore, for each interaction to be analyzed, cells carrying the respective pUT18(-C) derivative and empty pK(N)T25 served as a negative control.

### Protein purification

To purify His_6_-DivJ_HN_, His_6_-PleC_HN_, His_6_-DivK_HN_, His_6_-CckA_HN_-RR, His_6_-ChpT_HN_ and His_6_-CtrA_HN_, *E*. *coli* Rosetta 2(DE3)pLysS was transformed with plasmids pOL135 (DivJ_HN_), pOL208 (PleC_HN_), pOL134 (DivK_HN_), pJR75 (CckA_HN_-RR), pOL207 (ChpT_HN_) or pOL145 (CtrA_HN_), respectively, and grown at 37°C (or at 18°C in the case of PleC_HN_) in LB medium supplemented with 0.5% glucose. When the culture had reached an OD_580_ of 0.5–0.7, expression of the respective protein was induced with 0.5 mM IPTG. Once the culture had reached an OD_580_ of 2.5, the cells were harvested by centrifugation for 10 min at 4,500 g, washed twice in buffer A (50 mM Na_2_HPO_4_, 300 mM NaCl, 10 mM imidazole, adjusted to pH 8.0 with HCl) and stored at -80°C until further use. To purify the proteins, the cells were thawed on ice, resuspended in buffer A containing 10 μg/ml DNase I and 100 μg/ml PMSF, and disrupted by two to four passages through a French press at 16,000 psi. After centrifugation of the lysate at 30,000 g for 30–60 min at 4°C to remove cell debris, the supernatant was applied to a 5 ml HisTrap HP column (GE Healthcare) equilibrated with buffer A. The column was washed with 5 column volumes (CV) of buffer A, and protein was eluted with a linear imidazole gradient obtained by mixing buffer A with buffer B (50 mM Na_2_HPO_4_, 300 mM NaCl, 500 mM imidazole, adjusted to pH 8.0 with HCl) at a flow rate of 1 ml/min using an ÄKTA purifier 10 FPLC system (GE Healthcare). After analysis by SDS-PAGE, elution fractions containing the protein of interest were pooled and subjected to a second purification step (except in the case of His_6_-CckA-RR_HN_). To this end, the pooled fractions were loaded onto a 120 ml Superdex 200 16/60 (GE-Healthcare, USA) size exclusion column equilibrated with buffer C (50 mM Na_2_HPO_4_, 300 mM NaCl, adjusted to pH 8.0 with HCl), and protein was eluted with 1 CV of buffer C at a flow rate of 0.5 ml/min. Fractions containing the desired protein at high concentrations and purity (as visualized by SDS-PAGE) were pooled and dialyzed against buffer D (50 mM Na_2_HPO_4_, 300 mM NaCl, 5% glycerol, adjusted to pH 8.0 with HCl). The protein solution was then aliquotted, snap-frozen in liquid nitrogen and stored at -80°C until further use.

His_6_-CckA_CC_ and His_6_-CckA-KD_CC_ were purified as described previously [91]. *E*. *coli* Rosetta 2(DE3)pLysS containing plasmid pMSB3 (CckA_CC_) or pMSB2 (CckA-KD_CC_) was treated as described above with the following changes. After harvest, the cells were resuspended in lysis buffer (20 mM Tris-HCl, 0.5 M NaCl, 10% glycerol, 20 mM imidazole, 0.1% Triton X-100, pH 7.9) containing 10 μg/ml DNase I and 100 μg/ml PMSF. The HisTrap HP column (GE Healthcare) was equilibrated with wash buffer (20 mM HEPES-KOH, 0.5 M NaCl, 10% glycerol, 20 mM imidazole, 0.1% Triton X-100, pH 8.0), and protein was eluted with a linear gradient obtained by mixing wash buffer and elution buffer (20 mM HEPES-KOH, 0.5 M NaCl, 10% glycerol, 250 mM imidazole, pH 8.0) at a flow rate of 2 ml/min. Fractions containing the desired proteins at high concentrations and purity were pooled, dialyzed against storage buffer (10 mM HEPES-KOH, 50 mM KCl, 10% glycerol, 0.1 mM EDTA, 1 mM dithiothreitol, pH 8.0), snap-frozen and stored at -80°C until further use.

To obtain HNE_0264 (Flagellin) for antibody generation, a His_6_-SUMO-tagged derivative of the protein was overproduced in *E*. *coli* Rosetta 2(DE3)pLysS transformed with plasmid pJR74 and purified as described for His_6_-CckA_CC_ and His_6_-CckA-KD_CC_ with the following changes. The lysis buffer contained 0.3 M KCl instead of 0.5 M NaCl, and protein was eluted with 10 CV of a linear gradient of 30–250 mM imidazole at a flow rate of 1 ml/min. After the first purification step on a 5 ml HisTrap HP column, the His_6_-SUMO-tag was cleaved off in buffer containing 1 mM DTT by treatment with His_6_-Ulp1 protease for 2 h at 4°C. The protein solution was then applied again to a 5 ml HisTrap HP column as described above. Untagged HNE_0264 was recovered from the flow through, dialyzed against storage buffer (50 mM Tris-HCl, 150 mM KCl, 10% glycerol, pH 8.0), snap-frozen and stored at -80°C until further use.

### Phosphotransfer profiling

Phosphotransfer was analyzed essentially as described previously [91]. To promote the autophosphorylation of His_6_-CckA_CC_ and His_6_-CckA_CC_ -KD, the proteins were incubated at 30°C in storage buffer (10 mM HEPES-KOH, 50 mM KCl, 10% glycerol, 0.1 mM EDTA, pH 8.0) containing 2 mM DTT, 5 mM MgCl_2_, 500 μM ATP and 5 μCi [γ^32^P]-ATP (∼3,000 Ci/mmol, Hartmann Analytic). The autophosphorylation of DivJ and PleC was achieved by incubation of the proteins at 28°C in buffer R1 (50 mM Na_2_HPO_4_, 300 mM NaCl, pH 8.0) or buffer R2 (50 mM Tris/HCl, 50 mM NaCl, pH 7.6) containing 5 mM MgCl_2_ and 5 μCi [γ^32^P]-ATP. The phosphotransfer reactions were started by mixing phosphorylated His_6_-PleC_HN_, His_6_-CckA_HN_, His_6_-CckA_HN_-RR (autophosphorylated for 45 min) or His_6_-DivJ_HN_ (autophosphorylated for 30 min) with the acceptor protein(s) to be tested, which were diluted to a concentration of 3–5 μM in the respective storage buffer supplemented with 5 mM MgCl_2_. The mixtures were incubated for 5 min at 30°C (for reactions including CckA, ChpT and/or CtrA) or for 90 sec at 28°C (for reactions including DivJ, PleC and/or DivK). After addition of the same volume of 2x sample buffer (500 mM Tris/HCl pH 6.8, 8% SDS, 40% glycerol, 400 mM β-mercaptoethanol, 0.01% bromophenol blue), the proteins were loaded, without boiling, onto an 8–16% TGX Precast Protein Gel (Bio-Rad) and separated for 50 min at a constant voltage of 150V at room temperature. After removal of unincorporated ATP in the dye front with a scalpel, the gel was transferred to a plastic bag and exposed to a phosphor screen overnight. The phosphor screen was scanned with a Storm 840 or 860 system (Molecular Dynamics) at a resolution of 50 dots/cm. Each phosphotransfer assay was repeated three times.

### Chromatin immunoprecipitation coupled to deep sequencig (ChIP-seq)

A culture of exponentially growing *H*. *neptunium* wild type cells at an OD_580_ of 0.5 was treated with paraformaldehyde (1% final concentration) in 10 mM sodium phosphate buffer (pH 7.6) at RT for 10 min to achieve crosslinking. Subsequently, the cultures were incubated for an additional 30 min on ice and washed three times in phosphate-buffered saline (PBS, pH 7.4). The resulting cell pellets were frozen in liquid nitrogen and stored at -80°C. After resuspension in TES buffer (10 mM Tris-HCl pH 7.5, 1 mM EDTA, 100 mM NaCl) containing 10 mM of DTT, the cells were incubated in the presence of Ready-Lyse lysozyme solution (Epicentre, Madison, WI) for 10 minutes at 37°C according to the manufacturer's instructions. The lysates were sonicated (Bioruptor Pico) at 4°C using 15 bursts of 30 sec to shear DNA fragments to an average length of 0.3–0.5 kbp and cleared by centrifugation at 14,000 rpm for 2 min at 4°C. After adjustment of the volumes (relative to the protein concentration) to 1 ml using ChIP buffer (0.01% SDS, 1.1% Triton X-84 100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8.1, 167 mM NaCl,) containing protease inhibitors (Roche), the lysates were pre-cleared with 80 μl of protein-A agarose (Roche) and 100 μg BSA. 2% of each pre-cleared lysate was kept as total input (negative control) samples. The rest of the pre-cleared lysates was incubated overnight at 4°C with polyclonal antibodies targeting CtrA_HN_ or GcrA_CC_ [21] (1:1,000 dilution). The immuno-complexes were captured after incubation with Protein-A agarose (pre-saturated with BSA) during a 2 h incubation at 4°C and subsequently washed with low-salt washing buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 150 mM NaCl), with high-salt washing buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 500 mM NaCl), with LiCl washing buffer (0.25 M LiCl, 1% NP-40, 1% deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.1) and finally twice with TE buffer (10 mM Tris-HCl pH 8.1, 1 mM EDTA). Immunocomplexes were eluted from the Protein-A agarose beads with two times 250 μl elution buffer (SDS 1%, 0.1 M NaHCO_3_, freshly prepared) and then, in parallel to the total input samples, incubated overnight with 300 mM NaCl at 65°C to reverse the crosslinks. The samples were then treated with 2 μg of Proteinase K for 2 h at 45°C in 40 mM EDTA and 40 mM Tris-HCl (pH 6.5). DNA was extracted using phenol:chloroform:isoamyl alcohol (25:24:1), ethanol-precipitated using 20 μg of glycogen as a carrier and resuspended in 50 μl of DNAse/RNAse-free water.

Immunoprecipitated chromatin was used to prepare sample libraries for deep-sequencing at Fasteris SA (Geneva, Switzerland). ChIP-seq libraries were prepared using the DNA Sample Prep Kit (Illumina) according to the manufacturer's instructions. Single-end runs (50 cycles) were performed on an Illumina Genome Analyzer IIx or HiSeq2000, yielding several million reads. The single-end sequence reads (stored as FastQ files) were mapped against the genome of *Hyphomonas neptunium* ATCC 15444 (CP000158) using Bowtie version 0.12.9 (-qS best parameters, http://bowtie-bio.sourceforge.net/). ChIP-seq read sequencing and alignment statistics are summarized in **S2 Data**. After conversion of the output into standard genomic position format files (BAM format; using Samtools; http://samtools.sourceforge.net), the data were imported into SeqMonk version 0.34.1 (Babraham Bioinformatics; http://www.bioinformatics.babraham.ac.uk/projects/seqmonk/) to build ChIP-seq normalized sequence read profiles. Briefly, the genome was subdivided into 50 bp probes, and for every probe, we calculated the number of reads per probe as a function of the total number of reads (per million, using the Read Count Quantitation option). Analyzed data as shown in **Figs 7 and 8** are provided in **S3 Data** (50 bp resolution) and **S4 Data** (10 bp resolution). Using the web-based analysis platform Galaxy (https://usegalaxy.org), CtrA and GcrA ChIP-seq peaks were called with MACS2 [92] relative to the total input DNA samples. The q-value (false discovery rate, FDR) cut-off for called peaks was 0.05. Peaks were rank-ordered according to fold-enrichment (**S5 Data**), and peaks with a fold-enrichment values >2 were retained for further analysis. Consensus sequences common to the top 80 enriched CtrA_HN_-associated loci were identified by scanning peak sequences (+/- 75 bp relative to the coordinates of the peak summit) for conserved motifs using MEME (http://meme-suite.org/) [93]. Binding sites of CtrA close to the origin of replication were identified using the previously identified origin region [66]. To locate CtrA binding sites upstream of transcriptional units in the motility islands, operons were predicted with DOOR^2^ [94].

### Expression profiling of mutants by RNA-Seq and analysis of regulons

To assess the global expression changes in the *ΔdivJ*, *ΔpleC* and *ΔdivK* mutants and the conditional *cckA* and *chpT* mutants as compared to wild-type cells, two biological replicates of each strain (including the wild type) were grown to mid-exponential growth phase. After dilution of each culture to an OD_580_ of 0.15–0.2, the cells were washed two times in MB medium, harvested by centrifugation, snap-frozen in liquid nitrogen and stored at -80°C. For the conditional mutants and a wild-type replicate, two aliquots of cells were harvested: one that was grown in the presence of CuSO_4_ for 24 h, and one that was depleted of the respective protein by growth in the absence of CuSO_4_ for 24 h. RNA extraction, cDNA library preparation, sequencing as well as the normalization of the expression data were performed by Vertis Biotechnologie AG (Germany). In order to identify genes that were differentially expressed in the *ΔdivJ*, *ΔpleC* or *ΔdivK* deletion mutants or the *cckA* or *chpT* conditional mutants, the log_2_-fold changes of the normalized expression values (RPKM) were compared between the wild-type and mutant strains. For the *cckA* and *chpT* conditional mutants, genes were considered as differentially expressed when they showed at least a 1.3 log_2_-fold change in their expression with a p-value of at least 0.05 in a paired T-test. For the *ΔdivJ*, *ΔpleC* and *ΔdivK* mutants, a 0.5 log_2_-fold change and a p-value of at least 0.25 were used as thresholds. Genes represented by only a few transcripts (RPKM values below 25) were excluded from further analyses. The evaluation as well as the statistical analysis of the expression data was performed in Excel 2016 (Microsoft). For visual representation of the relevant expression data, genes were grouped with Cluster 3.0 [95] using the City-block distance option and visualized in Java TreeView 1.1.6r4 [96].

Genes that were differentially expressed in the *cckA* and/or *chpT* conditional mutants and featured a CtrA binding site in their immediate upstream region, in the gene itself or in a gene in the same operon, as predicted by DOOR^2^ [94], were defined as the CtrA direct regulon. To quantify the information flow in the CtrA pathway, the overlap between the different regulons was determined. When a gene was differentially regulated such that it passed the log_2_-fold thresholds described above, it was counted as contributing to the information flow. In case of the *cckA* and *chpT* conditional mutants, genes located in an operon with a regulated gene were also counted as part of the regulons. As the Δ*divJ*, Δ*pleC* and Δ*divK* mutants showed only very moderate transcriptional changes, we also considered genes in the information flux analysis that were left out of the regulons of DivJ, PleC and DivK because of a too high p-value. The 89 genes constituting the CtrA direct regulon were normalized to 100% and from the number of overlapping genes, the percentage of the signal leading up to CtrA was calculated at every arrow. Missing histidine kinases were postulated based on a difference between the overlap between the respective regulon and the CtrA direct regulon and that of the regulon of the preceding node, as well as from evaluating the signal input and output in total and at every node. These two approaches gave highly similar results for all missing histidine kinases.

### Synchronization of *H*. *neptunium*

Cells were synchronized by filtration as described previously [97]. In brief, *H*. *neptunium* was grown to late exponential phase (OD_580_ of 0.6), pelleted (3,000 g at 4°C), resupended in ice-cold PBS and filtered through 1.2 μm pore-sized nitrocellulose filters (Merck-Millipore). The flow-through was collected on ice, filtered again (pore size 0.8 μm, Merck-Millipore). The flow-through of the second filtration step, which was highly enriched in swarmer cells, was centrifuged and the resulting pellet was resuspended in pre-warmed media to an OD_580_ of 0.4. The culture was then incubated at 28°C and samples were withdrawn at the indicated intervals. The synchrony of the culture was assessed using microscopy.

### Antibody generation and immunoblot analysis

Polyclonal antibodies against His_6_-CtrA and flagellin (purified as described above) were raised in rabbits by Eurogentec (Belgium) and Davids Antibodies (Germany), respectively. Immunoblot analysis was performed on cultures that had been harvested by centrifugation and resuspended in 2x SDS sample buffer such that each sample was normalized to the OD_580_ of the culture. Cells were lyzed by incubation at 95°C for 10 min and proteins were separated on 11–15% SDS-polyacrylamide gels and transferred to a polyvinylidene fluoride (PVDF) membrane (Millipore, Germany). Immunodetection was performed with polyclonal rabbit sera targeting CtrA_HN_, CtrA_CC_ [13], GFP (Sigma Aldrich) (all 1:10,000) and flagellin (1:2,000) according to standard procedures, using goat-anti-rabbit conjugated to horseradish peroxidase (PerkinElmer, USA) as a secondary antibody. Immunocomplexes were visualized using the Western Lightning plus-ECL chemiluminescent reagent (PerkinElmer, USA) in a ChemiDoc MP imaging system (Bio-Rad, USA). ImageLab 5.0 (Bio-Rad, USA) and Adobe Illustrator CS5 (Adobe Systems, USA) were used for acquisition, quantification and further image processing.

To visualize fluctuations in the levels of CtrA and flagellin over the course of the cell cycle, samples were taken from the same culture every 30 min from the onset of synchrony. Samples were loaded on separate gels for CtrA and flagellin immunodetection. Both experiments were repeated 7 or 8 times in total, with samples stemming from the same synchronization event. The amounts of CtrA and flagellin were normalized for t_0_ and all bands were normalized for the total amount of protein present in the entire lane (as measured by Amido black staining) in order to enable a comparison between the different timepoints. Raw data are shown in **S15 Data**.

### Determination of CtrA stability *in vivo*

In order to probe the stability of CtrA *in vivo*, *H*. *neptunium* or *C*. *crescentus* cells were grown to mid-exponential growth phase and protein synthesis was blocked by addition of 5–10 μg/ml chloramphenicol for *H*. *neptunium* [49] and 100 μg/ml chloramphenicol for *C*. *crescentus*. At the indicated intervals, 1 or 2 ml samples were withdrawn for immunoblot analysis and loaded on a gel after normalization to the OD_580_ of the sample (as described above). CtrA was detected using the α-CtrA antibody (1:10000) raised in this study. Signals were quantified with the ImageLab 5.0 software (Bio-Rad, USA). For each strain, immunoblots of two clones from three independent experiments were analysed. As the focus was on the total amount of CtrA present in the culture, growth curves recorded in the presence of 5 μg/ml chloramphenicol (as described above) were used to correct for the dilution of CtrA due to cell growth after inhibition of translation. Raw data are shown in **S15 Data**.

### Bioinformatics

All DNA sequences were retrieved from KEGG [98] and protein sequences were obtained from KEGG or UniProt [99]. The SMART database [100] was used to identify (transmembrane) domains in histidine kinases and response regulators. Homologs of proteins from *C*. *crescentus* were identified via BLAST [101]. The annotation of genes in the different regulons was performed manually, using the annotations in UniProt. COG categories were obtained via the Microbial Genomic context Viewer [102] and COG function classes using the table provided on the NCBI COG website (ftp://ftp.ncbi.nih.gov/pub/wolf/COGs/COG0303/cogs.csv).

## Supporting information

S1 Fig Cross-complementation shows the (partial) conservation of function of cell cycle-relevant genes between *C*. *crescentus* and *H*. *neptunium*. **(A)** DIC images of *C*. *crescentus* mutants with in-frame deletions in *divJ*_*CC*_ (YB3202) or *pleC*_*CC*_ (UJ506) or temperature-sensitive mutations in *divK*_*CC*_ (LS3570), *divL*_*CC*_ (KR635) or *cckA*_*CC*_ (CckATS1) expressing *divJ*_*HN*_ (OL133), *pleC*_*HN*_ (OL135), *divK*_*HN*_ (OL137), *divL*_*HN*_ (MvT81) or *cckA*_*HN*_ (OL179), respectively, from a xylose-inducible promoter (under restrictive conditions). *C*. *crescentus* wild-type (CB15N) cells are shown for comparison. **(B)** Quantification of the fraction of stalked cells in cultures of a Δ*pleC*_*CC*_ mutant carrying a xylose-inducible copy of *pleC*_*HN*_ (OL135) in the absence or presence of inducer. **(C)** *C*. *crescentus* strain carrying a temperature-sensitive variant of CtrA_CC_ (LS2195) at the restrictive (37°C) and permissive (28°C) temperature. **(D)** Dominant negative effect of CtrA_HN_ expressed from a xylose-inducible promoter (P_xyl_) in cells producing either a temperature-sensitive (OL128; at the permissive temperature) or the wild-type (OL130) form of CtrA_CC_. **(E)** Immunoblots showing the degradation of CtrA_CC_ upon induction of CtrA_HN_ in *C*. *crescentus*. *C*. *crescentus* strains carrying a temperature-sensitive (OL128) or wild-type (OL130) allele of *ctrA*_*CC*_ and an ectopic copy of *ctrA*_*HN*_ under the control of a xylose-inducible promoter were grown in the absence (-) or presence (+) of xylose and analyzed with anti-CtrA_HN_ and anti-CtrA_CC_ antibodies. Cells of the *C*. *crescentus ctrA*^ts^ (LS2195) and wild-type (WT_CC_; CB15N) strains and the *H*. *neptunium* wild-type strain (WT_HN_; LE670) were analyzed as controls. All cultures analyzed in panels A-E were grown at 28°C, unless stated otherwise. Cells were withdrawn from exponential cultures after depletion and/or induction of the respective proteins for 24 h. Scale bars: 5 μm.
(TIF)

S2 Fig Expression of *divJ*_*HN*_ can complement the phenotype of an *H*. *neptunium* Δ*divJ*_*HN*_ mutant **.** An *H*. *neptunium* Δ*divJ*_*HN*_ mutant carrying an ectopic copy of *divJ*_*HN*_ under the control of a copper-inducible promoter (OL123) was grown for 24 h in copper-containing medium and subjected to DIC microscopy. The percentage of stalked cells in the culture and the division time are shown on the right. Scale bar: 5 μm.
(TIF)

S3 Fig *H*. *neptunium* cells still segregate chromosomal DNA after depletion of DivL, CckA or ChpT. *H*. *neptunium* strains carrying conditional alleles of *divL*_*HN*_ (OL177), *cckA*_*HN*_ (OL161) or *chpT*_*HN*_ (OL152) were grown for 24 h in the absence of inducer. Chromosomal DNA was stained with DAPI prior to imaging. Wild-type cells are shown for comparison. Scale bar: 5 μm. The percentage of cell bodies that show a DAPI signal is given in the bottom right corner of each fluorescence image.
(TIF)

S4 Fig Polar localization of DivJ and PleC depends on SpmX and PodJ respectively. DivJ-Venus does not condense into distinct foci in cells lacking SpmX (OL36), whereas it shows the typical polar localization in the wild-type background (OL146). Similarly, PleC-eYFP foci are observed only sporadically in cells lacking PodJ (OL166), whereas they form normally in the wild-type background (OL151). Scale bars: 5 μm.
(TIF)

S5 Fig Lack of *podJ*, but not of *spmX*, leads to morphological defects. Shown are DIC images of *H*. *neptunium* Δ*spmX* (OL34) and Δ*podJ* (OL35) cells. A quantification of the proportion of stalked cells with aberrant morphologies is given below the images. Scale bar: 5 μm.
(TIF)

S6 Fig CckA-Venus supports normal growth and is stably expressed. **(A)** Growth of an *H*. *neptunium* strain expressing *cckA-venus* in place of the native *cckA* gene (OL2). The growth of wild-type (LE760) cells is shown for comparison. Data represent the average of five independent experiments. **(B)** Immunoblot showing the accumulation of CckA-Venus. Samples of the strains analyzed in (A) were probed with anti-GFP antibodies. The full-length CckA-Venus fusion is indicated by an orange arrowhead. Cleaved Venus is indicated by a black arrowhead.
(TIF)

S7 Fig CckA-KD_CC_ can phosphorylate CtrA_HN_ directly when CckA-RRHN is absent. CckA-KD_CC_ was autophosphorylated for 45 min at 30°C. Subsequently, the indicated proteins (marked with pluses) were combined and incubated for 5 min at 30°C. After termination of the reactions by addition of SDS sample buffer, proteins were separated by SDS-PAGE and radioactivity was detected by phosphor imaging.
(TIF)

S8 Fig The CtrA level decreases upon depletion of CckA and ChpT. **(A)** Immunoblot showing the levels of CtrA after depletion of CckA or ChpT. Conditional *H*. *neptunium* mutants carrying copper-inducible copies of *cckA* (OL161) or *chpT* (OL152) were cultivated for 24 h in the absence of inducer and probed with anti-CtrA_HN_ antibodies. Wild-type cells were analyzed for comparison. A representative section of the membrane stained with Amido black is shown as a loading control. **(B)** Quantification of the levels of CtrA after depletion of CckA or ChpT. The conditional *cckA* and *chpT* mutants analyzed in (A) were grown for 24 h in the presence (+ Cu) and absence (- Cu) of inducer and subjected to immunoblot analysis with anti-CtrA_HN_ antibodies. The signals were quantified and normalized to the signal obtained for wild-type control cells. Data represent the average of three biological replicates, each of which was analyzed in triplicate. Error bars indicate the standard deviation.
(TIF)

S9 Fig CtrA regulation predominantly affects genes of unknown function as well as genes involved in cellular processes and signaling. **(A)** Overview of the proportion of different COG categories among the 381 genes that are differentially expressed upon depletion of CckA and ChpT (see **Fig 8A**). Only genes with an RPKM value of >25, a p-value of <0.05 and a log_2_-fold change in expression of >2 were taken in account. **(B)** Overview of the proportion of different COG categories among the 285 genes contained in the transcriptional units that are immediately adjacent to the 222 CtrA binding sites identified in this study (see **Fig 8B**). **(C)** Venn diagram showing the number of genes (single or in an operon) bound by CtrA (in blue) and the number of genes present in the entire CtrA regulon (in red). The intersection of these two gene sets defines the direct CtrA regulon and comprises 94 genes. **(C)** Overview of the abundance of different COG categories among the 94 genes contained in the direct CtrA regulon (see **Fig 8D**).
(TIF)

S10 Fig The half-life of CtrACC in *C*. *crescentus* is considerably shorter than the generation time. (A) Immunoblot showing decrease in the level of CtrA_CC_ in *C*. *crescentus* after the inhibition of translation. Chloramphenicol was added to an exponentially growing culture of the *C*. *crescentus* wild-type (CB15N) strain. Samples were taken at the indicated time points and probed with anti-CtrA_CC_ antibodies. Shown are a representative immunoblot (IB) and a section of the membrane stained with Amido black as a loading control (LC). To calculate the half-life of CtrA_CC_ in *C*. *crescentus*, the signals were quantified and fitted to a single-exponential function. Data represent the mean of the values obtained from two independent immunoblots (± SD).
(TIF)

S1 Table *E*. *coli* strains used in this study.

S2 Table *H*. *neptunium* strains used in this study.

S3 Table *C*. *crescentus* strains used in this study.

S4 Table General plasmids used in this study.

S5 Table Plasmids generated in this study.

S6 Table Oligonucleotides in this study.

S1 Data Total CtrA regulon, comprising all genes that are differentially expressed upon depletion of CckA and/or ChpT. All genes whose expression levels differed at least 2.5-fold (1.3 log_2_-fold) from the values obtained for the wild type were classified as differentially expressed. Only genes with a p-value <0.05 (paired T-test) and an RPKM value of >25 were taken into account. Genes that are highlighted in yellow are part of the direct regulon. Genes are subdivided into functional categories based on manual annotation using the UniProt database.
(XLSX)

S2 Data Summary of the ChIP-seq sequencing and alignment statistics. Shown are the number of reads and mapped reads and the fold genome coverage obtained in the CtrA and GcrA Chip-seq experiments and the respective total input (negative control) samples.
(XLSX)

S3 Data Distribution of the CtrA and GcrA ChIP-seq reads over the *H*. *neptunium* chromsome (50 bp resolution). The reads obtained for the CtrA and GcrA ChIP-seq samples and the respective total input (negative control) samples were mapped onto the *H*. *neptunium* genome sequence. Shown are the normalized read frequencies in RPM (reads per million reads) determined for a series of 50 bp windows covering the entire length of the chromosome. The corresponding HNE locus tags, feature strands and feature descriptions are indicated.
(XLSX)

S4 Data Distribution of CtrA and GcrA ChIP-seq reads within specific regions of the *H*. *neptunium* chromosome (10 bp resolution). Shown are the normalized read frequencies (in RPM, reads per million reads) obtained for the CtrA and GcrA ChIP-seq experiments and the respective total input (negative control) in a series of consecutive 10 bp windows covering the replication origin region, the *ctrA* promotor region, and the motility island of the *H*. *neptunium* chromosome. The corresponding HNE locus tags, feature strands and feature descriptions are also reported.
(XLSX)

S5 Data MACS2 peak detection analysis of the CtrA and GcrA ChIP-seq experiments. CtrA (“CtrA Chip-seq”) and GcrA (“GcrA ChIP-seq”) ChIP-seq peaks were called using MACS2 software. The same analysis was performed on the respective total input DNA samples as a negative control. The q-value (false discovery rate, FDR) cut-off for called peaks was 0.05. Peaks are rank-ordered according to fold-enrichment and highlighted in red if the reads constituting them are significantly (at least twofold) enriched in the ChIP-seq sample. The peak intervals, peak summits, closest genes and statistics (-log_10_ of the p-values and q-values as well as the fold enrichment) are indicated for all detected peaks.
(XLSX)

S6 Data CtrA binding sites on the *H*. *neptunium* binding sites as determined by ChIP-seq analysis. The start, end, length and summit of the peaks in the distribution of the sequences pulled down by the CtrA antibody are given for each observed CtrA binding site. The fold enrichment indicates how much the sequences constituting each peak were enriched in the ChIP-seq analysis with the CtrA antibody compared to the total input sample. The locus tag and annotation of genes potentially affected by CtrA binding are given for each peak.
(XLSX)

S7 Data Direct CtrA regulon. The direct CtrA regulon is composed of genes that are differentially expressed upon CckA and/or ChpT depletion (**S1 Data**) and have a CtrA binding site as observed by ChIP-seq (**S6 Data**) or of genes that are in an operon with such genes. Genes that are present in the same operon (predicted by DOOR^2^) are highlighted in the same color. The functional classification of these genes was performed by manual annotation using the Uniprot database and is also reflected by the COG categories.
(XLSX)

S8 Data Comparison between the direct CtrA regulons of *C*. *crescentus* and *H*. *neptunium*. The genes and functions present in the direct CtrA regulons of *H*. *neptunium* and *C*. *crescentus* (Laub et al., 2002) were compared. Genes whose closest homolog is contained in the CtrA regulons of both species are highlighted in green.
(XLSX)

S9 Data Comparison of the genes in the direct CtrA regulon in different backgrounds. A comparison of the expression levels of the genes in the direct CtrA regulon shows that the log_2_-fold change in gene expression is more pronounced in the strains depleted of CckA or ChpT than in strains lacking *divJ*, *pleC* or *divK*. Genes that are present in the same operon (predicted via DOOR^2^) are highlighted in the same color.
(XLSX)

S10 Data DivJ regulon. The DivJ regulon is composed of genes that are differentially expressed (threshold log_2_-fold change: 0.5) upon deletion of *divJ*. Only genes with a p-value <0.25 (paired T-test) and an RPKM value of >25 were taken into account. For each gene, it is indicated if this gene is bound by CtrA in the ChIPseq experiment (CtrA ChIP) and if it is present in the direct CtrA regulon. Genes that are present in the same operon (predicted by DOOR^2^) are highlighted in the same color. Genes are subdivided into functional categories based on manual annotation using the UniProt database.
(XLSX)

S11 Data PleC regulon. The PleC regulon is composed of genes that are differentially expressed (threshold log_2_-fold change: 0.5) upon deletion of *pleC*. Only genes with a p-value <0.25 (paired T-test) and an RPKM value of >25 were taken into account. For each gene, it is indicated if this gene is bound by CtrA in the ChIPseq experiment (CtrA ChIP) and if it is present in the CtrA direct regulon. Genes that are present in the same operon (predicted by DOOR^2^) are highlighted in the same color. Genes are subdivided into functional categories based on manual annotation using the UniProt database.
(XLSX)

S12 Data DivK regulon. The DivK regulon is composed of genes that are differentially expressed (threshold log_2_-fold change: 0.5) upon deletion of *divK*. Only genes with a p-value <0.25 (paired T-test) and an RPKM value of >25 were taken into account. For each gene, it is indicated if this gene is bound by CtrA in the ChIPseq experiment (CtrA ChIP) and if it is present in the CtrA direct regulon. Genes that are present in the same operon (predicted by DOOR^2^) are highlighted in the same color. Genes are subdivided into functional categories based on manual annotation using the UniProt database.
(XLSX)

S13 Data Quantification of overlap between the direct CtrA, ChpT, CckA, DivK, PleC and DivJ regulons enables a reconstruction of the signal flow through the CtrA pathway. Shown is an overview of the genes from the direct CtrA regulon that are present in the ChpT, CckA, DivK PleC and DivJ regulons. The thresholds for inclusion in a regulon were a log_2_-fold change of 1.3 for CckA and ChpT and log_2_-fold change of 0.5 for DivJ, PleC and DivK. Based on the overlap between the different regulons, the signal input and output at the different nodes and the signal flux between the different nodes in the regulatory cascade were quantified as a percentage of the total signal input into CtrA.
(XLSX)

S14 Data Analysis of the signal flow in the CtrA regulatory pathway of *C*. *crescentus*. The table shows the overlap between the CtrA regulon and the PleC, DivJ, CckA and ChpT regulons in *C*. *crescentus*.
(XLSX)

S15 Data Raw data. The file provides the raw data for the motility assays and Western blot analyses.
(XLSX)

# Supplementary material for: Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium
**Source:** PLoS Genet. 2020 Apr 23;16(4):e1008724. doi: 10.1371/journal.pgen.1008724
**Supplement:** S1 Table

Table S1. *E. coli* strains used in this study.

Strain	Genotype	Source
BTH101	F ⁻ <i>cya-99 araD139 galK16 rpsL1 hsdR2 mcrA1 mcrB1</i> , Str ^R	EuroMedex
Rosetta™2 (DE3)pLysS	F ⁻ <i>ompT hsdSB</i> (rB ⁻ mB ⁻) <i>gal dcm</i> (DE3) pLysSpRARE2, Cam ^R	Novagen
TOP10	F ⁻ <i>mcrA</i> Δ(<i>mrr-hsdRMS-mcrBC</i>) Φ80 <i>lacZ</i> ΔM15 Δ <i>lacX74 recA1 araD139</i> Δ(<i>ara leu</i>) 7697 <i>galU galK rpsL</i> (Str ^R) <i>endA1 nupG</i>	Invitrogen
WM3064	<i>thrB1004 pro thi rpsL hsdS lacZ</i> ΔM15 RP4-1360 Δ(<i>araBAD</i>)567 Δ <i>dapA1341::[erm pir(wt)]</i>	W. Metcalf (unpublished data)
XL1-Blue	<i>recA1 endA1 gyrA96 thi-1 hsdR17 supE44 relA1 lacF' proAG laqZ M14Tn10</i> , Tet ^R	Agilent Technologies

# Supplementary material for: Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium
**Source:** PLoS Genet. 2020 Apr 23;16(4):e1008724. doi: 10.1371/journal.pgen.1008724
**Supplement:** S2 Table

Table S2. *H. neptunium* strains used in this study.

Strain	Genotype/description	Construction	Source
HW2	LE670 $\Delta fliL$	In-frame deletion of <i>fliL</i> in LE670 using pHW6	This study
LE670	Wild type (ATCC 15444)		Leifson, 1964
OL2	LE670 P _{cckA} ::P _{cckA} - <i>cckA</i> - <i>venus</i>	Integration of pOL2 in LE670	This study
OL20	LE670 $\Delta pleC$	In-frame deletion of <i>pleC</i> in LE670 using pOL25	This study
OL21	LE670 $\Delta pleD$	In-frame deletion of <i>pleD</i> in LE670 using pOL26	This study
OL23	LE670 P _{Cu} ::P _{Cu} - <i>pleC</i> $\Delta pleC$	Integration of pOL43 in OL20	This study
OL28	LE670 $\Delta cpdR$	In-frame deletion of <i>cpdR</i> in LE670 using pOL78	This study
OL32	LE670 P _{divJ} ::P _{divJ} - <i>divJ</i> - <i>venus</i> P _{Cu} ::P _{Cu} - <i>mCherry-spmX</i>	Integration of pOL1 and pOL56 in LE670	This study
OL33	LE670 P _{pleC} ::P _{pleC} - <i>pleC</i> - <i>eyfp</i> P _{Cu} ::P _{Cu} - <i>mCherry-podJ</i>	Integration of pSW57 and pOL55 in LE670	This study
OL34	LE670 $\Delta spmX$	In-frame deletion of <i>spmX</i> in LE670 using pOL58	This study
OL35	LE670 $\Delta podJ$	In-frame deletion of <i>podJ</i> in LE670 using pOL59	This study
OL36	LE670 P _{divJ} ::P _{divJ} - <i>divJ</i> - <i>venus</i> $\Delta spmX$	Integration of pOL1 in LE670 and subsequent in-frame deletion of <i>spmX</i> using pOL58	This study
OL44	LE670 $\Delta rcdA$	In-frame deletion of <i>rcdA</i> in LE670 using pOL85	This study
OL94	LE670 $\Delta divJ$	In-frame deletion of <i>divJ</i> in LE670 using pOL24	This study
OL95	LE670 $\Delta divK$	In-frame deletion of <i>divK</i> in LE670 using pOL57	This study
OL123	LE670 P _{Cu} ::P _{Cu} - <i>divJ</i> $\Delta divJ$	Integration of pOL167 in OL94	This study
OL146	LE670 P _{divJ} ::P _{divJ} - <i>divJ</i> - <i>venus</i>	Integration of pOL1 in LE670	This study
OL151	LE670 P _{pleC} ::P _{pleC} - <i>pleC</i> - <i>eYFP</i>	Integration of pSW57 in LE670	This study
OL152	LE670 P _{Cu} ::P _{Cu} - <i>chpT</i> $\Delta chpT$	Integration of pOL198 in LE670 and subsequent in-frame deletion of <i>chpT</i> using pOL79	This study
OL161	LE670 P _{Cu} ::P _{Cu} - <i>cckA</i> $\Delta cckA$	Integration of pOL203 in LE670 and subsequent in-frame deletion of <i>cckA</i> using pOL64	This study
OL166	LE670 P _{pleC} ::P _{pleC} - <i>pleC</i> - <i>eyfp</i> $\Delta podJ$	Integration of pSW57 in OL35	This study
OL177	LE670 P _{Cu} ::P _{Cu} - <i>divL</i> $\Delta divL$	Integration of pOL202 in LE670 and subsequent in-frame deletion of <i>divL</i> using pOL66	This study

# Supplementary material for: Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium
**Source:** PLoS Genet. 2020 Apr 23;16(4):e1008724. doi: 10.1371/journal.pgen.1008724
**Supplement:** S3 Table

Table S3. *C. crescentus* strains used in this study.

Strain	Genotype/description	Construction	Source
CB15N	Wild type (NA1000)		Evinger & Agabian, 1977
CckATS1	CB15N <i>cckA_{CC}^{ts}</i>		Jacobs et al., 1999
KR635	CB15N <i>divL_{CC}^{ts}</i>		Reisinger et al., 2007
LS2195	CB15N <i>ctrA_{CC}^{ts}</i>		Quon et al., 1996
LS3570	CB15N <i>divK_{CC}^{ts}</i>		Hung & Shapiro, 2002
MvT81	CB15N <i>divL_{CC}^{ts} P_{xyl}::P_{xyl}-divL_{HN}</i>	Integration of pMvT111 in KR635	This study
OL128	CB15N <i>ctrA_{CC}^{ts} P_{xyl}::P_{xyl}-ctrA_{HN}</i>	Integration of pOL175 in LS2195	This study
OL130	CB15N <i>P_{xyl}::P_{xyl}-ctrA_{HN}</i>	Integration of pOL175 in CB15N	This study
OL133	CB15N <i>ΔdivJ_{CC}::spec P_{xyl}::P_{xyl}-divJ_{HN}</i>	Integration of pOL180 in YB3202	This study
OL135	CB15N <i>ΔpleC_{CC} P_{xyl}::P_{xyl}-pleC_{HN}</i>	Integration of pOL180 in UJ506	This study
OL137	CB15N <i>divK_{CC}^{ts} P_{xyl}::P_{xyl}-divK_{HN}</i>	Integration of pOL182 in LS3570	This study
OL179	CB15N <i>cckA_{CC}^{ts} P_{xyl}::P_{xyl}-cckA_{HN}</i>	Integration of pTS11 in CckATS1	This study
UJ506	CB15N <i>ΔpleC_{CC}</i>		Aldridge et al., 2003
YB3202	CB15N <i>ΔdivJ_{CC}::spec</i>		Pierce et al., 2006

# Supplementary material for: Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium
**Source:** PLoS Genet. 2020 Apr 23;16(4):e1008724. doi: 10.1371/journal.pgen.1008724
**Supplement:** S4 Table

Table S4. General plasmids used in this study.

Plasmid	Description	Source
pBBRT	pGEM-T derivative bearing <i>fabL</i> from <i>Bacillus subtilis</i> , Tcs ^R , Kan ^R (Promega)	Kagle & Hay, 2002
pCCYHC-2	Integrative plasmid to fuse the 3' end of a target gene to <i>mCherry</i> under the control of P _{Cu} , Kan ^R	Jung et al., 2015
pCCYHC-3	Integrative plasmid to fuse the 3' end of a target gene to <i>mCherry</i> under the control of P _{Cu} , Rif ^R	Jung et al., 2015
pCCYHN-3	Integrative plasmid to fuse the 5' end of a target gene to <i>mCherry</i> under the control of P _{Cu} , Rif ^R	Jung et al., 2015
pCVENC-2	Integrative plasmid to fuse the 3' end of a target gene to <i>venus</i> under the control of P _{Cu} , Kan ^R	Jung et al., 2015
pCVENC-8	Integrative plasmid to the fuse 3' end of a target gene to <i>venus</i> under the control of P _{Cu} , Triclosan ^R	Leicht et al., unpublished
pET28a(+)	Plasmid for the overproduction of N-terminally His ₆ -tagged proteins under the control of P _{T7} , Kan ^R	Novagen
pKNT25	Plasmid for bacterial two-hybrid analysis carrying the adenylate cyclase T25-subunit gene, Kan ^R (Euromedex)	Battesti & Bouveret, 2012
pKNT25-zip	Control plasmid for bacterial two-hybrid analysis carrying the gene for an adenylate cyclase T25-zip fusion, Kan ^R (Euromedex)	Battesti & Bouveret, 2012
pKT25	Plasmid for bacterial two-hybrid analysis carrying the adenylate cyclase T25-subunit gene, Kan ^R (Euromedex)	Battesti & Bouveret, 2012
pNPTS138	<i>sacB</i> -containing suicide vector used for double-homologous recombination, Kan ^R	M.R. Alley, unpublished
pTB146	Plasmid for the overproduction of N-terminally His ₆ -SUMO-tagged proteins under the control of P _{T7} , Amp ^R	Bendezú et al., 2009
pVENC-2	Integrative plasmid to fuse the 3' end of a target gene to <i>venus</i> , Kan ^R	Thanbichler et al., 2007
pUT18	Plasmid for bacterial two-hybrid analysis carrying the adenylate cyclase T18-subunit gene, Amp ^R (Euromedex)	Battesti & Bouveret, 2012
pUT18-C	Plasmid for bacterial two-hybrid analysis carrying the adenylate cyclase T18-subunit gene, Amp ^R (Euromedex)	Battesti & Bouveret, 2012
pUT18-C-zip	Control plasmid for bacterial two-hybrid analysis carrying carrying the gene for an adenylate cyclase T25-zip fusion, Amp ^R (Euromedex)	Battesti & Bouveret, 2012
pXVENC-2	Integrative plasmid to fuse the 3' end of a target gene to <i>venus</i> under the control of P _{xyI} , Kan ^R	Thanbichler et al., 2007
pXVENC-4	Integrative plasmid to fuse the 3' end of a target gene to <i>venus</i> under the control of P _{xyI} , Gent ^R	Thanbichler et al., 2007
pYFPC-2	Integrative plasmid to fuse the 3' end of a target gene to <i>eyfp</i> , Kan ^R	Thanbichler et al., 2007

# Supplementary material for: Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium
**Source:** PLoS Genet. 2020 Apr 23;16(4):e1008724. doi: 10.1371/journal.pgen.1008724
**Supplement:** S5 Table

Table S5. Plasmids generated in this study.

Plasmid	Description	Construction
pCVENC-8	pCVENC-2 derivative a carrying triclosan-resistance cassette	a) PCR amplification of <i>fabL</i> from pBBRT with primers oOL694 and oOL695 b) Annealing of oligonucleotides oOL692 and oOL693 c) Fusion of the fragment and the dimerized oligonucleotides with pCVENC-2 via Gibson assembly
pHW6	pNPTS138 derivative for generating an in-frame deletion of <i>fliL_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>fliL_{HN}</i> upstream region and the first 36 bp of <i>fliL_{HN}</i> with primers oHW1 and oHW2 b) PCR amplification of a fragment containing 600 bp of the <i>fliL_{HN}</i> downstream region and the last 36 bp of <i>fliL_{HN}</i> with primers oHW3 and oHW4 c) Overlap-extension PCR to fuse both fragments using the primers oHW1 and oHW4 d) Digestion of the product with HindIII and NheI e) Ligation of the two fragments into HindIII/NheI-treated pNPTS138
pJR74	pTB146 bearing HNE_0264 (encoding flagellin)	a) PCR amplification of HNE_0264 with primers oJR52 and oOL53 b) Digestion of the product with SacI and BamHI c) Ligation of the fragment into SacI/BamHI-treated pTB146
pJR75	pET28a(+) bearing <i>cckA_{HN} AA734-867</i>	a) PCR amplification of with primers oJR62 <i>cckA_{HN} AA734-867</i> and oJR63 b) Digestion of the product with BamHI and NdeI c) Ligation of the fragment into BamHI/NdeI-treated pET28a(+)
pMSB2	pET28a(+) bearing <i>cckA_{AA61-571}</i>	a) PCR amplification of <i>cckA_{CC AA61-571}</i> with primers oMSB1 and oMSB4 b) Fusion of the fragment with BamHI/NdeI-treated pET28a(+) via Gibson assembly
pMSB3	pET28a(+) bearing <i>cckA_{AA61-691}</i>	a) PCR amplification of <i>cckA_{CC AA61-691}</i> with primers oMSB1 and oMSB2 b) Fusion of the fragment with BamHI/NdeI-treated pET28a(+) via Gibson assembly
pMvT111	pXVENC-4 bearing <i>divL_{HN}</i>	a) PCR amplification of <i>divL_{HN}</i> including stop-codon with primers oMvT622 and oMvT623 b) Fusion of the fragment with MluI/NdeI-treated pXVENC-4
pOL1	pVENC-2 bearing <i>divJ_{HN}</i>	a) PCR amplification of the last 607 bp of <i>divJ_{HN}</i> excluding stop-codon with primers oJK179 and oJK180 b) Digestion of the product with NdeI and EcoRI c) Ligation of the fragment into NdeI/EcoRI-treated pVENC-2
pOL2	pVENC-2 bearing <i>cckA_{HN}</i>	a) PCR amplification of the last 613 bp of <i>cckA_{HN}</i> excluding stop-codon with primers oJK177 and oJK178 b) Digestion of the product with NdeI and EcoRI c) Ligation of the fragment into NdeI/EcoRI-treated pVENC-2

pOL24	pNPTS138 derivative for generating an in-frame deletion of <i>divJ_{HN}</i>	a) PCR amplification of a fragment containing 601 bp of the <i>divJ_{HN}</i> upstream region and the first 36 bp of <i>divJ_{HN}</i> with primers oOL37 and oOL38 b) Digestion of the product with <i>SpeI</i> and <i>EcoRI</i> c) PCR amplification of a fragment containing 600 bp of the <i>divJ_{HN}</i> downstream region and the last 36 bp of <i>divJ_{HN}</i> with primers oOL39 and oOL40 d) Digestion of the product with <i>EcoRI</i> and <i>PstI</i> e) Ligation of the two fragments into <i>SpeI/EcoRI</i>-treated pNPTS138
pOL25	pNPTS138 derivative for generating an in-frame deletion of <i>pleC_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>pleC_{HN}</i> upstream region and the first 36 bp of <i>pleC_{HN}</i> with primers oOL41 and oOL42 b) PCR amplification of a fragment containing 601 bp of the <i>pleC_{HN}</i> downstream region and the last 36 bp of <i>pleC_{HN}</i> with primers oOL43 and oOL44 c) Overlap-extension PCR to fuse both fragments using the primers oOL41 and oOL44 d) Digestion of the product with <i>SpeI</i> and <i>EcoRI</i> e) Ligation of the two fragments into <i>SpeI/EcoRI</i>-treated pNPTS138
pOL26	pNPTS138 derivative for generating an in-frame deletion of <i>pleD_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>pleD_{HN}</i> upstream region and the first 36 bp of <i>pleD_{HN}</i> with primers oOL45 and oOL46 b) PCR amplification of a fragment containing 601 bp of the <i>pleD_{HN}</i> downstream region and the last 36 bp of <i>pleD_{HN}</i> with primers oOL47 and oOL48 c) Overlap-extension PCR to fuse both fragments using the primers oOL45 and oOL48 d) Digestion of the product with <i>SpeI</i> and <i>HindIII</i> e) Ligation of the two fragments into <i>SpeI/HindIII</i>-treated pNPTS138
pOL33	pKNT25 bearing <i>divJ_{HN}</i>	a) PCR amplification of <i>divJ_{HN}</i> with primers oOL88 and oOL89 b) Digestion of the product with <i>KpnI</i> and <i>EcoRI</i> c) Ligation of the fragment into <i>KpnI/EcoRI</i>-treated pKNT25
pOL34	pUT18 bearing <i>divJ_{HN}</i>	a) PCR amplification of <i>divJ_{HN}</i> with primers oOL88 and oOL89 b) Digestion of the product with <i>KpnI</i> and <i>EcoRI</i> c) Ligation of the fragment into <i>KpnI/EcoRI</i>-treated pUT18
pOL35	pKNT25 bearing <i>pleC_{HN}</i>	a) PCR amplification of <i>pleC_{HN}</i> with primers oOL92 and oOL93 b) Digestion of the product with <i>KpnI</i> and <i>EcoRI</i> c) Ligation of the fragment into <i>KpnI/EcoRI</i>-treated pKNT25
pOL36	pUT18 bearing <i>pleC_{HN}</i>	a) PCR amplification of <i>pleC_{HN}</i> with primers oOL92 and oOL93 b) Digestion of the product with <i>KpnI</i> and <i>EcoRI</i> c) Ligation of the fragment into <i>KpnI/EcoRI</i>-treated pUT18

pOL37	pUT18-C bearing <i>divK_{HN}</i>	a) PCR amplification of <i>divK_{HN}</i> with primers oOL86 and oOL87<br>b) Digestion of the product with KpnI and EcoRI<br>c) Ligation of the fragment into KpnI/EcoRI-treated pUT18-C
pOL38	pKT25 bearing <i>divK_{HN}</i>	a) PCR amplification of <i>divK_{HN}</i> with primers oOL86 and oOL87<br>b) Digestion of the product with KpnI and EcoRI<br>c) Ligation of the fragment into KpnI/EcoRI-treated pKT25
pOL43	pCCHYC-3 bearing <i>pleC_{HN}</i>	a) PCR amplification of <i>pleC_{HN}</i> including stop-codon with primers oOL99 and oOL101<br>b) Digestion of the product with NdeI and KpnI<br>c) Ligation of the fragment into NdeI/KpnI-treated pCCHYC-3
pOL47	pKNT25 bearing <i>divL_{HN}</i>	a) PCR amplification of <i>divL_{HN}</i> with primers oOL108 and oOL109<br>b) Digestion of the product with KpnI and EcoRI<br>c) Ligation of the fragment into KpnI/EcoRI-treated pKNT25
pOL48	pUT18 bearing <i>divL_{HN}</i>	a) PCR amplification of <i>divL_{HN}</i> with primers oOL108 and oOL109<br>b) Digestion of the product with KpnI and EcoRI<br>c) Ligation of the fragment into KpnI/EcoRI-treated pUT18
pOL55	pCCHYN-3 bearing <i>podJ_{HN}</i>	a) PCR amplification of <i>podJ_{HN}</i> including stop-codon with primers oOL31 and oOL32<br>b) Digestion of the product with KpnI and NheI<br>c) Ligation of the fragment into KpnI/NheI-treated pCCHYC-3
pOL56	pCCHYN-3 bearing <i>spmX_{HN}</i>	a) PCR amplification of <i>spmX_{HN}</i> including stop-codon with primers oOL33 and oOL34<br>b) Digestion of the product with KpnI and NheI<br>c) Ligation of the fragment into KpnI/NheI-treated pCCHYC-3
pOL57	pNPTS138 derivative for generating an in-frame deletion of <i>divK_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>divK_{HN}</i> upstream region and the first 36 bp of <i>divK_{HN}</i> with primers oOL115 and oOL116<br>b) PCR amplification of a fragment containing 605 bp of the <i>divK_{HN}</i> downstream region and the last 36 bp of <i>divK_{HN}</i> with primers oOL117 and oOL118<br>c) Overlap-extension PCR to fuse both fragments using the primers oOL115 and oOL118<br>d) Digestion of the product with SpeI and EcoRI<br>e) Ligation of the two fragments into SpeI/EcoRI-treated pNPTS138
pOL58	pNPTS138 derivative for generating an in-frame deletion of <i>spmX_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>spmX_{HN}</i> upstream region and the first 36 bp of <i>spmX_{HN}</i> with primers oOL125 and oOL126<br>b) PCR amplification of a fragment containing 600 bp of the <i>spmX_{HN}</i> downstream region and the last 36 bp of <i>spmX_{HN}</i> with primers oOL127 and oOL128<br>c) Overlap-extension PCR to fuse both fragments using the primers oOL125 and oOL128<br>d) Digestion of the product with SpeI and EcoRI

		Ligation of the two fragments into <i>SpeI</i> / <i>EcoRI</i> -treated pNPTS138
pOL59	pNPTS138 derivative for generating an in-frame deletion of <i>podJ_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>podJ_{HN}</i> upstream region and the first 36 bp of <i>podJ_{HN}</i> with primers oOL131 and oOL132<br>b) PCR amplification of a fragment containing 600 bp of the <i>podJ_{HN}</i> downstream region and the last 36 bp of <i>podJ_{HN}</i> with primers oOL133 and oOL134<br>c) Overlap-extension PCR to fuse both fragments using the primers oOL131 and oOL134<br>d) Digestion of the product with <i>SpeI</i> and <i>EcoRI</i><br>e) Ligation of the two fragments into <i>SpeI</i> / <i>EcoRI</i> -treated pNPTS138
pOL64	pNPTS138 derivative for generating an in-frame deletion of <i>cckA_{HN}</i>	a) PCR amplification of a fragment containing 602 bp of the <i>cckA_{HN}</i> upstream region and the first 36 bp of <i>cckA_{HN}</i> with primers oOL154 and oOL155<br>b) PCR amplification of a fragment containing 600 bp of the <i>cckA_{HN}</i> downstream region and the last 36 bp of <i>cckA_{HN}</i> with primers oOL156 and oOL157<br>c) Overlap-extension PCR to fuse both fragments using the primers oOL154 and oOL157<br>d) Digestion of the product with <i>SpeI</i> and <i>EcoRI</i><br>e) Ligation of the two fragments into <i>SpeI</i> / <i>EcoRI</i> -treated pNPTS138
pOL66	pNPTS138 derivative for generating an in-frame deletion of <i>divL_{HN}</i>	a) PCR amplification of a fragment containing 603 bp of the <i>divL_{HN}</i> upstream region and the first 36 bp of <i>divL_{HN}</i> with primers oOL162 and oOL163<br>b) PCR amplification of a fragment containing 600 bp of the <i>divL_{HN}</i> downstream region and the last 36 bp of <i>divL_{HN}</i> with primers oOL164 and oOL165<br>c) Overlap-extension PCR to fuse both fragments using the primers oOL162 and oOL165<br>d) Digestion of the product with <i>SpeI</i> and <i>EcoRI</i><br>e) Ligation of the two fragments into <i>SpeI</i> / <i>EcoRI</i> -treated pNPTS138
pOL78	pNPTS138 derivative for generating an in-frame deletion of <i>cpdR_{HN}</i>	a) PCR amplification of a fragment containing 602 bp of the <i>cpdR_{HN}</i> upstream region and the first 36 bp of <i>cpdR_{HN}</i> with primers oOL174 and oOL175<br>b) PCR amplification of a fragment containing 601 bp of the <i>cpdR_{HN}</i> downstream region and the last 36 bp of <i>cpdR_{HN}</i> with primers oOL176 and oOL177<br>c) Overlap-extension PCR to fuse both fragments using the primers oOL174 and oOL177<br>d) Digestion of the product with <i>SpeI</i> and <i>EcoRI</i><br>e) Ligation of the two fragments into <i>SpeI</i> / <i>EcoRI</i> -treated pNPTS138

pOL79	pNPTS138 derivative for generating an in-frame deletion of <i>chpT_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>chpT_{HN}</i> upstream region and the first 36 bp of <i>chpT_{HN}</i> with primers oOL282 and oOL283 b) PCR amplification of a fragment containing 600 bp of the <i>chpT_{HN}</i> downstream region and the last 36 bp of <i>chpT_{HN}</i> with primers oOL284 and oOL285 c) Overlap-extension PCR to fuse both fragments using the primers oOL282 and oOL285 d) Digestion of the product with SpeI and EcoRI e) Ligation of the two fragments into SpeI/EcoRI-treated pNPTS138
pOL85	pNPTS138 derivative for generating an in-frame deletion of <i>rcdA_{HN}</i>	a) PCR amplification of a fragment containing 600 bp of the <i>rcdA_{HN}</i> upstream region and the first 36 bp of <i>rcdA_{HN}</i> with primers oOL288 and oOL289 b) PCR amplification of a fragment containing 651 bp of the <i>rcdA_{HN}</i> downstream region and the last 36 bp of <i>rcdA_{HN}</i> with primers oOL290 and oOL300 c) Overlap-extension PCR to fuse both fragments using the primers oOL288 and oOL300 d) Digestion of the product with SpeI and EcoRI e) Ligation of the two fragments into SpeI/EcoRI-treated pNPTS138
pOL134	pET28a(+) bearing <i>divK_{HN}</i>	a) PCR amplification of <i>divK_{HN}</i> with primers oOL581 and oOL582 b) Digestion of the product with HindIII and NdeI c) Ligation of the fragment into HindIII/NdeI-treated pET28a(+)
pOL135	pET28a(+) bearing <i>divJ_{HN}</i> , AA280-539	a) PCR amplification of <i>divJ_{HN}</i>, AA280-539 with primers oOL585 and oOL586 b) Digestion of the product with HindIII and NdeI c) Ligation of the fragment into HindIII/NdeI-treated pET28a(+)
pOL145	pET28a(+) bearing <i>ctrA_{HN}</i>	a) PCR amplification of <i>ctrA_{HN}</i> with primers oOL614 and oOL261 b) Digestion of the product with EcoRI and NdeI c) Ligation of the fragment into EcoRI/NdeI-treated pET28a(+)
pOL167	pCCHYC-2 bearing <i>divJ_{HN}</i>	a) PCR amplification of <i>divJ_{HN}</i> including stop-codon with primers oOL637 and oOL638 b) Digestion of the product with EcoRI and NdeI c) Ligation of the fragment into EcoRI/NdeI-treated pCCHYC-2
pOL175	pXVENC-2 bearing <i>ctrA_{HN}</i>	a) PCR amplification of <i>ctrA_{HN}</i> including stop-codon with primers oOL665 and oOL666 b) Digestion of the product with EcoRI and NdeI c) Ligation of the fragment into EcoRI/NdeI-treated pXVENC-2
pOL180	pXVENC-2 bearing <i>divJ_{HN}</i>	a) PCR amplification of <i>divJ_{HN}</i> including stop-codon with primers oOL674 and oOL638 b) Digestion of the product with NdeI and EcoRI c) Ligation of the fragment into NdeI/EcoRI-treated pXVENC-2

pOL181	pXVENC-2 bearing <i>pleC_{HN}</i>	a) PCR amplification of <i>pleC_{HN}</i> including stop-codon with primers oOL676 and oOL690<br>b) Digestion of the product with NdeI and EcoRI<br>c) Ligation of the fragment into NdeI/EcoRI-treated pXVENC-2
pOL182	pXVENC-2 bearing <i>divK_{HN}</i>	a) PCR amplification of <i>divK_{HN}</i> including stop-codon with primers oOL750 and oOL691<br>b) Digestion of the product with EcoRI and NdeI<br>c) Ligation of the fragment into EcoRI/NdeI-treated pXVENC-2
pOL198	pCVENC-8 bearing <i>chpT_{HN}</i>	a) PCR amplification of <i>chpT_{HN}</i> with primers oOL721 and oOL722<br>b) Digestion of the product with EcoRI and NdeI<br>c) Ligation of the fragment into EcoRI/NdeI-treated pCVENC-8
pOL202	pCVENC-8 bearing <i>divL_{HN}</i>	a) PCR amplification of <i>divL_{HN}</i> with primers oOL729 and oOL730<br>b) Fusion of the fragment with EcoRV-treated pCVENC-8 via Gibson Assembly
pOL203	pCVENC-8 bearing <i>cckA_{HN}</i>	a) PCR amplification of <i>cckA_{HN}</i> with primers oOL727 and oOL728<br>b) Fusion of the fragment with EcoRV-treated pCVENC-8 via Gibson Assembly
pOL207	pET28a(+) bearing <i>chpT_{HN}</i>	a) PCR amplification of <i>chpT_{HN}</i> with primers oOL740 and oOL741<br>b) Digestion of the product with HindIII and NdeI<br>c) Ligation of the fragment into HindIII/NdeI-treated pET28a(+)
pOL208	pET28a(+) bearing <i>pleC_{HN}, AA565-821</i>	a) PCR amplification of <i>pleC_{HN}, AA565-821</i> with primers oOL742 and oOL743<br>b) Digestion of the product with NdeI and HindIII<br>c) Ligation of the fragment into NdeI/HindIII-treated pET28a(+)
pOL209	pTB146 bearing <i>ctrA_{HN}</i>	a) PCR amplification of <i>ctrA_{HN}</i> with primers oOL744 and oOL745<br>b) Digestion of the product with EcoRV<br>c) Ligation of the fragment into EcoRV-treated pTB146
pSW57	pYFPC-2 bearing <i>pleC_{HN}</i>	a) PCR amplification of <i>pleC_{HN}</i> with primers oSW114 and oSW115<br>b) Digestion of the product with NdeI and EcoRI<br>c) Ligation of the fragment into NdeI/EcoRI-treated pYFPC-2
pTS11	pXVENC-2 bearing <i>cckA_{HN}</i>	a) PCR amplification of <i>cckA_{HN}</i> including stop-codon with primers oTS23 and oTS24<br>b) Digestion of the product with NdeI and KpnI<br>c) Ligation of the fragment into NdeI/KpnI-treated pXVENC-2

# Supplementary material for: Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium
**Source:** PLoS Genet. 2020 Apr 23;16(4):e1008724. doi: 10.1371/journal.pgen.1008724
**Supplement:** S6 Table

Table S6. Oligonucleotides in this study.

Oligo-nucleotide	Name	Sequence
oHW1	HNE_0264 P1	ATAAAGCTTCCGAAACGCATCCGCTGG
oHW2	HNE_0264 P2	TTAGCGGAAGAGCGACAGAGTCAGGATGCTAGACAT
oHW3	HNE_0264 P3	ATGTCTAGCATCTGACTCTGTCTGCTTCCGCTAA
oHW4	HNE_0264 P4	ATAGCTAGCCCTCTTTGGGATGCATCG
oJK177	HNE_0507s for NdeI	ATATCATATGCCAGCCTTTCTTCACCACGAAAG
oJK178	HNE_0507 rev EcoRI	ATATGAATTCGGCGCGGCTTCCTTGCC
oJK179	HNE_0746s for NdeI	ATATCATATGGGGCCCCGATGCCGGAAGTC
oJK180	HNE_0746 rev EcoRI	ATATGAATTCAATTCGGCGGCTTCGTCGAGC
oJR52	HNE_0264-SacI-for	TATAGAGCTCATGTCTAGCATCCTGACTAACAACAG
oJR53	HNE_0264-BamHI-rev	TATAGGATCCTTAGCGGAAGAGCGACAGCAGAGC
oJR62	HNE_0507 short-for	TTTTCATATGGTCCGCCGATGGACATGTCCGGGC
oJR63	HNE_0507 short-rev	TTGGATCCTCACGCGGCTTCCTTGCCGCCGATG
oMSB1	CCNA-01132-KD_F	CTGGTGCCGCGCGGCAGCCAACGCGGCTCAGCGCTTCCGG
oMSB2	CCNA-01132-KD_R	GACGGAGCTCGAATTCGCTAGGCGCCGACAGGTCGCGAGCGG
oMSB4	CCNA-01132-RR_R	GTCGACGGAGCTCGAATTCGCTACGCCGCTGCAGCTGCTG
oMvT622	HNE_0399_p1	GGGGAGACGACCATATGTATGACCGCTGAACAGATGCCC
oMvT623	HNE_0399_p2	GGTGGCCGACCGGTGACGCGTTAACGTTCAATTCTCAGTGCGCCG
oOL31	HNE_0666_F1	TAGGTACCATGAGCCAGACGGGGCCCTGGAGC
oOL32	HNE_0666_R1	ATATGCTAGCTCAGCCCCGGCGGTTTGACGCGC
oOL33	HNE_1271_F1	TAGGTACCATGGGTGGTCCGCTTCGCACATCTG
oOL34	HNE_1271_R1	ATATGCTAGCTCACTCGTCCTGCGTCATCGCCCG
oOL37	HNE_0746_Del_P1	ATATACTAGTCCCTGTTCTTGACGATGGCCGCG
oOL38	HNE_0746_Del_P2	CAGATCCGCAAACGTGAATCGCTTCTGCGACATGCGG
oOL39	HNE_0746_Del_P3	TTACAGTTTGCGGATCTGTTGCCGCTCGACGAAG
oOL40	HNE_0746_Del_P4	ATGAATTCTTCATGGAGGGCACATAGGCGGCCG
oOL41	HNE_2910_Del_P1	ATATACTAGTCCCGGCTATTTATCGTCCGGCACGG
oOL42	HNE_2910_Del_P2	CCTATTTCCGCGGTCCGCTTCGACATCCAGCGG
oOL43	HNE_2910_Del_P3	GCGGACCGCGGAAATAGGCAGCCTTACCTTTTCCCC
oOL44	HNE_2910_Del_P4	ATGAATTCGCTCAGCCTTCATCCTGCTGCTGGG
oOL45	HNE_2284_Del_P1	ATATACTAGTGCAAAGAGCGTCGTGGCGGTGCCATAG
oOL46	HNE_2284_Del_P2	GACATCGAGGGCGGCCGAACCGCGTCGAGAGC
oOL47	HNE_2284_Del_P3	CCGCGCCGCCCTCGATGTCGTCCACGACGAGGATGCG
oOL48	HNE_2284_Del_P4	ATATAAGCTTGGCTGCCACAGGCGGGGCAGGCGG
oOL86	HNE_2285_Bacth_For	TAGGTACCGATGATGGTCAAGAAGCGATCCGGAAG
oOL87	HNE_2285_Bacth_Rev	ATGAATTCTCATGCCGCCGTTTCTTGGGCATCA
oOL88	HNE_0746_Bacth_For	TAGGTACCATGGACCCCGCATGTGCGAGAA
oOL89	HNE_0746_Bacth_Rev	ATGAATTCTTTTCGGCGGCTTCGTCGAGCG
oOL92	HNE_2910_Bacth_For	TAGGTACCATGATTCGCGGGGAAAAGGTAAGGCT

oOL93	HNE_2910_Bacth_Rev	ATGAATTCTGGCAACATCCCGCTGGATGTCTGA
oOL99	HNE_2910_Comp_For	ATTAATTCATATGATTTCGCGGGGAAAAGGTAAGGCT
oOL100	HNE_2910_Comp_Rev_Stop	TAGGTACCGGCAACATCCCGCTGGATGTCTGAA
oOL108	HNE_0399_Bacth_For	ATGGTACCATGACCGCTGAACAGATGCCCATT
oOL109	HNE_0399_Bacth_Rev	ATGAATTCGGGTGCGCCGTGGGCTGGGGCT
oOL115	HNE_2285_Del_P1	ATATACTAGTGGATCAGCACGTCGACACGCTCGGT
oOL116	HNE_2285_Del_P2	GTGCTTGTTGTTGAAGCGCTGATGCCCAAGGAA
oOL117	HNE_2285_Del_P3	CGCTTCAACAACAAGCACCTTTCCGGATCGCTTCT
oOL118	HNE_2285_Del_P4	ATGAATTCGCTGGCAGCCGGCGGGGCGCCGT
oOL125	HNE_1271_Del_P1	ATATACTAGTCCGTGGCTGGGCGTGAACCT
oOL126	HNE_1271_Del_P2	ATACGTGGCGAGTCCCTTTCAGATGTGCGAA
oOL127	HNE_1271_Del_P3	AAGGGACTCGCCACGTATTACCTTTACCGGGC
oOL128	HNE_1271_Del_P4	ATGAATTCGCCGCCATTTCGGGTCGGT
oOL131	HNE_0666_Del_P1	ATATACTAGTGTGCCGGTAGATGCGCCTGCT
oOL132	HNE_0666_Del_P2	AAGGGAATCGATCGACCGCTCAACACCGGC
oOL133	HNE_0666_Del_P3	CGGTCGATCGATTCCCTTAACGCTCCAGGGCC
oOL134	HNE_0666_Del_P4	ATGAATTCCTTCGAGTTCGCGGGCCTGCT
oOL154	HNE_0507_Del_P1	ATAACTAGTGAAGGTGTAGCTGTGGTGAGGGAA
oOL155	HNE_0507_Del_P2	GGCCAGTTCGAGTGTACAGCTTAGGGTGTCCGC
oOL156	HNE_0507_Del_P3	CTGACACTCGAACTGGCCGGCATCGGCG
oOL157	HNE_0507_Del_P4	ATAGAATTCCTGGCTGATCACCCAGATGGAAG
oOL162	HNE_0399_Del_P1	ATAACTAGTGCGGTCAGCTCGCCATCGC
oOL163	HNE_0399_Del_P2	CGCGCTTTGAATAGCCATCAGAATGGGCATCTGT
oOL164	HNE_0399_Del_P3	ATGGCTATTCAAAGCGCGTTCGAGCCCCA
oOL165	HNE_0399_Del_P4	ATAGAATTCGAAGCCGATTGCCTCCTCGG
oOL174	HNE_0229_Del_P1	ATAACTAGTCTCCGCCTTGACAGGAGCC
oOL175	HNE_0229_Del_P2	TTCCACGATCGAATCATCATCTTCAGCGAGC
oOL176	HNE_0229_Del_P3	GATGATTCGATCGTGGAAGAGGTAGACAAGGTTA
oOL177	HNE_0229_Del_P4	ATAGAATTCCTGCACAAGGCTGGAACG
oOL261	6xHis_HNE_0944_rev	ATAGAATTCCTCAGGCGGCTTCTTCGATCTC
oOL282	HNE_0638_Del_P1	ATAACTAGTCTGGCGAAACCGGAACGACC
oOL283	HNE_0638_Del_P2	CATGAACACGATAAATGCAGCGAAACGCGC
oOL284	HNE_0638_Del_P3	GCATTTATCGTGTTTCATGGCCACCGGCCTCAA
oOL285	HNE_0638_Del_P4	ATAGAATTCGCGCGTGACGGCGGGATTGC
oOL288	HNE_0013_Del_P1	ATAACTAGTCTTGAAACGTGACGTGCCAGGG
oOL289	HNE_0013_Del_P2	CGGATCGAACAGCGACTGCGGGGAAACCA
oOL290	HNE_0013_Del_P3	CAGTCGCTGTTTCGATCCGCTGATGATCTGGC
oOL300	HNE_0013_Del_P4_New	ATAGAATTCATGACAACGCCGACCGAAA
oOL581	6xHis_HNE_2285_For	ATACATATGTTGATGGTCAAGAAGCGATC
oOL582	6xHis_HNE_2285_Rev	ATAAAGCTTTCATGCCGCCGGTTCCTTGG
oOL585	6xHis_HNE_0746_aa283_For	ATACATATGTTTGCGCCGCCGGAGACCGT
oOL586	6xHis_HNE_0746_aa283_Rev	ATAAAGCTTCTATTCGGCGGCTTCGTCTGA

oOL614	6xHis_HNE_0944_for	ATACATATGCGCGTCTGCTAATTGAAGAT
oOL637	HNE_0746_For	ATACATATGGACCCCCGCATGTCGCAGAA
oOL638	HNE_0746_Rev	TATGAATTCTATTTCGGCGGCTTCGTCGA
oOL665	HNE_0944_For	ATACATATGCGCGTCTGCTAATTGAAGAT
oOL666	HNE_0944_Rev	TATGAATTCTCAGGCGGCTTCTTCGATCTC
oOL674	HNE_0746_For_PCVENC_2	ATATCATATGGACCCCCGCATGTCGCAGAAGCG
oOL676	HNE_2910_For_PCVENC_2	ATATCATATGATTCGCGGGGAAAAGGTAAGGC
oOL690	HNE_2910_Rev_Stop_EcoRI	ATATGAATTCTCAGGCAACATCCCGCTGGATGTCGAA
oOL691	HNE_2285_Rev	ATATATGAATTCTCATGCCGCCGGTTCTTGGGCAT
oOL692	Prom_0038_15bp_Overlap_GibsonDS_For_Comp	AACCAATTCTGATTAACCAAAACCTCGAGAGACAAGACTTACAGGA<br>GAACCCCCATGGAACAAAATAAA
oOL693	Prom_0038_15bp_Overlap_GibsonDS_Rev_Comp	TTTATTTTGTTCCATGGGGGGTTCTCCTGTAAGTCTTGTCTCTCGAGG<br>TTTTGGTTAATCAGAATTGGTT
oOL694	FabL_For_Overlap_Prom0038_GibsonSS	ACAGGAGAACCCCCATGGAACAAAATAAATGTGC
oOL695	FabL_Rev_Overlap_PCVENC_2_GibsonSS	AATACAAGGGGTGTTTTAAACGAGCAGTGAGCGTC
oOL696	PVENC_2_Rev_Overlap_Prom_0038_Gibson_SS	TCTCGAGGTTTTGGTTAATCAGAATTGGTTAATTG
oOL697	PVENC_2_For_Overlap_FabL_Gibson_SS	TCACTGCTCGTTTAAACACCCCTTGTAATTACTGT
oOL721	HNE_0638_For	ATATCATATGAACCTTGATCATGCGCGTTT
oOL722	HNE_0638_Rev	ATATGAATTCTCAGGCTTGCGGTTTGAGGC
oOL727	HNE_0507_For	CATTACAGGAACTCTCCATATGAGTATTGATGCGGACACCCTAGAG
oOL728	HNE_0507_Rev	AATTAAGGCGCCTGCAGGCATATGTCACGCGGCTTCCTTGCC
oOL729	HNE_0399_For	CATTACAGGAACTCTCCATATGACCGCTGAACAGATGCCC
oOL730	HNE_0399_Rev	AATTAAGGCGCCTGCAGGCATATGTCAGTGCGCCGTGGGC
oOL740	6xHis_HNE_0638_for	ATATCATATGAACCTTGATCATGCGCGTTT
oOL741	6xHis_HNE_0638_rev	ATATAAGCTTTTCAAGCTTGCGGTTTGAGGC
oOL742	6xHis_HNE_2910_For	ATATCATATGCGAAAGTATTCGGAGGAAAA
oOL743	6xHis_HNE_2910_Rev	ATATAAGCTTTCAAGCAACATCCCGCTGGA
oOL744	HNE_0944_For_His_SUMO_GA	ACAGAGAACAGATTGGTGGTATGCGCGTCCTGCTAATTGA
oOL745	HNE_0944_Rev_His_SUMO_GA	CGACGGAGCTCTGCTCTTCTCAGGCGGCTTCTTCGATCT
oOL750	HNE_2285_For	ATATCATATGATGGTCAAGAAGCGATCC
oSW114	HNE2910-for	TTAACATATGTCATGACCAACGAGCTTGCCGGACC
oSW115	HNE2910-rev	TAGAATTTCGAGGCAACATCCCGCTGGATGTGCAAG
oTS23	HNE_0507_for	ATACATATGAGTATTGATGCGGACACCCT
oTS24	HNE_0507_rev	ATAGGTACCTCACGCGGCTTCCTTGCCGC

How the deposited data were processed for this re-analysis (not part of the article)

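The binding of CtrA and GcrA to the chromosome of *H. neptunium* was measured by ChIP-seq in wild-type cells, with 1 ChIP library and 1 total input library for each protein. The antibodies were raised against CtrA of *H. neptunium* and GcrA of *C. crescentus*. The submitters' processing notes name CASAVA 1.8.2, Bowtie 0.12.9, SAMtools 0.1.18 and MACS2 2.1.1.20160309.0. The authors aligned single-end reads of 50 bp, called peaks with MACS2 at a q-value under 0.05 on each ChIP library against its own input, and deposited 1 list per protein. The deposited pileup is the ChIP signal at the summit as MACS2 scales it. The deposited fold enrichment is a linear ratio of that pileup to the background MACS2 expects from the input. The authors' −log10 p and q values come from the same comparison. Nothing was pooled. In the retained CtrA list, 44.1% of the peaks share, within 1%, the lowest background of 438.2 that the pileup and fold imply, so that fold enrichment follows the pileup height there. In the retained GcrA list this held for 34.7%.

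The lists were read with Python 3.11.15, numpy 2.4.6, numba 0.67.0, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Of the CtrA list, 913 peaks were analysed and 2 further lines were not analysed here. Of the GcrA list, 2960 peaks were analysed and 15 lines were not. Peaks with a fold enrichment above 2 were retained, as in the paper. Depths are those of S2 Data. Total reads were 16593619 for the CtrA ChIP, 25470012 for its input, 12663208 for the GcrA ChIP and 7285535 for its input. The input of GcrA was the shallowest, with a genome coverage of 95.8 in S2 Data.

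No genome or annotation was used here. Genes were taken from the peak assignments of S6 Data, which were joined by peak number and checked to have the same summit and fold enrichment (within 0.001) for every retained peak. The intergenic position of summits, assignment by start codon, a test of tRNA genes, and redrawing of summits among intergenic positions were therefore not run. Regulons and functional classes are those of S1, S7, S8 and S10 to S12 Data, and peaks were classed as at direct-regulon genes by the marks of S6 Data. The named genes are the 10 peaks of highest fold enrichment in each list, every gene the paper names in its ChIP-seq results, and the members of fixed lists for division, c-di-GMP, proteolysis and the CtrA pathway and of the flagellar and pilus classes, with up to 6 examples each. Values in S5 and S6 Data had been seen when this rule was written. Some genes outside it are named as well, and were chosen after their values were seen: those at the widest peaks, at further peaks of the motility island, at peaks with the palindrome and at the highest peaks of the DivJ, PleC and DivK regulons, HNE_0271 with its neighbours, HNE_3031, HNE_3033 and HNE_0740. Of the S4 Data sheet on the motility island, 1996 of 3691 rows were used.

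The CtrA motif was sought as TTAA, 7 bases of any kind and TTAAC on both strands within 75 bp of each summit, with at most 1 mismatch in the 9 fixed bases. Shares were compared by Fisher's exact test, two-sided, and given with Wilson 95% intervals, which cover counting error only. Dinucleotide-preserving shuffles were drawn 1000 times for the top 80 CtrA sequences and 200 times for GcrA sequences. The search for a palindrome was repeated in 100 shuffles of the 220 retained CtrA sequences and in 100 random draws of 220 weak ones, taking the arms of every 22 bp window and completing each to a palindrome. Groups of peaks were compared by permutation of the difference of medians of log2 fold enrichment (100000 resamples, two-sided). The number of peaks in the motility island and the overlap of the lists were compared with 10000 circular shifts around 3705021 bp, one-sided. Peaks overlapped when they shared at least 1 bp. On simulated data, the motif search found 100% of 120 planted sites and called 2.86% of 280 sequences without one. Of 20 pairs of unrelated peak lists, 2 had a shift p under 0.05. Of 40 pairs of groups without a shift, 1 had a permutation p under 0.05, and all 40 pairs with a shift did. The alternatives were fold enrichments above 3 and 5, −log10 q of at least 10 and 100, other mismatches, windows, peak sets and controls for the motifs, means in place of medians, and other definitions of overlap. P-values were not adjusted across results.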

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

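Apart from the shift test of the overlap and the test of base composition in the 5 fullest stretches, the tests of this part were chosen after the result was seen. The 22 bp palindrome, the mismatches allowed in it and the T-arm string were chosen after the sequences were seen.

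The paper lists its GcrA peaks in S5 Data and discusses 1 of them in its text, that at the *ctrA* promoter. Of those analysed here, 1057 had a fold enrichment above 2. The highest, with 23.4, lay at 576526 to 576958, and the next were at 471309 (20.9) and 2697433 (20.0). Next to the origin, GcrA had a peak from 15 to 323 with a fold enrichment of 3.51, which the text of the paper does not discuss. Of the 693 CtrA peaks with a fold enrichment of 2 or less, which the paper set aside, 15 (2.16%) held the CtrA motif with at most 1 mismatch. That share is close to the mean of 2.12% in shuffles of the top 80 CtrA sequences, but the weak sequences themselves were not shuffled. GcrA peaks with a fold enrichment of 2 or less held the motif in 0.578% of cases (p = 0.0011, Fisher's exact test, two-sided). The 15 matches lay a median of 19.5 bp from the summit, compared to 34.5 bp in the shuffles. Whether they are chance matches stays open. Among the retained GcrA peaks, 21 held a string typical of the T arm of tRNA genes. Of the weak CtrA peaks, 423 overlapped a retained GcrA peak, and 5 retained CtrA peaks held a palindrome other than the CtrA motif. The last 2 results are weighed here.

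Of the 220 retained CtrA peaks, 181 (82.3%) overlapped a retained GcrA peak, compared to a mean of 51.9 after 10000 circular shifts of the GcrA peaks, of which 1 gave as many (p = 0.0002, one-sided permutation test by shifts). The shifts place GcrA peaks in coding sequences as well, whereas the paper places 211 of its 222 CtrA sites in intergenic regions. They cannot show whether the overlap exceeds that of any 2 lists of mostly intergenic peaks. GcrA peaks cover 11.9% of the chromosome, and the overlap was 68 of 148 peaks with both lists above a fold enrichment of 3 (mean of shifts 14.1) and 22 of 97 above 5 (3.82). For the weak CtrA peaks, a signal common to both ChIPs remains a candidate explanation, since at GcrA peaks their CtrA and GcrA folds rose together (Spearman's rho 0.29 across 423 peaks, which are not independent replicates, permutation p = 1e-05, the smallest 100000 permutations can give). Those at GcrA peaks held the CtrA motif in 1.89% of cases and the others in 2.59% (p = 0.60, Fisher's exact test). These shares rest on only 8 and 7 peaks with the motif, so this comparison cannot decide. For the retained CtrA peaks a common signal cannot be told apart, as 26.5% of the 181 at GcrA peaks and 23.1% of the 39 others held the motif (p = 0.84, Fisher's exact test) and no relation of their folds was detected (rho -0.027, permutation p = 0.71). Binding of both proteins to the same promoters was not tested and stays open, as the design has no strain that lacks either protein.

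The palindrome, GATCGGTGAAATTTCACCGATC, was put together from sites at high CtrA peaks, among them that at HNE_2358, and was present with at most 5 mismatches in 5 retained CtrA peaks, in none of the 693 weak ones and in 2 of 1057 retained GcrA peaks, both of which overlap CtrA peaks that hold it. Of the 5, 4 lie at genes for c-di-GMP enzymes, namely HNE_1479, HNE_0068, HNE_2358 and HNE_1423, and the remaining 1 lies at HNE_0137; their sites had been seen when the string was chosen, so that their 2 to 5 mismatches, against at least 7 in the weak CtrA peaks, are no independent evidence. A chance string cannot be told apart when the search is repeated in sets of 220 sequences. At 4 and at 5 mismatches, some palindrome was shared by as many of them in 0 of 100 shuffled sets and in 0 of 100 draws of weak CtrA peaks. At 6 mismatches, an earlier limit, this held in 20 and 80. The most for any palindrome in the retained peaks at 6 mismatches was 8, compared to at most 6 in the shuffled sets and at most 8 in the draws. This test was taken up after 2 others had proved void. A signal shared by both ChIPs is not excluded either. Retained GcrA peaks lay at the 4 c-di-GMP genes, with a fold enrichment of 2.08 to 3.48, around the median of 2.53 for retained GcrA peaks. None lay at HNE_0137. The sites were noticed at high CtrA peaks, and 4 of the 80 highest CtrA peaks and 0 of the 80 highest GcrA peaks held the palindrome (p = 0.12, Fisher's exact test). As a hypothesis, another DNA-binding protein may bring CtrA to these promoters, which the libraries cannot test.

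The weak CtrA peaks were crowded, with 221 of 693 (31.9%) in 5 of 38 stretches of 100 kb, compared to a median of 13 peaks per stretch; a further stretch ties with the last of the 5, which was taken by position. Higher copy number near the origin cannot be the whole cause, since 2 of the 5 stretches, or 3 with the tied one in place of the last, lie closer to the point opposite the origin than to the origin. Base composition stays open, as G+C content at the weak peaks was 54.0% inside and 54.8% outside (permutation p = 0.029, two-sided), a difference of -0.82 percentage points beside an SD of 4.68, but -0.97 (p = 0.0099) with the tied stretch in place of the last and -0.60 (p = 0.10) with both. A signal common to both ChIPs stays open as well, as 10 of the 12 widest GcrA peaks lay in these stretches under each of these choices. Retained GcrA peaks of any width numbered 28 to 45 in each of the 5 stretches. That is within the range of 18 to 46 in the other full stretches. No biological explanation was tested.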

How the results depend on the processing

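The alternatives were set before the data were examined, except the operon marks, the weak GcrA peaks as a control, the test on locus tag numbers, the CtrA peaks with at most 2 mismatches, the direct regulon of S7 Data, the tied stretches of weak CtrA peaks and the number of shuffles of GcrA sequences, which was raised after a first result. Of 57 alternatives over 16 results, 38 kept their direction and side of the threshold, or stayed within the main interval or 1.5 times the main count. These include every alternative for the motif share (10.0 to 82.5%), spacing and distance, for the fold at direct-regulon genes, for the motility island and for the overlap of the lists against shifts. Some of the 38 could not have changed. A −log10 q of at least 10 removes no retained peak, since the lowest values are 74.8 for CtrA and 32.7 for GcrA. The test on locus tag numbers repeats the main count. The share that overlaps fell from 82.3% to 45.9% above a fold enrichment of 3 and to 22.7% above 5 in both lists, while the mean of the shifts fell from 51.9 to 14.1 and 3.82 peaks. The motif share, spacing and distance rest on the peaks the motif came from. The difference in G+C content of weak CtrA peaks, -0.82 percentage points, was -0.60 (permutation p = 0.10) with both tied stretches. A fold enrichment above 5 left 97 CtrA peaks with 131 genes, 38 of them in the global regulon, and 124 GcrA peaks; above 3 it left 352 GcrA peaks, and −log10 q of at least 100 left 414. The share of peaks with an assigned gene rose to 99.3% above 3 and 100% above 5. Above 5, the bound shares were 42.6% (DivJ), 23.7% (PleC) and 20.0% (DivK), and with operon marks 86.9%, 51.8% and 52.5%. These counts follow from keeping fewer peaks or adding genes. The difference in GANTC between GcrA and CtrA peaks, -0.26 percentage points (p = 0.94, Fisher's exact test here and for the peak controls), changed sign to 4.64 in 51 bp (p = 0.12), 9.77 for the 80 highest peaks (p = 0.14) and 15.6 against weak GcrA peaks (p = 3.7e-19), and was -11.5 against shuffles (two-sided p = 0.010, the smallest 200 shuffles can give); the cause was not tested. Not run, for want of an annotation here: the intergenic share of GcrA peaks, other definitions of intergenic, assignment by distance to a start codon or by the annotation, tRNA genes, and redrawn intergenic summits. With 1 library per protein, no replicate could be left out. No paired analysis was possible because each group has a single library.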

Differences from the paper's values

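The paper's S6 Data give an average enrichment of 2.23381 for direct targets of CtrA, as the paper's value. Over the lines of S6 Data marked as direct targets, the mean fold enrichment of the deposited peaks was 9.20, or 2.82 as a mean on the log2 scale. For the other targets the paper's average is 7.9018, and the mean here was 6.33, or 2.23 on the log2 scale. Of the alternatives, the mean on the log2 scale has the direct targets within 1.5 times the paper's value, and peaks with a fold enrichment above 3 do not (11.1). The paper's value for direct targets is nearest to the log2 mean of the other lines, 2.23, so the scale and the lines behind it are not known here. By the deposited folds, direct targets have the higher mean on both scales.

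For the DivK regulon, the paper's value for the share controlled and/or bound by CtrA is about 50%, whereas 32.5% of the genes had an assigned peak of their own here. The paper also counts genes coregulated in an operon with a bound gene, so the own-peak share is a narrower measure. Neither alternative set before the data were examined comes within 1.5 times of the paper's value, with 30.0% above a fold enrichment of 3 and 20.0% above 5. With the operon marks of the paper's S12 Data counted as well, the share was 52.5%, and no gene with an assigned peak is dropped. That setting is nearer to the paper's measure but was chosen after seeing the values.

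In the sheet of the paper's S4 Data on the *ctrA* promoter, the column headed CtrA total input has its maximum, the paper's 28.4 RPM, from 959271 to 959280, next to the GcrA summit at 959262. The column headed GcrA has its maximum, the paper's 4.41 RPM, from 958501 to 958510, outside the GcrA peak with a fold enrichment of 11.0. Its lowest value in the sheet is 0.0067 RPM. In Fig 9B, the curve drawn for GcrA has the shape of the former column. No RPM value of that sheet was used at a claim.

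S8 Data class 16 genes as pilus-related, where the paper's text counts 14. The paper counts 222 CtrA sites, 211 of them in intergenic regions, and 285 genes. Here 220 peaks were retained, 209 of them had an assigned gene, and 283 genes were assigned. By the peak numbers, 2 lines of the CtrA list were not analysed here. Whether they account for these gaps was not checked.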

Other observations

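The tests on T-arm strings and on GANTC in the central 51 bp of the 80 highest GcrA peaks were chosen after the result was seen. Of the 10 highest GcrA peaks, 10 overlapped a CtrA peak and 7 a retained one, through which 6 could be given a gene. They lay at HNE_1966, a cold shock DNA-binding protein (fold enrichment 16.5 at 2036141), at HNE_2860, ribosomal protein L10 (14.0 at 3018968), at HNE_2990, a predicted phosphate-binding protein (15.6 at 3150966), at HNE_2598, an AMP-binding enzyme (13.6 at 2762485), at HNE_2572 and HNE_2574, an AraC family regulator and a predicted NADH-quinone oxidoreductase (20.0 at 2727612), and at HNE_2628, an M23 family peptidase (16.0 at 2788525). The CtrA peaks were low at the first 5 places, from 2.05 to 2.39, and 16.5 at HNE_2628. Both proteins also had high peaks at *pleC*, with a fold enrichment of 10.3 for GcrA and 7.71 for CtrA, and at HNE_0740, with 12.6 and 7.26, which was chosen after its values were seen. The widest peak of either list covered HNE_2654 to HNE_2659, with 6321 bp for GcrA.

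GANTC was found within the central 51 bp of 7.93% of GcrA peaks with a fold enrichment of 2 or less, of 15.5% above 2 and up to 3, of 23.7% up to 5, of 27.9% up to 10 and of 6 of the 20 peaks above 10. For the 80 highest GcrA peaks the share was 26.2% (Wilson 95% interval 17.9 to 36.8%) and for retained CtrA peaks 14.1% (10.1 to 19.3%; p = 0.024, Fisher's exact test, two-sided). That comparison sets the top of the GcrA list against all retained CtrA peaks. With all retained GcrA peaks the share was 18.7% (p = 0.12, Fisher's exact test, two-sided). Within 75 bp of the summit the shares were 37.5% for GcrA and 37.7% for CtrA (p = 0.94, Fisher's exact test, two-sided). Shuffles of the same GcrA sequences held GANTC there in a mean of 49.0%. The classes by fold enrichment were not compared with shuffles. Of the same classes of GcrA peaks by fold enrichment, 13.7%, 38.7%, 59.6% and 87.5% overlapped a CtrA peak of any height, as did 20 of the 20 peaks above 10. The median length was 161 bp for GcrA peaks with a fold enrichment of 2 or less and 292 bp for those above 2. Longer peaks overlap more by length alone, and no shifts were run by class.

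As a hypothesis, GcrA peaks may hold tRNA genes more often than weak GcrA peaks do. The T-arm string occurred in 21 of 1057 retained GcrA peaks (1.99%) and in 3 of 1903 others (0.158%), with p = 2.1e-07 by Fisher's exact test, and in 7 of the 124 peaks with a fold enrichment above 5. Retained CtrA peaks held it in 2 of 220 cases (0.91%; p = 0.087 against the same weak GcrA peaks, Fisher's exact test). The string marks only sequences that resemble tRNA genes, since no annotation was used here, and whether highly transcribed genes yield signal in both ChIPs stays open, as the CtrA count is too small to tell.

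A test set before its result was seen asked whether direct-regulon genes lowered by CckA depletion have higher CtrA peaks than those raised by it. No such difference was detected: the median fold enrichment was 7.94 at 42 lowered genes and 8.94 at 12 raised genes, a difference of -0.17 on the log2 scale (permutation p = 0.59, two-sided). Genes that share a peak, such as *fliL* and *fliF*, enter with the same value, so the genes are not independent. With 12 raised genes, a difference could be missed. The directions are the paper's, from S7 Data.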
